# Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes

**DOI:** 10.1002/1878-0261.13623

**Published:** 2024-03-02

**Authors:** Franziska C. Lammert, Julia Pannhausen, Erik Noetzel, Florian Friedland, Julia Wirtz, Yannick Herfs, Sophie Leypold, Lin Gan, Ralf Weiskirchen, Tician Schnitzler, Ruth Knüchel, Jochen Maurer, Danny D. Jonigk, Michael Rose, Nadine T. Gaisa

**Keywords:** bladder cancer, GRHL3, oncogene, RHO GTPase, squamous cell carcinoma, tumor suppressor gene

## Abstract

The effect of grainyhead‐like transcription factor 3 (GRHL3) on cancer development depends on the cancer subtypes as shown in tumor entities such as colorectal or oral squamous cell carcinomas. Here, we analyzed the subtype‐specific role of GRHL3 in bladder carcinogenesis, comparing common urothelial carcinoma (UC) with squamous bladder cancer (sq‐BLCA). We examined GRHL3 mRNA and protein expression in cohorts of patient samples, its prognostic role and its functional impact on tumorigeneses in different molecular and histopathological subtypes of bladder cancer. We showed for GRHL3 a reverse expression in squamous and urothelial bladder cancer subtypes. Stably GRHL3*‐*overexpressing EJ28, J82, and SCaBER *in vitro* models revealed a tumor‐suppressive function in squamous and an oncogenic role in the urothelial cancer cells affecting cell and colony growth, and migratory and invasive capacities. Transcriptomic profiling demonstrated highly subtype‐specific *GRHL3*‐regulated expression networks coined by the enrichment of genes involved in integrin‐mediated pathways. In SCaBER, loss of ras homolog family member A (RHOA) GTPase activity was demonstrated to be associated with co‐regulation of eukaryotic translation initiation factor 4E family member 3 (*EIF4E3*), a potential tumor suppressor gene. Thus, our data provide for the first time a detailed insight into the role of the transcription factor *GRHL3* in different histopathological subtypes of bladder cancer.

**Abbreviations**
ARHGEF19: rho guanine nucleotide exchange factor 19
BASQ: basal/squamous‐like
BLCA: bladder cancer
BP: biological processes
CB: cytoskeleton buffer
CC: cellular compartments
DEG: differentially expressed gene
EIF4E3: eukaryotic translation initiation factor 4E family member 3
EMT: epithelial‐to‐mesenchymal transition
FA: focal adhesion
FC: fold change
GO: gene ontology
GRHL: Grainyhead‐like transcription factor
IRS: immunoreactive score
MF: molecular functions
MIBC: muscle‐invasive bladder cancer
MIX: urothelial carcinoma with squamous differentiation
NAC: neoadjuvant chemotherapy
NMIBC: non‐muscle‐invasive bladder cancer
NU: normal urothelium
OS: overall survival
RFS: relapse‐free survival
RHOA: ras homolog family member A
RND3: rho family GTPase 3
RT: room temperature
SCC: pure squamous cell carcinoma
sq‐BLCA: pure squamous cell carcinomas and urothelial carcinoma with squamous differentiation
sq‐Cis: squamous cell carcinoma *in situ*
sq‐Meta: squamous metaplasia
TCGA: The Cancer Genome Atlas
TMA: tissue microarrays
UC: urothelial carcinoma

## 1 Introduction

Grainyhead‐like transcription factor 3 (GRHL3) belongs to the *GRHL* transcription factor family, which also includes GRHL1 and GRHL2 [1]. *GRHL* genes were first detected in a Drosophila mutant, which showed incomplete neural tube closure, epithelial barrier disorders, and a granular structure of the head caused by *GRHL* deficiency and thus became the eponym of Grainyhead gene [2]. Beyond that, GRHL3 modulates wound healing [1] and affects the terminal differentiation of urothelial cells [3]. In the urothelium of the bladder, GRHL3 is strongly expressed, especially in umbrella cells proposing an important function for maturation of umbrella cells [3]. This was supported by identifying target genes of GRHL3 expression in the healthy bladder, such as cell adhesion molecules [4] and uroplakin II, known to be crucial for the urinary bladder barrier but downregulated in *GRHL3*‐deficient mice [3, 5].

In carcinogenesis, the GRHL transcription factor family has been reported to exert both tumor‐suppressive and oncogenic functions, dependent on the cancer type and the tissue of origin [6]. In squamous cell carcinomas (SCC) of the skin, in oral SCC, head and neck SCC as well as breast cancer, GRHL3 has been demonstrated to mediate tumor‐suppressive effects [6, 7, 8, 9, 10]. The tumor‐suppressive function of GRHL3 in the skin has been linked with the transcriptional regulation of the direct GRHL3 target gene *PTEN* to control the PI3K/mTOR pathway [11]. GRHL2 is known to play a protumorigenic role, for example, in oral SCC [12]. However, GRHL3 can also function as tumor promoter, particularly in colorectal carcinoma [13] and diffuse large B‐cell lymphomas [14].

In bladder cancer, the role of GRHL3 is less well known, especially in the context of molecular and histological subtypes. Like most carcinomas, urinary bladder cancer is a heterogeneous disease comprising the most frequent urothelial cancers but also rare subtypes like squamous‐differentiated bladder cancers [15] known to show different biological and clinical aspects [16, 17]. SCC occurs in approximately 3% of all bladder cancers, with a squamous differentiation (MIX) in 15%. Pure SCC is associated with a more aggressive phenotype compared with urothelial carcinoma (UC) [18, 19, 20, 21]. Recently, Wezel and colleagues studied *GRHL3* in urothelial cancer development showing an impaired invasion and migration potential of *GRHL3* overexpressing urothelial cancer cells [22]. Apart from that, no further studies of *GRHL3* in bladder cancer have been described so far, and the role of *GRHL3* in sq‐BLCA remains unknown. Since opposing functions of GRHL3 depending on cancer type and/or differentiation status have been demonstrated in previous studies of other cancer entities [6, 8], we aimed to characterize for the first time GRHL3 expression, function and associated molecular downstream targets and pathways in urothelial versus squamous‐differentiated bladder cancer.

## 2 Materials and methods

### 2.1 Patient samples

Overall, our retrospective study cohort comprised *n* = 687 patient samples (archive of the Institute of Pathology and the RWTH centralized Biomaterial Bank (RWTH cBMB) or collected by the German Study Group of Bladder Cancer (DFBK e.V.)) diagnosed with squamous metaplasia (sq‐Meta; *n* = 107), squamous carcinoma *in situ* (sq‐Cis; *n* = 9), pure squamous cell carcinoma (SCC; *n* = 160), urothelial carcinoma (UC; *n* = 103), and urothelial carcinoma with squamous differentiation (MIX; *n* = 98). Normal urothelium of cystectomies (NU; *n* = 103) served as reference tissue. For comparing non‐muscle‐invasive bladder cancer (NMIBC) and its possible progression to muscle‐invasive bladder cancer (MIBC), a previously published, meticulously histologically characterized cohort of NMIBC (*n* = 107) with patients treated at the RWTH Aachen University and the LMU Munich University Hospitals between 2012 and 2018 was also included [23, 24]. Experiments were in accordance with the regulations of the centralized Biomaterial Bank (RWTH cBMB) and the Institutional Review Board (IRB)‐approved study and protocols of the Medical Faculty of RWTH Aachen University (EK 286/11, EK 206/09) as well as the Declaration of Helsinki. The experiments were undertaken with the understanding and written consent of each subject. Patients with sq‐Meta within the urethra or trigonum were excluded since metaplasia can occur physiologically and inflammation‐independent in these parts of the bladder [25]. Tissue microarrays (TMA) of patient samples (*n* = 396) were constructed with TMArrayer (Pathology Devices, Westminster, MD, USA) as described previously [26]. The characteristics of patient samples are summarized in Table S1 and for the NMIBC cohort in Table S2.

### 2.2 TCGA BLCA data set

Public BLCA data sets from the Cancer Genome Atlas (TCGA) [27] network including RNASeqV2 data (level 3) of tumor and normal tissue samples were sub‐classified as described by Robertson et al. [28] and Kamoun et al. [17]. RNASeqV2 data from BLCA tumor samples can be explored using the cBio Cancer Genomics Portal (http://cbioportal.org) [29, 30].

### 2.3 Cell lines and reagents

For *in vitro* studies, human bladder cell lines EJ28 (urothelial cell carcinoma; RRID:CVCL_5983), J82 (urothelial cell carcinoma; RRID:CVCL_0359), and SCaBER (squamous cell carcinoma; RRID:CVCL_3599) were used. J82 were originally obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). EJ28 were a gift from Dr Alexander Buchner (LMU München, Germany), and SCaBER was kindly provided by Prof Wolfgang Schulz (Düsseldorf University Hospital, Germany). EJ28 cells were cultured with RPMI 1640 medium, J82 and SCaBER cells in DMEM high glucose medium (Thermo Fisher Scientific, Waltham, MA, USA), both supplemented with 10% fetal bovine serum (Capricorn Scientific, Ebsdorfergrund, Germany) and LGPS (200 mm l‐glutamine, 50 U·mL^−1^ penicillin, 50 mg·L^−1^ streptomycin; Thermo Fisher Scientific), at 37 °C in 5% CO_2_. Test for potential mycoplasma infections was done on a regular basis. All cell lines have been authenticated based on single‐nucleotide polymorphism (SNP) typing within the last 3 years and were already available at the Institute of Pathology RWTH Aachen University.

### 2.4 Nucleic acid extraction

Prior to RNA extraction, tissue was manually micro‐dissected. RNA isolation of FFPE bladder tissues (*n* = 82) was performed using the Maxwell® 16 LEV RNA FFPE kit (Promega, Mannheim, Germany) and of cryo bladder tissues (*n* = 102) using Maxwell® 16 LEV simplyRNA Tissue Kit (Promega) according to the manufacture's protocols (ANP). cDNA synthesis was accomplished with the reverse transcription system (Promega Kit A3500), using 1 μg of total RNA.

### 2.5 Quantitative real‐time reverse transcription PCR

mRNA expression of *GRHL3* was quantified by real‐time qPCR (RT‐qPCR) on Thermal‐Cycler C1000 Touch (Bio‐Rad, Munich, Germany), using the iQ™ SYBR® Green Supermix (Bio‐Rad). Samples were measured in triplicate. Relative expression was quantified using the help of $2^{-\Delta \Delta C_{t}}$ method with *GAPDH* serving as reference gene. Primer sequences and PCR conditions are described in Table S3.

### 2.6 GRHL3 immunohistochemistry

Immunohistochemical staining of GRHL3 protein was performed with Dako EnVision FLEX system (K8000; Agilent Dako, Waldbronn, Germany) as previously described [31] with slight modifications: FFPE sections (4 μm) were dried overnight (37 °C). Dewaxing and heat‐induced antigen retrieval were performed in 10 mm citrate buffer (pH 6.0), using Dako PT Link, at 95 °C for 20 min. Endogenous peroxidase was blocked by incubation with EnVision FLEX peroxidase blocking reagent. The tissue sections were incubated at room temperature for 1 h with a primary rabbit monoclonal anti‐human GRHL3 antibody (1 : 1000, ab221058; Abcam, Cambridge, UK). The primary antibody binds a polymer strand including secondary antibody and a horseradish peroxidase (HRP) enzyme. Adding the HRP substrate diaminobenzidine (DAB) chromogen solution visualizes the binding of the primary antibody via oxidation of DAB.

GRHL3 protein expression was analyzed by applying the semi‐quantitative immunoreactive score (IRS) according to Remmele and Stegner [32].

### 2.7 Immunoblotting

Immunoblot analyses were performed according to previous publications [33, 34] and modified as follows: Incubation with primary monoclonal anti‐GRHL3 (1 : 200, TA810684; OriGene Technologies, Rockville, MD, USA) or anti‐Rho (1 : 1000, #8789, Cell Signaling Technology, Danvers, MA, USA) was performed for 2 h at room temperature and with primary monoclonal anti‐GAPDH (1 : 4000, 14C10; Cell Signaling Technology) for 1 h at 4 °C. For raw data of western blots, see Fig. S1.

### 2.8 Generating GRHL3 overexpressing single‐cell clones

For generating stable GRHL3 single‐cell clones, the cell lines EJ28 and SCaBER were transfected with the *GRHL3*‐pCMV6‐Entry vector or empty vector (OriGene Technologies). 72 h after transfection cells were separated by limiting dilutions, and individual cell clones were selected by incubation in geneticin (G418; EJ28: 1.00 mg·mL^−1^; SCaBER: 1.45 mg·mL^−1^; Thermo Fisher Scientific). Isolated single‐cell clones were verified according to GRHL3 overexpression by real‐time PCR and western blot analyses compared to mock control clones. RNA was isolated from adherent cells using Nucleospin RNA Plus Kit (ANP) (Macherey‐Nagel, Düren, Germany) according to manufacturer's conditions. A second *in vitro* model reflecting urothelial carcinoma was generated by overexpressing GRHL3 (*GRHL3*‐pCMV6‐Entry vector) or empty vector (OriGene Technologies) in invasive J82 cells as stable pools (G418: 0.75 mg·mL^−1^).

### 2.9 Cell growth assay

Cell count assays were used to determine cell growth. 2 × 10^4^ cells per well were seeded into six‐well plates, and living cell number was measured every 24 h for a total of 96 h at 37 °C in 5% CO_2_, using the CASY cell counter (OLS OMNI Life Science, Bremen, Germany).

### 2.10 XTT proliferation assay

Cell growth and proliferation rate of stable GRHL3 and mock clones were analyzed with the XTT cell proliferation kit II (Hoffmann‐La Roche, Basel, Switzerland) according to manufacturer's conditions. The proliferation rate was measured every 24 h for a total of 96 h with ELISA reader Infinite M200 (Bio‐Rad) at absorbance λ = 492 nm.

### 2.11 Colony formation assay

Colony formation was determined as previously described [35] with slight modifications: Cells were plated into six‐well plates (EJ28: 75 × 10^2^ cells per well; SCaBER: 1 × 10^3^ cells per well; J82: 1 × 10^3^ cells per well) in triplicate and cultured in growth medium with G418 for 10 days. After cultivation (37 °C, 5% CO_2_), the colonies were stained in 0.05% crystal violet solution (10% formaldehyde, 80% methanol). Colony formation ability was evaluated semi‐quantitatively using imagej software (National Institutes of Health; Bethesda, MD, USA).

### 2.12 Migration assays

Migration was analyzed by performing a wound healing and Boyden chamber assay. For wound healing, cells were treated with mitomycin C (2.5 μg·mL^−1^; Sigma‐Aldrich, St. Louis, MO, USA) to inhibit cell proliferation [36]. A wound (500 μm) was set with the help of a pipette tip. Cell‐free areas were documented every 8 h for a total of 96 h. Images were captured with an Axiovert 100 TV microscope (Carl Zeiss, Oberkochen, Germany) using cellsens dimension software 2.3 (Olympus, Tokyo, Japan), and the cell‐free areas were quantified with imagej software.

Boyden chamber assays were performed as previously described [37] with slight modifications using 24‐transwell plates with chamber inserts (6.5 mm; Costar, Corning, New York, NY, USA) including a polyethylene terephthalate (PET) membrane (pore size 8.0 μm). Cells were starved for 16 h in serum‐free medium and seeded into the upper chamber of the insert (15 × 10^4^ cells per chamber). Upon chemotactic stimulus with medium containing 10% fetal calf serum (FCS) in the lower chamber, migrated cells were stained in 0.05% crystal violet solution (10% formaldehyde, 80% methanol) and quantified with imagej software.

### 2.13 Cell–matrix adhesion assay

Cell–matrix adhesion was assessed on Matrigel (10 μg·m^−1^, Corning Matrigel Basement Membrane Matrix; Corning) coated plates as previously described [38].

### 2.14 Matrigel invasion assay

To assess cell invasion, 24‐transwell plates with chamber inserts (6.4 mm; Corning BioCoat Matrigel Invasion Chamber), including a PET membrane (pore size 8.0 μm), and coated with Matrigel were used. Cells were starved for 16 h with serum‐free medium, seeded into the upper chamber of the inserts (50 × 10^4^ cells per well), and incubated for 22 h (37 °C, 5% CO_2_). Due to the chemotactic stimulus of medium containing 10% FCS in the lower chamber, cells invade through the porous membrane. The invasion was measured after crystal violet staining (0.05%; 10% formaldehyde, 80% methanol) and quantified with imagej software.

### 2.15 Active RHO detection

Cells were cultured at a density of 1 × 10^5^ cells·cm^−2^ and allowed to attach overnight. After harvest with 1 mm PMSF, lysis buffer cells were pelleted (16 000 ***g***, 15 min, 4 °C). Protein concentrations of cell lysates prepared from supernatants were quantified using a Pierce™ BCA Protein Assay kit (23 225, Thermo Fisher Scientific). RHO kinase activation was measured by using Active RHO Detection Kit (#8820, Cell Signaling) according to the manufacturer's instructions. Provided spin cups were inserted into collection tubes and treated with 100 μL glutathione resin and 400 μg GST‐Rhotekin‐RBP. 500 μg total protein of cell lysis supernatants was added to treated spin cups. GTPγS and GDP were used to provide positive and negative controls appropriately. Reaction mixtures were incubated at 4 °C for 1 h with gentle rocking. After centrifugation (6000 ***g***, 30 s, RT) and three times washing with washing buffer proteins were eluted in 50 μL 2× SDS sample buffer (6000 ***g***, 2 min, RT). The eluted samples were heated for 5 min at 95 °C and were used for SDS electrophoresis.

### 2.16 Immunofluorescence staining

All solutions were prepared in cytoskeleton buffer (CB; EGTA 5 mm, glucose 5 mm, 2‐(*N*‐morpholino)ethanesulfonic acid 10 mm, MgCl_2_ streptomycin 1.72 mm, Sigma‐Aldrich). Samples were incubated with primary antibodies against desmoplakin (Progen, DP‐1), vinculin (Sigma, V9131), and tight junction protein ZO‐1 (ThermoFisher Scientific, 61‐7300). SCaBER and EJ28 cells were cultivated on fibronectin‐coated glass surfaces. For immunocytochemical treatment, cells were fixed with 3.7% paraformaldehyde for 20 min at room temperature (RT). After fixation, the samples were treated with a 30 mm Glycin solution for 10 min at RT, permeabilized with 1% Triton X‐100 for 10 min, and washed thrice with CB. The samples were treated with a blocking solution (0.1% BSA, 0.2% Triton X‐100, 0.05% Tween), containing 5% milk powder for 4 h before incubation with primary antibodies against Desmoplakin (Progen, DP‐1), Vinculin (Sigma, V9131), and ZO‐1 (ThermoFisher Scientific, 61‐7300) diluted 1 : 500 in blocking solution containing 1% milk powder overnight at 4 °C. Treatment with fluorescently coupled secondary antibodies and phalloidin (all ThermoFisher Scientific) was equivalent to primary antibody treatment for 45 min at RT. Samples were washed thrice with CB after each antibody treatment and finally stored in CB at 4 °C in darkness.

Sample treatment with fluorescently coupled secondary antibodies and phalloidin (all Invitrogen, Waltham, MA, USA) was equivalent to primary antibody treatment for 45 min at RT.

Samples were analyzed with the Airy scan detector of an LSM880 (Carl Zeiss) using the ‘Resolution vs. Sensitivity’ mode equipped with a Plan‐Apochromat 63×/1.4 Oil DIC M27 objective (Carl Zeiss). Raw Airy scan image data were processed with the zen black software (Carl Zeiss) in 2D mode. All images of vinculin were acquired focusing on the cell–glass interface, while ZO‐1 and desmoplakin were acquired focusing on the centered cell plane. For statistical analysis of focal adhesions, migrating EJ28 cells contacting less than two cells were imaged. EJ28 cells migrating into the scratch were imaged and analyzed.

### 2.17 Focal adhesion detection

To detect focal adhesions (FA), an in‐house developed python (version 3.8) program was used. In the first step, a cell mask was created to separate the cell from the background. Therefore, the actin and vinculin image channels were summed up into one image, and a threshold was calculated using Li's iterative minimum cross‐entropy method [39, 40, 41]. The threshold was multiplied by 0.7, and all pixels above this threshold were defined as cells. To remove artifacts, only the biggest label within this mask was considered further.

To generate the FA mask, the local z‐score [42] (51 × 51 pixel environment, z‐score threshold = 1) was calculated from the Gaussian smoothed (sigma = 1) vinculin channel. FAs were only considered within the previously created cell mask. Subsequently, FAs with a size of less than 150 pixels were rejected as well as FAs where the mean intensity of the FA was less than the mean intensity of its surrounding pixels.

### 2.18 Next‐generation sequencing and bioinformatic analyses

Total RNA was isolated from cells from different clones as described above. The quantity of RNA was analyzed with the NanoDrop 1000 (Thermo Scientific NanoDrop Technologies). RNA quality control was performed with the Eukaryote Total RNA Nano Series assay using the Agilent 2100 Bioanalyzer system (Agilent Technologies, Inc., Santa Clara, CA, USA). An RNA Integrity Number (RIN) of at least 8 verified the quality of the RNA. Illumina libraries were generated from 1 μg of total RNA using the NEBNext Ultra II Directional mRNA Library Prep Kit for Illumina as described by the manufacturer (New England Biolabs, Frankfurt am Main, Germany). The libraries were run on an Illumina NextSeq500 platform using the High Output v2.5 kit with 150 cycles (Illumina, San Diego, CA, USA). FASTQ files were generated using bcl2fastq (Illumina). Sequencing data were processed using the nf‐core/RNA‐seq pipeline 3.4 [43] with the minimal command. In brief, reads were trimmed by trim galore 0.6.7 [44] and aligned to the Gencode human genome (GRCh38) v28 using star 2.7.9a [45]. Quality assessment was done by PCA plots generated with VST (variance stabilizing transformation) and normalized for all genes but excluded for genes with count lower than 5 in all samples (see Fig. S2). Gene‐level assignment was done using featurecounts 1.6.457 [46]. Transcript‐level quantification was performed by salmon v1.5.2 [47]. The downstream analysis was done using custom scripts in r version 4.1.1. Differential expression analysis was done with custom script with deseq2 package v1.32.0 [48]. Genes with adjusted *P*‐value < 0.05 between the analyzed sample groups were identified as differentially expressed genes (DEG). The NGS data were deposited in the genomics data repository Gene Expression Omnibus (GEO accession: GSE241298). Genome‐wide gene expression profile data were applied in gene set analysis using r package piano_2.8.0 [49]. Curated gene sets for hallmark genes, pathways, and Gene Ontology (Biological Process, Cellular Component, and Molecular Function) in Human msigdb (v2023.1) were gene set collections used in this analysis. The top enriched gene sets were chosen by non‐adjusted *P*‐value with non‐directional option. String‐db [50] was used to visualize putative interaction networks of enriched pathways and biological processes.

### 2.19 Statistical analysis

Statistical analyses were performed using IBM spss 27.0.1.0 (SPSS, Chicago, IL, USA) and graphpad prism 9.0 (GraphPad, San Diego, CA, USA). For comparison of two groups, non‐parametric Mann–Whitney *U* tests were performed. More than two groups were compared with Kruskal–Wallis and Dunn's multiple comparison tests. Spearman correlation coefficients were determined between clinicopathological parameters and *GRHL3* mRNA and protein expression levels. Overall survival (OS) and relapse‐free survival (RFS) rates were analyzed with Kaplan–Meier curves and log‐rank tests. For all tests, two‐sided *P*‐values less than 5% were considered statistically significant.

## 3 Results

### 3.1 Subtype‐specific GRHL3 expression in different histopathological and molecular subtypes of human bladder cancer

*GRHL3* mRNA expression was studied in a cohort of patient samples (FFPE and fresh‐frozen; overall *n* = 184 samples) comprising normal NU (*n* = 37), squamous metaplasia (*n* = 40), squamous CIS (*n* = 4), pure SCC (*n* = 48), MIX (*n* = 23), and UC (*n* = 32) samples (Fig. 1A,B; for cohort characteristics, see Table S1). Interestingly, *GRHL3* expression differed between cancer subtypes: a significant downregulation was observed in sq‐BLCA. Loss of *GRHL3* mRNA expression was predominant in pure SCC (median fold change (FC) = 0.07; *P* < 0.001) and MIX (median FC = 0.06; *P* < 0.001) compared to the median expression of NU. Squamous precursor lesions of SCC, that is, Sq‐Meta (median FC = 0.66) and Sq‐Cis (median FC = 0.30), already tended to show reduced *GHRL3* mRNA expression. In contrast, urothelial carcinomas remained *GRHL3* mRNA expression (median FC = 0.82) when compared to NU.

**Fig. 1:**
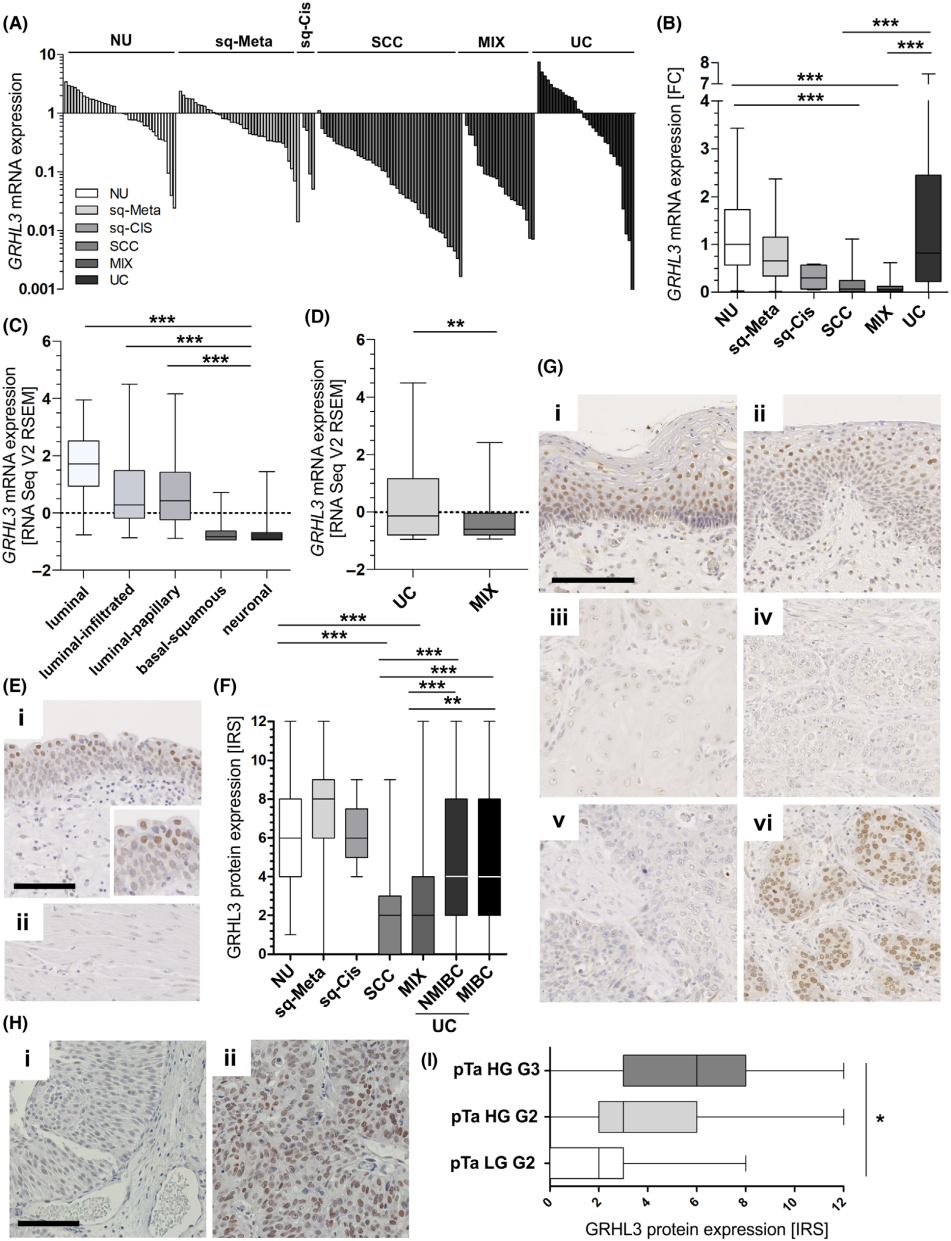
GRHL3 expression in molecular and histological subtypes of bladder cancer. (A, B) *GRHL3* mRNA expression in different histological subtypes of bladder cancer and squamous precursor lesions compared to normal urothelium (NU). (A) Overview of *GRHL3* mRNA expression of overall *n* = 184 samples comprising *n* = 37 NU, *n* = 40 sq‐Meta (squamous metaplasia), *n* = 4 sq‐Cis (squamous carcinoma *in situ*), *n* = 48 SCC (squamous cell carcinoma), *n* = 23 MIX (urothelial carcinoma with squamous differentiation), *n* = 32 UC (urothelial carcinoma). (B) Box plot confirms downregulation of squamous bladder cancers compared to NU and UC ***P < 0.001 (Kruskal–Wallis and Dunn's multiple comparison tests). (C, D) Independent bladder cancers data sets of the TCGA network. (C) *GRHL3* mRNA expression classified by molecular subtypes of human bladder cancer of TCGA. ***P < 0.001 (Kruskal–Wallis and Dunn's multiple comparison tests). (D) Histological subtyping of TCGA data confirmed low *GRHL3* mRNA expression in MIX (*n* = 32) compared to UC (*n* = 73). **P < 0.01 (Mann–Whitney *U* tests). (E–G) GRHL3 protein expression in different histological bladder cancer subtypes and precursor lesions determined by immunohistochemical staining. (E) Strong GRHL3 protein staining in normal urothelium (i) is shown. Highest GRHL3 expression levels were observed in the upper urothelial layer (IRS = 8). Muscle cells and soft tissue (ii) lacked GRHL3 expression and served as staining negative control. Scale bar: 10 μm. (F) Box plot illustrates GRHL3 protein expression for histological subtypes and precursor lesions by using IRS (immunoreactive score) verifying loss of GRHL3 staining in SCC/MIX compared to NU and urothelial NMIBC (non‐muscle‐invasive bladder cancer) and MIBC (muscle‐invasive bladder cancer). **P < 0.01, ***P < 0.001 (Kruskal–Wallis and Dunn's multiple comparison tests). (G) Representative images of immunohistochemically GRHL3 staining of abnormal/diseased tissues: (i) strong GRHL3 protein expression (squamous metaplasia (IRS = 9)), (ii) moderate GRHL3 immunoreactivity (squamous carcinoma in situ (IRS = 6)), (iii) low GRHL3 protein expression (squamous cell carcinoma (IRS = 3)), (iv) minimal protein expression of GRHL3 (squamous cell carcinoma (IRS = 1)), (v) low GRHL3 protein expression (mixed differentiated carcinoma (IRS = 2)), (vi) strong GRHL3 staining (urothelial carcinoma (IRS = 9)). Scale bar: 10 μm. (H) Representative images of immunohistochemically GRHL3 staining of urothelial NMIBC: (i) weak GRHL3 protein expression (pTa low‐grade tumor tissue (IRS = 2)), (ii) strong GRHL3 immunoreactivity (pTa high‐grade G3 tumor cells (IRS = 8)). Scale bar: 10 μm. (I) GRHL3 protein expression of urothelial NMIBC of pTa (papillary, non‐invasive) tumors showing association of loss of GRHL3 staining with histological tumor grade. *P < 0.05 (Kruskal–Wallis and Dunn's multiple comparison tests). For all illustrated box plots: Horizontal lines of box plots: grouped medians. Boxes: 25–75% quartiles. Vertical lines: range, maximum and minimum.

Subtype‐specific *GRHL3* mRNA expression was confirmed in an independent bladder cancer data set of The Cancer Genome Atlas (TCGA) (Fig. 1C,D). Histological classification of this cohort into UC (*n* = 270) and MIX (*n* = 46) showed significantly lower *GRHL3* expression in squamous cancers compared to UC (median FC = 0.22; *P* < 0.01; Fig. 1D). Molecular subtyping according to Kamoun et al. [17] confirmed significantly (*P* < 0.001) reduced *GRHL3* mRNA expression in squamous/basal tumors (*n* = 108) compared to luminal‐type bladder cancer including luminal (*n* = 23), luminal‐infiltrated (*n* = 58), and luminal‐papillary (*n* = 110) cancers (Fig. 1C). The neuronal subtype (*n* = 15) also presented significantly (*P* < 0.001) lower *GRHL3* expression levels compared to the luminal subtypes but did not differ from the squamous subtype (Fig. 1C).

GRHL3 expression was further validated on protein level for different histological subtypes. In total, *n* = 503 tissue samples comprising squamous metaplasia (sq‐Meta, *n* = 67), squamous Cis (sq‐Cis, *n* = 5), pure SCC (*n* = 112), UC (*n* = 178), MIX (*n* = 75), and NU (*n* = 66) were immunohistochemically analyzed for GRHL3 (Fig. 1E–G). GRHL3 protein was clearly present in nuclei of NU (median IRS = 7; Fig. 1E (i)). Tissues from sq‐Meta (median IRS = 8; Fig. 1G (i)) and sq‐Cis samples (median IRS = 6; Fig. 1G (ii)) did not show downregulation of GRHL3 protein expression (Fig. 1F). However, in SCC a significant (*P* < 0.001) loss of expression (median IRS = 2; Fig. 1G (iii)) was confirmed. Of note, 41% (42/103) of SCC tissues completely lacked GRHL3 protein expression in nuclei (IRS = 0), whereas 12% (12/103) were characterized by low GRHL3 protein staining (IRS = 3). As expected for a transcription factor, very low amounts of GRHL3 protein were regularly found in the cytoplasm of SCC (18/103). This loss of GRHL3 protein expression was also demonstrated for the MIX phenotype (median IRS = 2; *P* < 0.001; Fig. 1G (v)). In contrast, GRHL3 protein was abundantly (*P* < 0.001) expressed in UC (NMIBC and MIBC) with a median IRS of 4. 14% of UC samples showed increased nuclear GRHL3 protein expression (IRS = 9), and 7% of tissues revealed highest nuclear GRHL3 protein expression (IRS = 12; 13/178; Fig. 1G (vi)). Dividing UCs into NMIBC (*n* = 118) and MIBC (*n* = 60), no difference in nuclear GRHL3 expression between pT stages is representable (*P* = 0.799). However, in NMIBC an increase in nuclear GRHL3 expression is shown between pTa LG G2 (median IRS = 2), pTa HG G2 (median IRS = 3), and pTa HG G3 (median IRS = 6; *P* = 0.019; Fig. 1H,I).

### 3.2 Prognostic impact of GRHL3 expression associated with bladder cancer subtypes

Next, associations of GRHL3 RNA and protein expression with clinicopathological characteristics including tumor stage, histological grading, and nodal status were determined by applying the Fisher exact test in the context of subtype‐specific cohorts. We observed a significant association between increased *GRHL3* mRNA expression and a higher tumor stage in urothelial but not in squamous bladder cancers (Tables S4 and S5). No significant association was shown for GRHL3 protein expression in UC samples to any of the analyzed clinicopathological parameters (Table S6). In turn, for sq‐BLCA we revealed a strong inverse correlation between GRHL3 expression and tumor stage (*P* = 0.036, *r* = −0.258; Table 1). Pretreatment with neoadjuvant chemotherapy (NAC) showed no association with GRHL3 expression (Table 1 and Tables S4–S6). Correlating clinicopathological parameters and nuclear GRHL3 protein expression in NMIBC, a strong positive association with grading (*P* = 0.008, *r* = 0.268) and gender (*P* = 0.004, *r* = 0.320) was found (Table S7). This correlation of grading and nuclear and cytoplasmic GRHL3 protein expression was proven over all UCs (NMIBC and MIBC; HG/LG: *P* = 0.021, *r* = 0.238; Table S8).

**Table 1:** Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Significant *P*‐values are marked in boldface.

	GRHL3 expression IRS^a^				
	*n* ^b^	Low	High	*p*‐value^c^	Spearman *r*
Parameter					
Gender					
Female	45	14	31	0.254	−0.115
Male	21	9	12		
Tumor stage^d^					
pT1‐pT2	34	9	25	**0.036**	−0.285
pT3‐pT4	20	11	9		
Grading^d^					
G2	27	6	11	0.586	−0.012
G3	41	15	26		
pN status^d^					
pN negative	15	8	7	0.477	−0.122
pN positive	6	4	2		
NAC^e^					
No	30	14	16	0.244	0.271
Yes	3	0	3		

^a^ Dichotomized at 25% quartile.

^b^ Only patients with primary bladder cancer were included.

^c^ Fisher's exact test.

^d^ According to WHO 2004 classification.

^e^ Neoadjuvant chemotherapy (NAC).

Additionally, we used TCGA data sets to determine patient outcome by calculating univariate Kaplan–Meier survival curves to classify into histological and molecular subtypes. Since *GRHL3* is weakly expressed in basal/squamous (BASQ) tumors, we dichotomized expression levels into low and moderate to strong *GRHL3* expression by considering the lower 25% quartile to define the cut‐off. Based on that, relapse‐free survival (RFS) rate of patients diagnosed with BASQ UC tended to a slight longer RFS in the setting of increased *GRHL3* expression (Fig. 2) but without significance. Significance was also missed for luminal UC; however, none of the luminal bladder tumors characterized by low *GRHL3* mRNA expression presented an event. Classifying this data set by histological parameters, we demonstrated for patients with sq‐BLCA that RFS was significantly (*P* = 0.007) longer with medium to strong *GRHL3* expression (mean RFS: 2191.4 days ±568.8, 95% CI 1076.6–3306.3) compared to tumors with low *GRHL3* expression (mean RFS: 368.9 days ±70.8, 95% CI 230.1–507.7) (*n* = 28; Fig. 2).

**Fig. 2:**
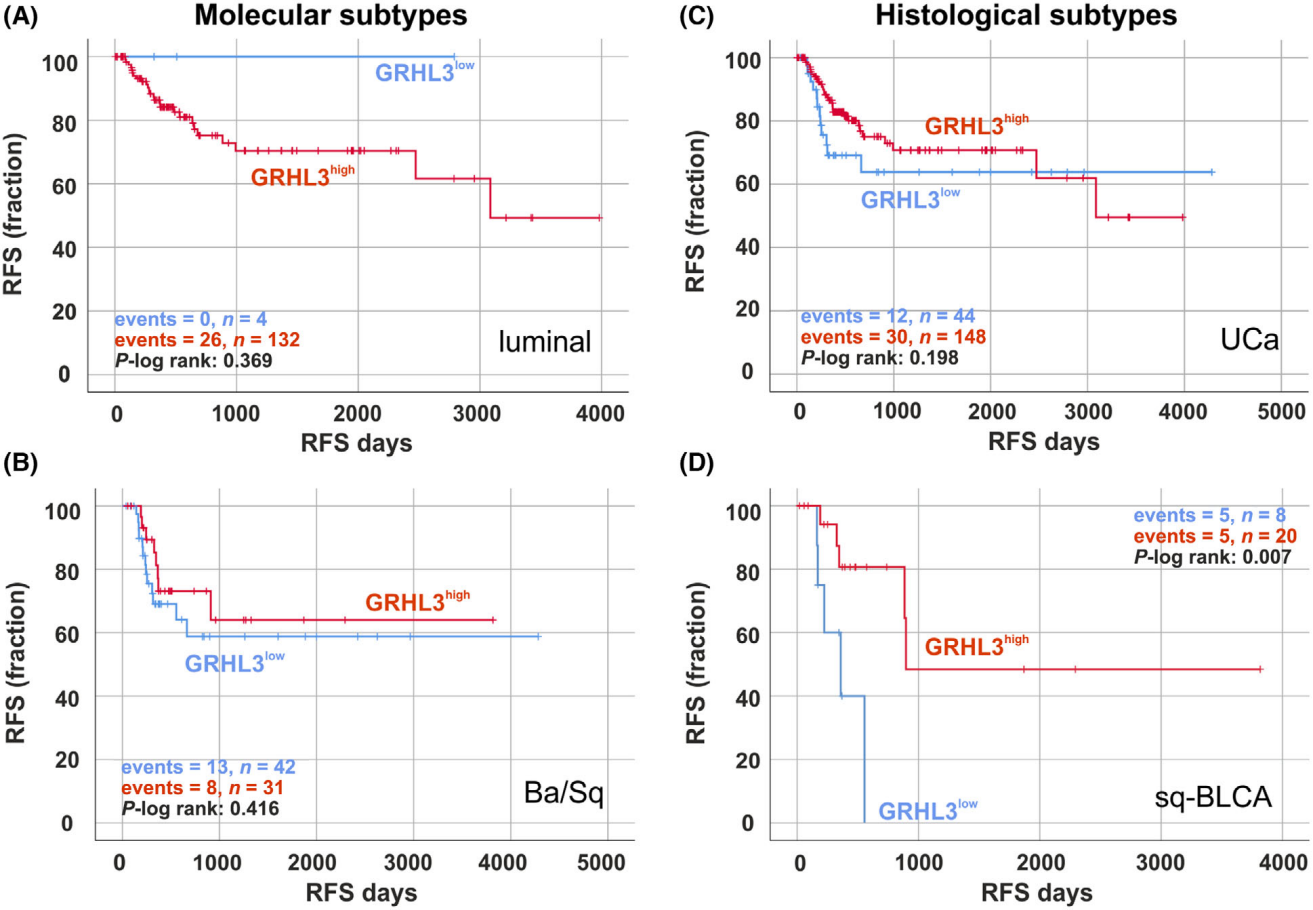
*GRHL3* mRNA expression predicts longer RFS in bladder cancer. (A–D) Kaplan–Meier survival curves illustrate relapse‐free survival (RFS) of bladder cancer patients with high GRHL3 mRNA expression (red curve) compared to low GRHL3 mRNA expression (blue curve) classified by molecular subtypes, that is, luminal type (A), basal/squamous‐like (Ba/Sq) (B), and histological subtypes, that is, urothelial carcinomas (UCa) (C), and squamous bladder cancer (Sq‐BLCA) (D) based on TCGA BLCA data sets.

### 3.3 GRHL3 mediates subtype‐specific growth of bladder cancer cells and colony forming

Since a reverse GRHL3 expression was revealed for squamous and urothelial bladder cancers, we aimed to analyze the functional role of GRHL3 in different bladder cancer subtypes *in vitro*. We stably overexpressed GRHL3 in urothelial EJ28 and the basal/squamous SCaBER cell lines and extended with a second model for invasive urothelial carcinomas by overexpressing GRHL3 in urothelial stable J82 pools. Overexpression of GRHL3 in EJ28 cells verified by RT‐qPCR and western blot analyses (Fig. 3A) caused a significantly (*P* < 0.001) increased cell growth for 96 h when compared to mock controls (median growth: +32%) (Fig. 3B,C). These findings were confirmed by independent XTT assays demonstrating increased cell proliferation of GRHL3 overexpressing clones (median cell growth: +26.2%, *P* < 0.05) compared to controls (Fig. 3D). In turn, GRHL3 overexpression (Fig. 3E) caused impaired cell growth (median growth: −52.6%, *P* < 0.001) in SCaBER‐derived clones compared to mock controls (Fig. 3F,G). Blocked cell growth by GRHL3 was confirmed by XTT assays (median growth: −9.6%, *P* < 0.05; Fig. 3H).

**Fig. 3:**
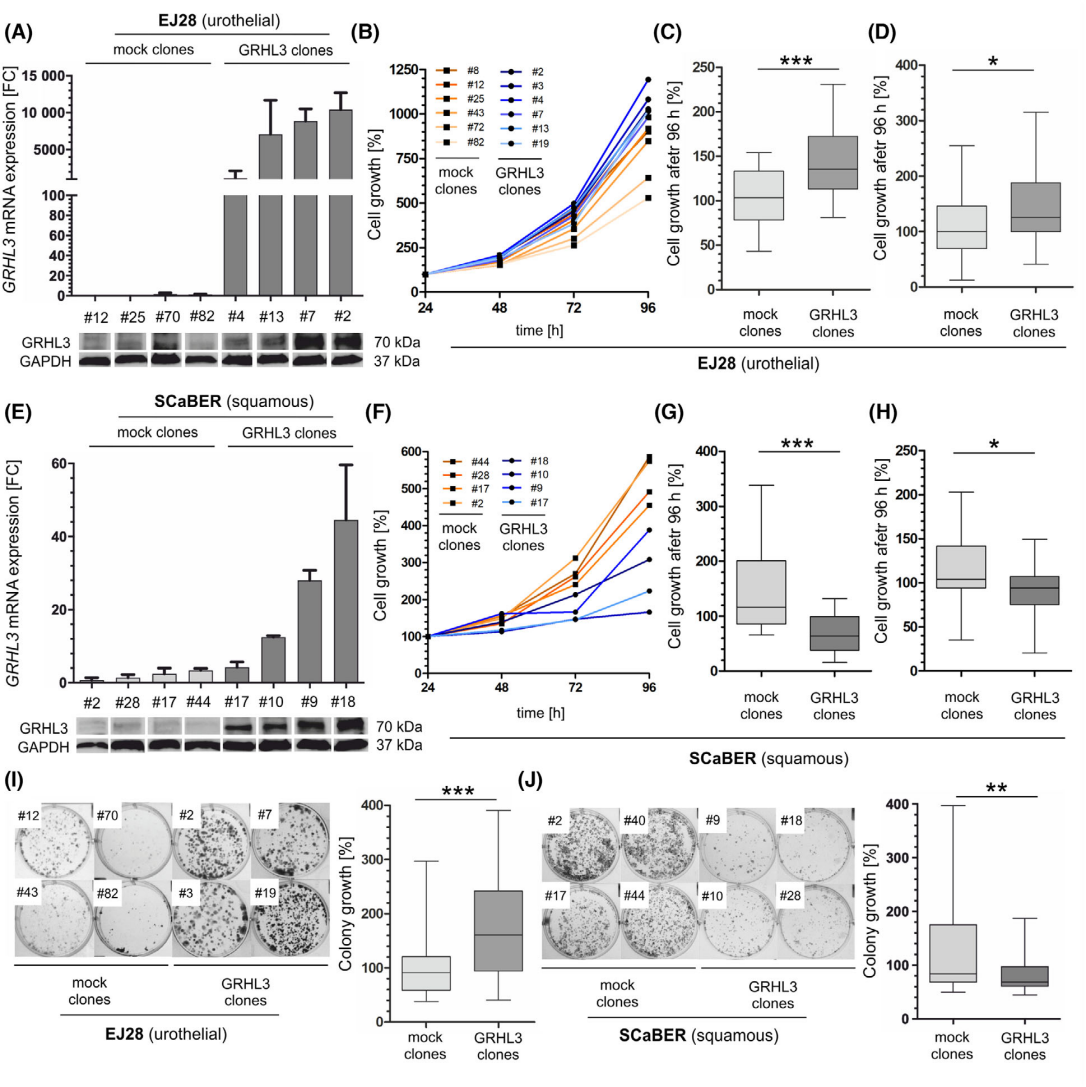
GRHL3 overexpression affects tumor cell growth and colony formation depending on different bladder cancer cell lines. (A) GRHL3 overexpression of EJ28 cell line. Top: Relative GRHL3 mRNA expression based on real‐time PCR comparing mock clones and stable GRHL3 clones. Vertical lines: +SEM. Bottom: Immunoblotting confirms GRHL3 (70 kDa) protein expression in stable GRHL3 clones as compared to mock clones. GAPDH expression served as loading control (37 kDa). (B) Cell count assay (*n* = 4 independent experiments). EJ28 GRHL3 clones (*n* = 6) show markedly increased cell growth in comparison to EJ28 mock clones (*n* = 6). (C) Box plot analyses of cell growth (*n* = 4 independent experiments) after 96 h comparing EJ28 mock clones (*n* = 6) and EJ28 GRHL3 clones (*n* = 6). ***P < 0.001 (Mann–Whitney *U* tests). (D) XTT proliferation assay (*n* = 5 independent experiments). Box plot analyses of cell proliferation after 96 h prove significantly increased proliferation rates in EJ28 GRHL3 clones (*n* = 6) compared with EJ28 mock clones (*n* = 6). *P < 0.05 (Mann–Whitney *U* tests). (E) GRHL3 overexpression of SCaBER cell line. Top: Relative GRHL3 mRNA expression based on real‐time PCR comparing mock clones and stable GRHL3 clones. Vertical lines: +SEM. Bottom: Immunoblotting confirms GRHL3 (70 kDa) protein expression in stable GRHL3 clones as compared to mock clones. GAPDH expression served as loading control (37 kDa). (F) Cell count assay (*n* = 4 independent experiments). SCaBER GRHL3 clones (*n* = 4) show markedly decreased cell growth compared to SCaBER mock clones (*n* = 4). (G) Box plot analyses of relative cell numbers (*n* = 4 independent experiments) after 96 h reveal significantly reduced cell growth of SCaBER GRHL3 clones (*n* = 4) compared to SCaBER mock clones (*n* = 4). ***P < 0.001 (Mann–Whitney *U* tests). (H) XTT proliferation assay (*n* = 5 independent experiments). Box plot analyses demonstrate significantly decreased cell proliferation after 96 h comparing SCaBER GRHL3 clones (*n* = 4) with SCaBER mock clones (*n* = 5). *P < 0.05 (Mann–Whitney *U* tests). (I) Colony formation assay (*n* = 5 independent experiments). Left: Representative colony formation assay of EJ28 mock clones (#12, #43, #70, #82) and GRHL3 clones (#2, #3, #7, #19). Right: Box plot analyses of colony formation of EJ28 GRHL3 clones (*n* = 6) compared to mock clones (*n* = 6). ***P < 0.001 (Mann–Whitney *U* tests). (J) Colony formation assay (*n* = 4 independent experiments). Left: Representative colony formation assay of SCaBER mock clones (#2, #17, #40, #44) and GRHL3 clones (#9, #10, #18, #28). Right: Box plot analyses of colony formation of SCaBER GRHL3 clones (*n* = 4) compared to mock clones (*n* = 4). **P < 0.01 (Mann–Whitney *U* tests). For all illustrated box plots: Horizontal lines: grouped medians. Boxes: 25–75% quartiles. Vertical lines: range, maximum and minimum.

In addition, we revealed a markedly increased colony formation of urothelial EJ28 cells when overexpressing GRHL3 (median colony growth: +71.6%, *P* < 0.001) (Fig. 3I). Distinctly increased colony formation was likewise shown in urothelial J82 cells overexpressing GRHL3 (median colony growth: +26.8%, *P* < 0.001) (Fig. S3). In SCaBER, GRHL3 overexpression led to decreased colony formation as compared to mock clones (Fig. 3J). The densitometric analysis of relative colony growth confirmed a significant (*P* < 0.01) colony growth inhibition of up to 69%.

### 3.4 GRHL3 affects motility and invasion of bladder cancer cells depending on the cancer subtype

Performing a wound healing assay for both models, we further demonstrated an effect on cell motility of GRHL3 SCaBER clones compared to mock controls (Fig. 4A): The wound size at 24 h of SCaBER GRHL3 clones closed 45% in mean of the original scratch size, while mock clones were already able to repopulate 71% of the wounded area (*P* < 0.05; Fig. 4B,C). For EJ28 cells, we did not observe any significant impact of GRHL3 on wound closure (data not shown). However, based on transwell assays allowing a specific documentation of cell migration without any unspecific cell growth effects, an increased migration capacity of GRHL3 overexpressing EJ28 clones was shown compared to mock controls (median cell motility: +196%, *P* < 0.01; Fig. 4D). Contrary to that, GRHL3 overexpression in SCaBER cells was characterized by reduced motility (median cell motility: −52%, *P* < 0.05) as compared to controls (Fig. 4E) confirming the wound healing data.

**Fig. 4:**
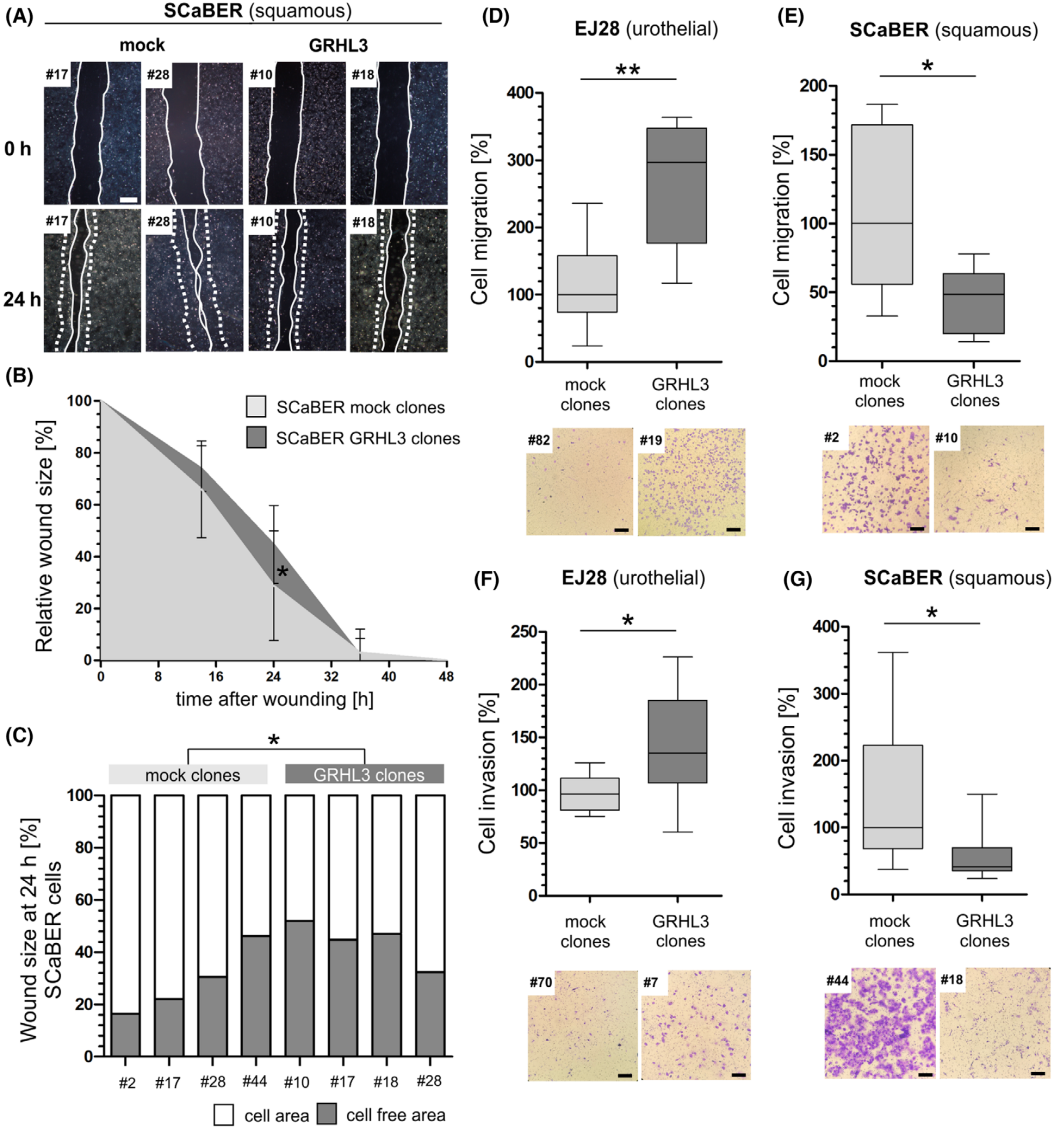
GRHL3 overexpression alters cell migration and invasion depending on the subtype of bladder cancer cell lines. (A–C) Wound healing assay (*n* = 3 independent experiments). (A) Representative pictures of the scratch at 24 h comparing SCaBER mock clones (#28, #17) with SCaBER GRHL3 clones (#10, #18). Dotted lines: Original wound size, solid lines: effective wound size *t* = 24 h. (B) SCaBER GRHL3 clones (*n* = 4) display suppressed cell migration ability comparing the relative wound size with SCaBER mock clones (*n* = 4) over 48 h. *P < 0.05 (Kruskal–Wallis and Dunn's multiple comparison tests). Vertical lines: standard deviation (SD). (C) Detailed analyses of relative wound size at 24 h comparing individual SCaBER mock and GRHL3 clones confirming a significantly increased wound size of SCaBER GRHL3 clones. *P < 0.05 (Kruskal–Wallis and Dunn's multiple comparison tests). (D, E) Boyden chamber migration assay (*n* = 4 independent experiments). (D) Box plot analysis of migration assays represents the increased capacity of cell migration of EJ28 GRHL3 clones (*n* = 2) as compared to EJ28 mock clones (*n* = 2). **P < 0.01 (Mann–Whitney *U* tests). (E) Box plot analyses of SCaBER cell migration potential reveal significantly lower motility of SCaBER stable GRHL3 clones (*n* = 2) in comparison to SCaBER mock clones (*n* = 2). *P < 0.05 (Mann–Whitney *U* tests). Bottom: Representative pictures of Boyden chamber assay for EJ28 and SCaBER clones (Scale bar: 200 μm). (F, G) Invasion assay (*n* = 4 independent experiments). (F) Box plot analyses of the capacity of cell invasion show a significantly higher number of invasive cells of EJ28 GRHL3 clones (*n* = 3) compared to EJ28 mock clones (*n* = 3). *P < 0.05 (Mann–Whitney *U* tests). (G) Box plot analyses of invasion assays showed significantly reduced invasion of SCaBER stable GRHL3 clones (*n* = 3) compared with SCaBER mock clones (*n* = 3). *P < 0.05 (Mann–Whitney *U* tests). Bottom: Pictures of invaded cells representatively illustrated for SCaBER and EJ28 clones (Scale bar: 200 μm). For all illustrated box plots: Horizontal lines: grouped medians. Boxes: 25–75% quartiles. Vertical lines: range, maximum and minimum.

Finally, we analyzed the impact of GRHL3 overexpressing cells to invade through a simulated basal membrane using Matrigel‐coated transwell assays. In EJ28, GRHL3 expression fostered the invasion potential (median invading cells: +39%; Fig. 4F), while causing a lower ability of cell invasion (median invading cells: −59%) in SCaBER cells compared to mock clones (Fig. 4G).

### 3.5 GRHL3 modulates cell–matrix interactions and RHO activity

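GRHL3 RNA was counted in every clone that was sequenced. In EJ28, a urothelial bladder carcinoma cell line, mock clones 43, 70 and 82 held 1, 1 and 97 counts of GRHL3, and GRHL3-expressing clones 2 and 3 held 677 and 2021 counts. In SCaBER, a cell line of squamous bladder carcinoma, mock clones 17, 28 and 44 held 40, 9 and 11 counts, and GRHL3-expressing clones 10, 18 and 28 held 226, 1600 and 3359 counts. The pooled ratio of GRHL3-expressing over mock clones, relative to total counts, was 35.7 in EJ28 (95% interval 29.2 to 44.1) and 74.4 in SCaBER (95% interval 57.7 to 97.6), with intervals that cover counting error only. The log2 fold change was 5.17 (SE 0.92) in EJ28 and 6.32 (SE 1.16) in SCaBER, and every GRHL3-expressing clone lay above every mock clone of its line. Over all genes the adjusted p of GRHL3 was 0.442 in EJ28 and 0.926 in SCaBER from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.351 and 2.25e-07 from DESeq2. Without EJ28 mock clone 82 the log2 fold change in EJ28 was 10. GRHL3 (ENSG00000158055.15) encodes a Grainyhead-like transcription factor and lies on chromosome 1 of GRCh38 from 24199558 to 24364482, on the plus strand.

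Messenger RNA of 11 clones was sequenced, 2 GRHL3-expressing and 3 mock clones of EJ28 and 3 of each kind of SCaBER. The paper describes directional mRNA libraries, reads trimmed with Trim Galore and aligned with STAR to GRCh38, reads assigned to genes with featureCounts and transcripts quantified with Salmon. The deposited values are estimated counts per gene that need not be whole, as Salmon gives, and were rounded to whole numbers here. The totals were 15892673 and 17254484 in the GRHL3-expressing EJ28 clones and 13350533 to 15595305 in the EJ28 mock clones (median 14531589). They were 13170116 to 17648117 in the GRHL3-expressing SCaBER clones (median 14823221) and 10926675 to 17102509 in the SCaBER mock clones (median 11241832). Genes were tested within each line with TMM scaling after a minimum count of 10 (filterByExpr), and mean levels are given as counts scaled to library size (CPM) with the same TMM factors. Of the 55522 genes in the table, 27198 had a total of 0. EEF1A1, which encodes an elongation factor of translation, had 615 counts over all 11 libraries, and FTL and JUN are not in the table used here. Among genes with a single annotated transcript, 97.8% were in the table where the transcript identifier carries version 1 (445 of 455) and 27.2% where it carries a later version (626 of 2299). Of the transcripts annotated for GRHL3, 5 carry version 1 and 7 a later version.

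The library labelled SCaBER mock clone 28 stood apart from the other SCaBER libraries. Its Pearson correlation across genes was 0.937 to 0.955 with the EJ28 libraries and 0.756 to 0.800 with the other SCaBER libraries, which correlated at 0.935 to 0.970 with each other. KRT5, a keratin of basal keratinocytes, had 17 counts in it and a mean of 2201 in the other SCaBER libraries, and GRHL2, the paralog of GRHL3, had 66 counts against a mean of 5734. All libraries were kept under their labels, and the numbers of genes and gene lists called in SCaBER and several log2 fold changes are also given without this library.

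**Figure D1:**
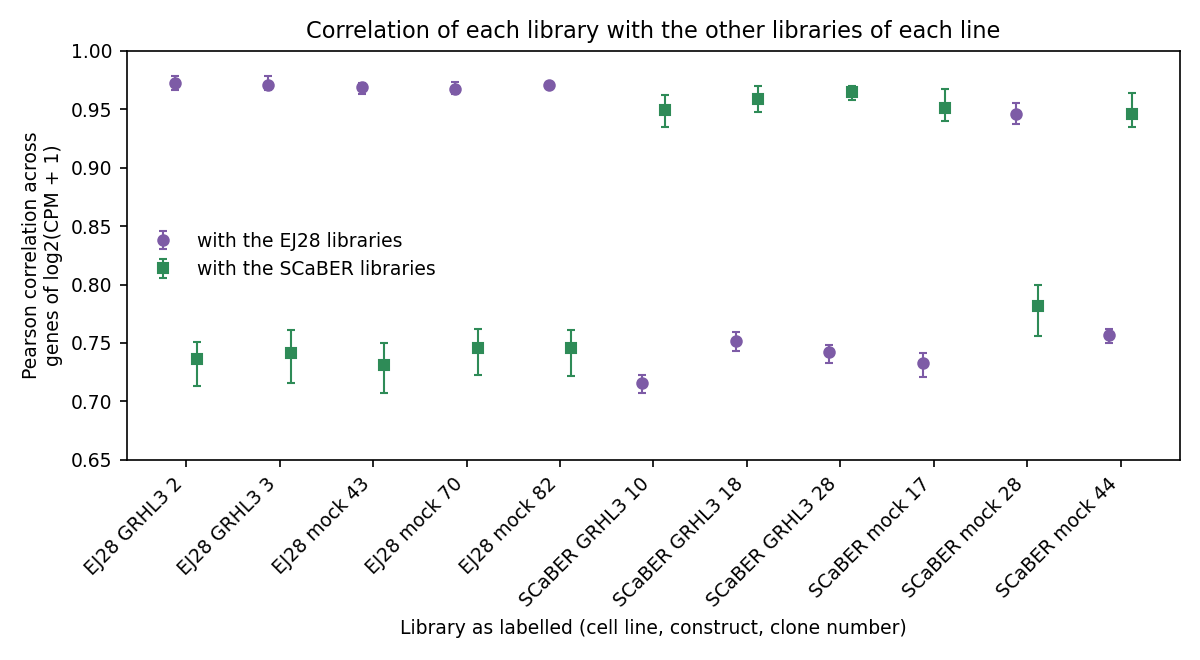
Mean Pearson correlation, across genes of log2(CPM + 1), of each of the 11 libraries with the EJ28 libraries (circles) and with the SCaBER libraries (squares), leaving out the library itself and the library labelled SCaBER mock clone 28 as references, with bars from the lowest to the highest correlation. The library labelled SCaBER mock clone 28 has a mean of 0.946 with the EJ28 libraries and 0.782 with the SCaBER libraries.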

Next, transcriptomic analyses of independent GRHL3 overexpressing SCaBER (*n* = 3) and EJ28 (*n* = 2) clones compared to corresponding independent mock clones (for each model *n* = 3) were performed. Gene set enrichment analysis was used to gain insights into GRHL3‐affected hallmarks, pathways, and gene ontology (GO), that is, biological processes (BP), cellular compartments (CC), and molecular functions (MF) in context of used cell lines. Top 15 enrichment results for each category and cell lines are listed in Table S9. Overall, we observed enrichment of genes associated with epithelial‐to‐mesenchymal transition (EMT) (hallmarks), integrin complexation (CC), collagen receptor activity (MF), and integrin‐mediated cell adhesion (BP). 

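In EJ28, TNC, which encodes the matrix glycoprotein tenascin C, had a mean of 121 ± 49.8 CPM (SD, n = 2 clones) in GRHL3-expressing clones and 13.4 ± 14.6 CPM (SD, n = 3) in mock clones. FBLN1, which encodes the matrix protein fibulin 1, had 3340 ± 4.48 CPM (SD, n = 2) against 1760 ± 466 CPM (SD, n = 3). The integrin subunit gene ITGB5 had a log2 fold change of 0.53 (SE 0.13), and VEGFA, a gene of angiogenesis, had −1.06 (SE 0.27). Of 107 EMT genes tested in EJ28, 8 were higher and 5 lower at an unadjusted p under 0.05. None passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes or adjusted over the list alone, while DESeq2 called FBLN1, ITGB5 and SPP1 higher and NNMT and VEGFA lower. The median log2 fold change of the EMT list was 0.01 and its mean was −0.22. Its adjusted p was 0.637 from camera, which compares a list with all other genes in one direction, and 0.0374 from camera without regard to direction, a call that ended without GRHL3-expressing clone 2 (0.236). The corresponding values for 16 integrin subunits were a median of −0.49 with adjusted p = 0.86, and 0.00143 without regard to direction, with 2 subunits higher and 4 lower at an unadjusted p under 0.05 and none adjusted over the list alone. The call of the subunits without regard to direction ended without GRHL3-expressing clone 2 or 3 or mock clone 82 (adjusted p = 0.0771, 0.0848 and 0.252). By the mixed test of fry, which asks whether genes of a list change in either direction, the adjusted p was 0.127 for EMT genes and 0.222 for integrin subunits. Medians were −0.18 for 10 collagen receptors (camera, adjusted p = 0.277), −0.14 for 47 genes of focal adhesions (0.284) and 0.10 for 32 genes of the extracellular matrix and collagens (0.277). No gene of these 3 lists passed in edgeR, with 1 collagen receptor higher and 3 lower, 3 focal adhesion genes lower, and 5 matrix genes higher and 2 lower at an unadjusted p under 0.05. DESeq2 called the collagen receptor gene OSCAR lower and FBLN1, NPNT and SPP1 higher among these. Without EJ28 mock clone 43 the integrin subunits had an adjusted p of 0.00414 and the collagen receptors 0.000817 (medians −0.21 and −0.26), and without mock clone 82 the median of the integrin subunits was 0.26 and the EMT genes had 0.0246 and the matrix genes 0.00677 (medians 0.09 and 0.13). The matrix genes also passed without GRHL3-expressing clone 3 (median 0.22, adjusted p = 0.016).

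In SCaBER, LOXL2, which encodes a lysyl oxidase that crosslinks collagen, had 6 ± 2.43 CPM (SD, n = 3) in GRHL3-expressing clones and 19.6 ± 4.25 CPM (SD, n = 3) in mock clones. TGM2, which encodes transglutaminase 2, had a log2 fold change of −1.96 (SE 0.49), or −1.37 without the library labelled SCaBER mock clone 28, and TPM2, a tropomyosin gene, had −1.51 (SE 0.45). LPP, whose product localizes to focal adhesions, had 4.87 (SE 0.99), and ACTN1, which encodes alpha-actinin 1, had −0.82 (SE 0.31). Among 112 EMT genes tested, 2 were higher and 12 lower at an unadjusted p under 0.05, none passed in edgeR over all genes or over the list alone, and DESeq2 called none. The median of the EMT list was −0.18 (camera, adjusted p = 0.163). Medians were −0.42 for 13 integrin subunits (0.745, and a median of 0.14 without mock clone 17), −0.28 for 6 collagen receptors (0.721), −0.14 for 49 focal adhesion genes (0.453) and −0.10 for 31 matrix genes (0.637). No integrin subunit or collagen receptor reached an unadjusted p under 0.05, and 1 focal adhesion gene was higher and 2 lower and 1 matrix gene higher and 3 lower at that level. None of these passed in edgeR, and DESeq2 called LPP higher. With the library labelled SCaBER mock clone 28 left out, the EMT list had a median of −0.19 and an adjusted p of 0.00624 (adjusted p = 0.80 with an estimated correlation), and the focal adhesion list −0.13 and 0.0249 (adjusted p = 0.442 with an estimated correlation). The EMT list also passed without GRHL3-expressing clone 18 (median −0.31, adjusted p = 0.038) and without mock clone 44 (median −0.37, adjusted p = 0.0329).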

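MYPN, which encodes the actin-associated sarcomere protein myopalladin, had 4.5 ± 0.0857 CPM (SD, n = 3 clones) in GRHL3-expressing SCaBER clones and 93.8 ± 95.4 CPM (SD, n = 3) in SCaBER mock clones, a log2 fold change of −4.38 (SE 0.77). The library labelled SCaBER mock clone 28 held 2497 of its mock counts, and the other mock clones 667 and 353. ACTG1, which encodes cytoplasmic gamma-actin, had 48.2 ± 6.4 CPM (SD, n = 3) against 108 ± 37.6 CPM (SD, n = 3). GSN, which encodes the actin-severing protein gelsolin, had a log2 fold change of 1.75 (SE 0.51). Of 70 genes of the actin cytoskeleton tested in SCaBER, 2 were higher and 5 lower at an unadjusted p under 0.05, none passed edgeR's quasi-likelihood test over all genes or adjusted over the list alone, and DESeq2 called MYPN. The list was lower as a group, with a median log2 fold change of −0.20 (camera, adjusted p = 0.0222, and adjusted p = 0.506 with an estimated correlation). Genes of nonmuscle myosin heavy chains were MYH9, with −1.61 (SE 0.59), and MYH10, with −1.07 (SE 0.45), and without the library labelled SCaBER mock clone 28 they had −1.23 and −0.47. Over 27 myosin genes the median was −0.11 and the mean 0.08 (camera, adjusted p = 0.775), with 1 gene higher and 2 lower at an unadjusted p under 0.05 and none called by edgeR or DESeq2. Without the library labelled SCaBER mock clone 28 the median of the actin cytoskeleton was −0.15, with an adjusted p of 0.000412 (adjusted p = 0.442 with an estimated correlation), and DESeq2 called ACTG1 (log2 fold change −1.37, adjusted p = 0.00543) and MYPN lower, MYPN also by edgeR. Leaving out GRHL3-expressing clone 10 or 18 or mock clone 17 or 44 ended the call of the actin list (adjusted p from 0.0543 to 0.18, medians from −0.20 to −0.11), as did keeping all genes with 5 counts in 1 library (0.0551).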

There were also cell line‐specific enrichments: In SCaBER, we observed enrichment of sets of genes involved in actin cytoskeleton and the myosin complex (MF and CC). Heatmaps and associated interaction networks for integrin‐mediated cell adhesion in EJ28 and actin cytoskeleton in SCaBER are visualized in Fig. S4. 

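Among the integrin adhesion genes drawn for EJ28 in Fig. S4A, LYN, which encodes a SRC family kinase, had a log2 fold change of −1.30 (SE 0.22, adjusted p = 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2.1e-05 from DESeq2), and both GRHL3-expressing clones lay below the 3 mock clones. NPNT, which encodes the integrin ligand nephronectin, had 1.44 (SE 0.41, adjusted p = 0.627 from the same edgeR test, 0.0483 from DESeq2). The integrin subunit gene ITGA10 had 0.609 ± 0.0501 CPM (SD, n = 2 clones) in GRHL3-expressing clones and 11.7 ± 10.4 CPM (SD, n = 3) in mock clones. ITGA7 had 0.093 ± 0.0487 CPM (SD, n = 2) against 1.14 ± 0.947 CPM (SD, n = 3), and ITGB2 had 0.0586 ± 0.0828 CPM (SD, n = 2) against 1.4 ± 1.23 CPM (SD, n = 3). These were low counts, 2 and 1 in GRHL3-expressing clones against 11, 6 and 34 in mock clones for ITGA7, and 0 and 2 against 3, 19 and 41 for ITGB2. ITGA5 had a log2 fold change of −1.02 (SE 0.49) and ITGB3 −1.51 (0.12 without mock clone 82), with unadjusted p of 0.08 and 0.229, and ITGB6 was below the count filter in EJ28.

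Among the actin genes drawn for SCaBER in Fig. S4C, CGN, which encodes the tight junction protein cingulin, had a log2 fold change of 2.80 (SE 0.71), and the exchange factor genes ARHGEF10L and ARHGEF16 had 1.54 (SE 0.54) and 1.32 (SE 0.47). Unadjusted p were 0.00516, 0.0247 and 0.026. NME1, a nucleoside diphosphate kinase gene, had −1.38 and ABR had −3.12, with unadjusted p of 0.0371 and 0.0478. APC2 (−2.52), FMNL3 (−1.69), ARHGAP40 (2.04) and DNMBP (1.79) had unadjusted p of 0.0594, 0.0994, 0.0811 and 0.0589. None of these genes passed edgeR's adjustment over all genes or was called by DESeq2, and ARHGEF26, PLEKHG4B, FHL1 and RHOJ were below the count filter. Leaving out the library labelled SCaBER mock clone 28 gave log2 fold changes of −0.93 for NME1, −0.10 for ABR, −0.56 for APC2, 0.00 for FMNL3, 1.16 for ARHGEF10L, 2.82 for CGN and 1.68 for ARHGEF16.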

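RUNX2, a transcription factor gene of bone formation, had 1.32 ± 0.871 CPM (SD, n = 2 clones) in GRHL3-expressing EJ28 clones and 11.9 ± 2.89 CPM (SD, n = 3) in EJ28 mock clones, a log2 fold change of −3.15 (SE 0.47). RXRA, which encodes a retinoid X receptor, had 0.42 ± 0.234 CPM (SD, n = 2) against 4.17 ± 2.02 CPM (SD, n = 3). MEF2D had a log2 fold change of −0.64 (SE 0.14) and the AP-1 gene FOSL2 −1.82 (SE 0.45). Of 95 regulators of transcription by RNA polymerase II tested in EJ28, 5 were higher and 16 lower at an unadjusted p under 0.05. edgeR's quasi-likelihood test called none over all genes and 1 lower adjusted over the list alone, and DESeq2 called ATF3, DDIT3, MEF2D, RUNX2, RXRA and TGIF1 lower. The list was lower as a group, with a median log2 fold change of −0.16 (camera, adjusted p = 0.00325, and adjusted p = 0.506 with an estimated correlation). CDK8, a kinase gene of the Mediator complex, had −1.43 (SE 0.38). Over 58 genes of Mediator and the general transcription factors the median was −0.13 (camera, adjusted p = 0.257), with 1 higher and 3 lower at an unadjusted p under 0.05 and none called by edgeR or DESeq2. RNF20, which encodes a ubiquitin ligase of histone H2B, had 0.513 ± 0.185 CPM (SD, n = 2) against 3.78 ± 0.853 CPM (SD, n = 3), and POGZ, a zinc finger gene, had a log2 fold change of −0.55 (SE 0.13). Of 90 chromatin regulators, 6 were higher and 3 lower at an unadjusted p under 0.05, edgeR called none over all genes or over the list alone, and DESeq2 called POGZ and RNF20 lower. The median of the chromatin list was 0.02 (camera, adjusted p = 0.86). Without regard to direction its adjusted p was 0.561 from camera and 0.0424 from the mixed test of fry. In SCaBER the medians of the same 3 lists were 0.01 for 96 regulators of RNA polymerase II, 0.00 for 58 Mediator and general factor genes and −0.02 for 87 chromatin regulators (camera, adjusted p = 0.752, 0.959 and 0.912).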

In EJ28 cells, chromatin binding and RNA polymerase II transcription regulatory (MF and CC), among others, were enriched upon GRHL3 expression.

Since integrin‐mediated cell adhesion might be affected by GRHL3, we next analyzed focal adhesion‐mediated cell–matrix coupling (marker: vinculin), cell migration‐related actin cytoskeleton organization, and cell–cell adhesion complexes (tight junction‐specific marker: zonula occludens 1 (ZO‐1) and desmosome‐specific marker: desmoplakin). EJ28 and SCaBER clones were immunofluorescently stained against the marker proteins and analyzed 16 h after wounding confluent monolayers (Fig. 5A and Figs S5 and S6).

**Fig. 5:**
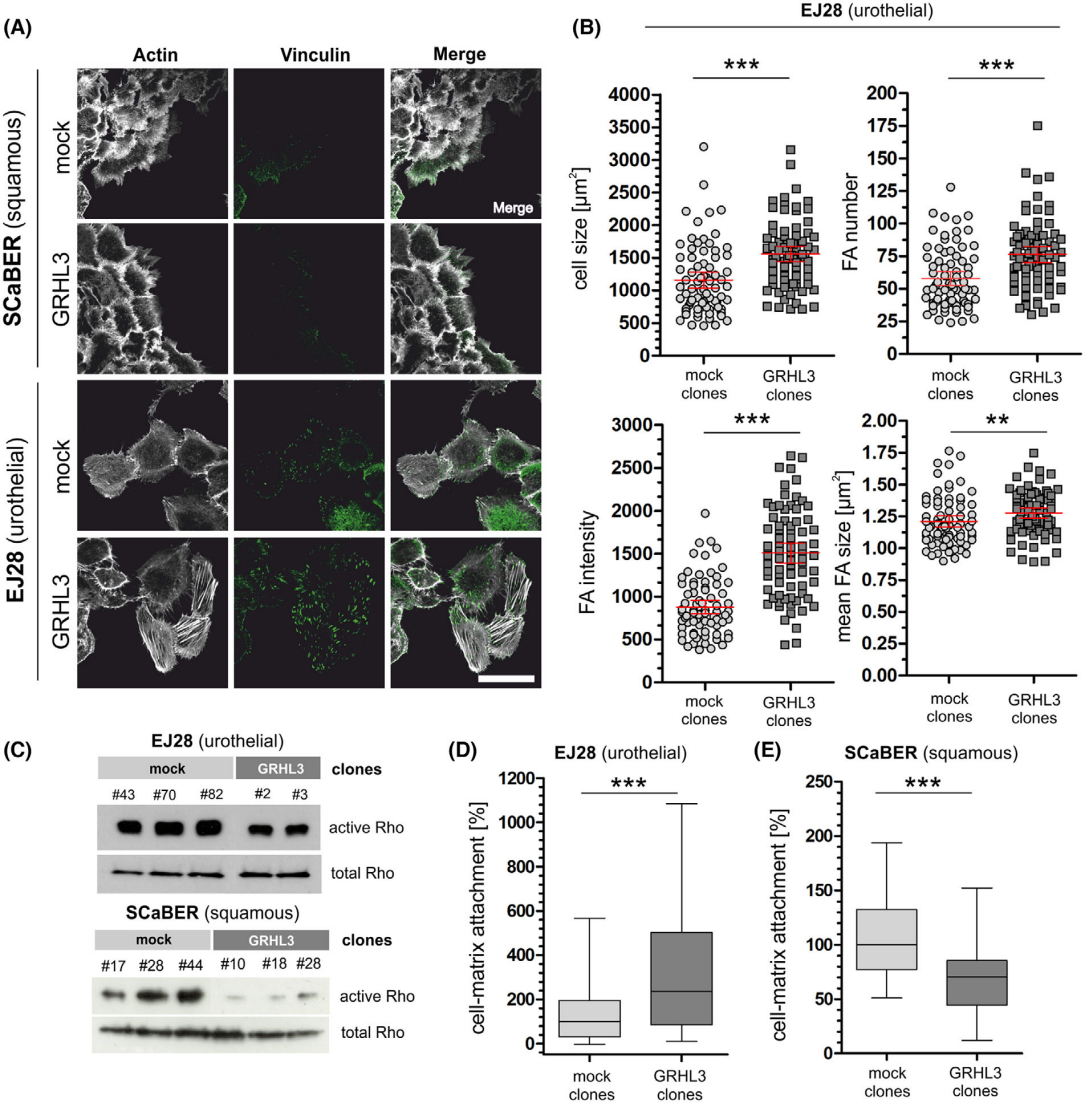
GRHL3 modulates cell–matrix interactions and intracellular signaling. SCaBER and EJ28 cells adhere to substrate via focal adhesions. (A) Confocal images of representative GRHL3 overexpressing clones (overall *n* = 2, illustrated clones: #18 (SCaBER) and #2 (EJ28)) and corresponding mock clones (overall *n* = 2, illustrated clones: #28 (SCaBER) and #43 (EJ28)) show the actin cytoskeleton (phalloidin, white), focal adhesions (FA) (Vinculin, green) of cells adjacent to a scratch wound introduced to a confluent cell layer 16 h prior to fixation. Image contrast was adapted for the accurate representation of FA presence in both cell lines and does not represent relative vinculin signal intensity. Scale bar = 50 μm. (B) Statistical analysis of FA intensity, mean size, and number as well as cell size in EJ28 cells migrating into the scratch wound shown in A before fixation. Scatter plots show the respective values calculated for GRHL3‐expressing (*n* = 77) and mock cells (*n* = 77) from vinculin signal. Bars show the median (red) and 95% confidence interval (black). **P < 0.01; ***P < 0.001 (Mann–Whitney *U* tests). (C) Analysis of integrin downstream signaling. Representative western blot results illustrate activated RHOA GTPases in independent GRHL3‐expressing EJ28 and SCaBER clones compared to mock clones. Total RHOA served as loading control. (D, E) Cell adhesion assay (*n* = 4 independent experiments). (D) Box plot analyses of cell–matrix adhesion illustrate a significantly higher relative number of adhesive cells of EJ28 GRHL3 clones (*n* = 4) as compared to EJ28 mock clones (*n* = 4). ***P < 0.001 (Mann–Whitney *U* tests). (E) Box plot analyses of cell adhesion of SCaBER GRHL3 clones (*n* = 4) show significantly reduced cell adhesion compared with SCaBER mock clones (*n* = 4). ***P < 0.001 (Mann–Whitney *U* tests). For all illustrated box plots: Horizontal lines: Grouped medians. Boxes: 25–75% Quartiles. Vertical lines: Range, maximum and minimum.

Typical characteristics of the subtype‐specific cell identity were observed in cell lines mirrored by tight growth patterns with pronounced cell–cell coupling by desmosomes and tight junctions in squamous‐like SCaBER cells. Urothelial EJ28 cancer cells showed only weak intercellular coupling indicated via sparse tight junction and desmosome formation at distinct contact sites (Fig. S6). At the edges of the scratch mesenchymal‐like single‐EJ28 cells rich in contractile actin stress fibers migrated into the wounded area (Fig. S5). In contrast, the collective cell migration of SCaBER clones was accompanied by reduced stress actin fiber formation. SCaBER cells exhibited cytoskeletons with pronounced cortical actin structures. Both phenotypes were found to be independent of GRHL3 expression. However, calculating the number and size of FA sites demonstrated a clear regulation of FAs in GRHL3‐expressing EJ28 clones, which correlate with enlarged cell sizes (Fig. 5B). The significant increase in focal adhesion number, size, and vinculin intensity reflected GRHL3‐induced cell–matrix adhesion dynamics. The larger cell size (Fig. 5B) and the actin stress fiber‐rich phenotype demonstrated GRHL3‐dependent cell spreading and migration during wound healing in EJ28 cancer cells. This finding further suggested that the observed shift in FA dynamics is linked with enhanced contractile cell force in these urothelial cancer cells. So we analyzed RHO GTPase dynamics as primary mediators for actomyosin force‐based cell motility using a pulldown assay. Indeed, we observed a nearly complete loss of RHOA GTPase activity in SCaBER clones overexpressing GRHL3 compared to mock control clones, indicating a complete imbalance of RHO‐RAC mediated signaling cascade. In contrast, GRHL3‐expressing EJ28 clones showed only a slight reduction in RHOA activity compared to controls (Fig. 5C), suggesting a functional and putative dynamic RHO‐RAC turnover [51].

Finally, we studied the influence of GRHL3 expression on cell–matrix adhesion capability of our *in vitro* models. An increased adhesion on Matrigel of GRHL3‐expressing EJ28 cells (median + 135%, *P* < 0.001) was observed compared to mock clones (Fig. 5D). This result is consistent with the previously observed increase in focal adhesion formation (Fig. 5B). In turn, SCaBER cells overexpressing GRHL3 were characterized by impaired cell–matrix adhesion, that is, GRHL3 SCaBER clones showed significantly (*P* < 0.001) decreased attachment to Matrigel by 29% in median (Fig. 5E).

### 3.6 Transcriptomic profiling reveals GRHL3‐specific gene patterns and regulation of EIF4E3 in dependence on the cell line model

Based on RNA‐seq profiling data, we aimed to decipher subtype‐specific gene patterns and putative target genes of *GRHL3* in SCaBER and EJ28 tumor cells and identified *GRHL3*‐regulated differential expressed gene (DEG) sets (adjusted *P* ≤ 0.05) comprising *n* = 263 genes in EJ28 and *n* = 86 genes in SCaBER clones (Fig. 6A,B and Tables S10 and S11). 

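In the deposited counts MDN1 was higher and PHLDA1 was lower in GRHL3-expressing EJ28 clones than in mock clones. MDN1 (ENSG00000112159.11), which encodes the AAA ATPase midasin of ribosome assembly, held 801 counts in the 2 GRHL3-expressing clones and 2 counts in the 3 mock clones, a ratio of 525 relative to total counts (95% interval 145 to 4350, counting error only). Its adjusted p was 0.0146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PHLDA1 (ENSG00000139289.13), a pleckstrin homology-like domain gene, had 134 ± 1.77 CPM (SD, n = 2) in GRHL3-expressing clones and 502 ± 67.1 CPM (SD, n = 3) in mock clones, a log2 fold change of −1.91 (SE 0.15, adjusted p = 0.046 from the same test). MDN1 lies on chromosome 6 of GRCh38 from 89642498 to 89819794 and PHLDA1 on chromosome 12 from 76025447 to 76031776, both on the minus strand. Both annotated transcripts of PHLDA1 carry an identifier version above 1, as do 2 of the 28 of MDN1. The ratio of MDN1 is that of the RNA kept in the table, which may leave out other transcripts of the gene. MDN1 and PHLDA1 were the DEG among 13396 genes tested, of which 439 were higher and 542 lower at an unadjusted p under 0.05. The GRHL3-expressing and mock clones did not overlap in CPM at 3212 genes (24%), where chance gives 20% for 2 clones against 3. DESeq2 called 142 DEG and limma-voom none. Without EJ28 GRHL3-expressing clone 3 or mock clone 82 edgeR called 0 DEG and without GRHL3-expressing clone 2 or mock clone 70 it called 1. MDN1 had an adjusted p of 0.0753 without GRHL3-expressing clone 3 and 0.332 without mock clone 82, and that of PHLDA1 lay between 0.0616 and 0.55 whichever of the 5 clones was left out, from the same edgeR test.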

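By DESeq2, 50 genes were higher and 92 were lower in GRHL3-expressing EJ28 clones. PHLDA1 (adjusted p = 7.6e-28) had the smallest adjusted p, followed among the lower genes by ADM2, which encodes the hormone adrenomedullin 2 (log2 fold change −2.46, adjusted p = 1.94e-12 from DESeq2). Other genes it called lower were the transcription factor gene HLX (−2.64) and NDST2, which encodes a sulfotransferase of heparan sulfate (−1.89). P3H2, which encodes a prolyl hydroxylase of collagen, and ZBED1 were higher (1.23 and 1.44). These genes outside the paper's text and lists were named after their values were seen.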

Overall, *n* = 174 genes were inversely regulated, and *n* = 69 genes were induced in *GRHL3*‐expressing EJ28 clones. 

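BMF, which encodes a proapoptotic BH3-only protein, had the smallest adjusted p in SCaBER, 0.217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and no gene passed. Of 13340 genes tested, 258 were higher and 274 lower at an unadjusted p under 0.05. These 532 genes are fewer than that threshold gives on average where no gene differs. The 3 GRHL3-expressing and 3 mock clones did not overlap in CPM at 1446 genes (10.8%), where chance gives 10%. DESeq2 called 17 genes higher and 6 lower, and limma-voom called none. Genes that DESeq2 called higher included EGFL6, which encodes a secreted EGF-like protein (log2 fold change 8.68), TLR5, which encodes the receptor of flagellin (4.06), and CLU, which encodes the chaperone clusterin (1.58), named after their values were seen. COMMD10, a COMM domain gene, held 25 counts in GRHL3-expressing clones and 672 in mock clones, a ratio of 0.032 relative to total counts (95% interval 0.0206 to 0.0477, counting error only), and 3 of its 7 annotated transcripts carry identifier version 1. Without the library labelled SCaBER mock clone 28, edgeR called 3 of 14004 genes, all lower at an adjusted p of 0.0498, and DESeq2 called 58 genes higher and 23 lower. These 3 genes were COMMD10, with 0.55 ± 0.321 CPM (SD, n = 3) in GRHL3-expressing clones and 24.4 ± 4.32 CPM (SD, n = 2) in mock clones, TMEM98, and MYPN with 4.41 ± 0.0738 CPM (SD, n = 3) against 38 ± 4.68 CPM (SD, n = 2). COMMD10 lies on chromosome 5 of GRCh38 from 116085016 to 116412762 and MYPN on chromosome 10 from 68087897 to 68212017, both on the plus strand.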

In SCaBER clones, *n* = 37 genes were repressed and *n* = 49 genes were co‐expressed with *GRHL3*. 

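The first principal component of variance stabilized counts held 40.1% of the variance over the 5 EJ28 libraries and the second 25.4%. GRHL3-expressing EJ28 clones 2 and 3 lay beside each other, at 5.3 and 4.66 on the first and 6.32 and 4.96 on the second component. The EJ28 mock clones were farther apart, with clone 43 at 6.92 and −9.02, clone 70 at −11.1 and 1.38 and clone 82 at −5.8 and −3.64. In SCaBER the first component held 81.8% of the variance and the second 7.57%. The library labelled SCaBER mock clone 28 lay at −67.8 on the first component and the other SCaBER libraries between 7.83 and 19.1, so that this component separated this library from the rest and not the GRHL3-expressing from the mock clones. Without it the first component held 39.2% and the second 34.6%, and mock clones 17 and 44 lay at −3.67 and −19 on the first component, against 21.5, 5.27 and −4.14 for GRHL3-expressing clones 10, 18 and 28. Each analysis used the 500 most variable genes after genes with fewer than 5 counts in all libraries of the line were left out.

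**Figure D2:**
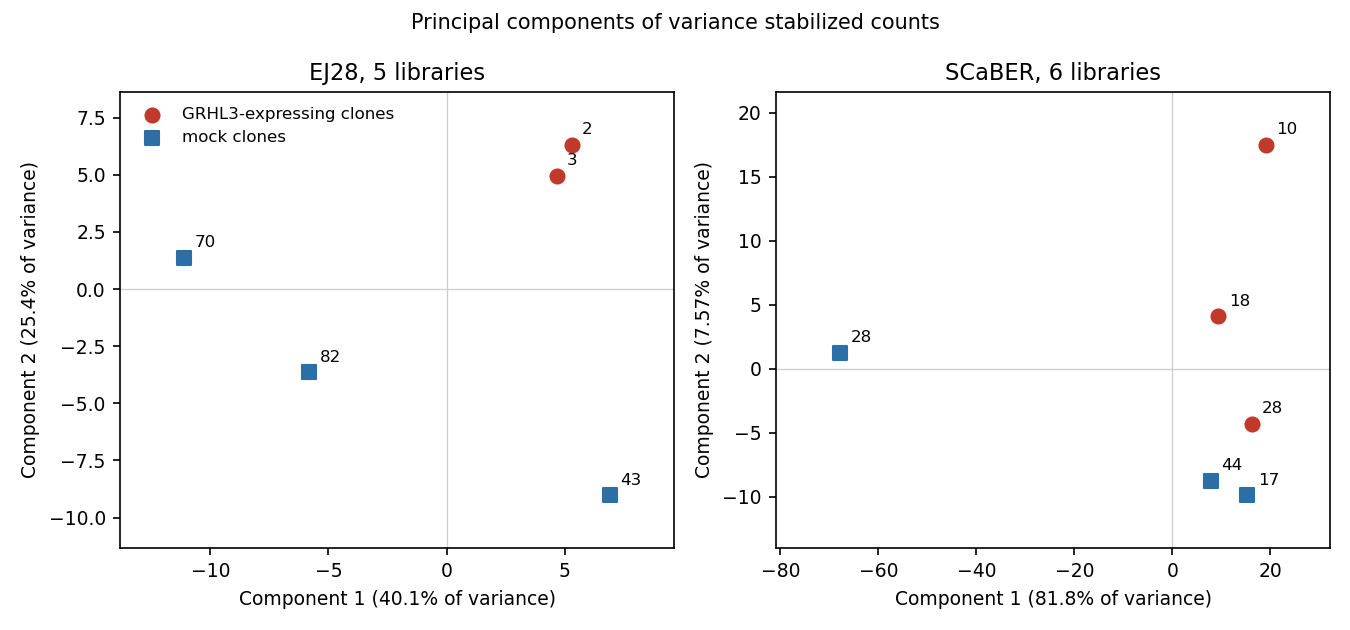
First and second principal components of variance stabilized counts in EJ28 (left, 5 libraries) and SCaBER (right, 6 libraries), with GRHL3-expressing clones as circles and mock clones as squares, labelled by clone number. The library labelled SCaBER mock clone 28 lies at −67.8 on the first SCaBER component, away from the other 5.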

Principal component analysis of RNA‐seq data is shown in Fig. S2. Downregulation of *RHOG*, a potential target gene of GRHL2 in non‐small lung cancer [52], was observed in GRHL3‐expressing SCaBER cells. 

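RHOG (ENSG00000177105.9), which encodes a small GTPase, held 9, 3 and 8 counts in GRHL3-expressing SCaBER clones 10, 18 and 28, and 48, 45 and 74 counts in SCaBER mock clones 17, 28 and 44. Its mean was 0.423 ± 0.185 CPM (SD, n = 3) in GRHL3-expressing clones and 4.7 ± 2.36 CPM (SD, n = 3) in mock clones. This was a log2 fold change of −3.42 (SE 0.64, adjusted p = 0.926 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00312 from DESeq2), with every GRHL3-expressing clone below every mock clone. DESeq2 gave −3.63 with an adjusted p of 0.00528 without the library labelled SCaBER mock clone 28. Over all 11 libraries RHOG had 201 counts, and 3 of its 4 annotated transcripts carry identifier version 1. In EJ28 it was counted in mock clone 70 alone, with 14 counts, and was not tested. GRHL2 in SCaBER had a log2 fold change of 0.89 with an unadjusted p of 0.441, and of 0.31 with an unadjusted p of 0.17 without the library labelled SCaBER mock clone 28. RHOG lies on chromosome 11 of GRCh38 from 3826978 to 3840959, on the minus strand.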

Inverse regulation of *GRHL3* and *RHOG* was confirmed by RT‐qPCR using independent GRHL3‐expressing SCaBER single‐cell clones compared with mock clones (Fig. S7). 

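NDST2, which encodes an N-deacetylase and N-sulfotransferase of heparan sulfate synthesis, was the gene that DESeq2 called in both lines, in opposite directions. It held 60 and 70 counts in GRHL3-expressing EJ28 clones and 223, 186 and 230 in EJ28 mock clones. In SCaBER it held 306, 224 and 169 counts in GRHL3-expressing clones and 85, 47 and 55 in mock clones. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes were called in both lines. At an unadjusted p under 0.05, of 11831 genes tested in both lines, 850 passed in EJ28, 424 in SCaBER and 44 in both, where independent lists give 30.5 (Fisher's exact test, two-sided, p = 0.0126, across genes, which are not independent replicates). The 424 genes in SCaBER are fewer than that threshold gives on average where no gene differs. Of the 44 genes in both, 6 were higher in both lines (5.18 from independent lists) and 15 lower in both (10.4), and the others differed in direction. Without the library labelled SCaBER mock clone 28 60 of 12026 genes passed in both, where independent lists give 48.6 (Fisher's exact test, two-sided, p = 0.0913), with 15 higher in both (11.6 from independent lists) and 17 lower in both (12.6). Those lower in both included GDF15, a stress cytokine gene, with log2 fold changes of −1.39 in EJ28 and −2.00 in SCaBER (−1.03 without that library), and HAS3, a hyaluronan synthase gene, with −0.63 and −0.69. NDST2 lies on chromosome 10 of GRCh38 from 73801911 to 73811798, on the minus strand. NDST2 and GDF15 were named after their values were seen.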

Interestingly, only a small overlap of three genes (0.9%: *TMEM98*, *EIF4E3*, *BMF*) between both cell lines was observed (Fig. 6C). Of these genes, only *TMEM98* was similarly expressed in both models, whereas both *EIF4E3* and *BMF* have been identified as potentially reversely regulated (Fig. 6D). 

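TMEM98 (ENSG00000006042.11), which encodes a transmembrane protein, held 1 count in GRHL3-expressing EJ28 clones and 61 in EJ28 mock clones, a ratio of 0.0215 relative to total counts (95% interval 0.000536 to 0.124, counting error only), with 1 of the 61 in mock clone 82. In SCaBER it held 5 counts against 144, a ratio of 0.0299 (95% interval 0.00956 to 0.0713). EIF4E3, which encodes a cap-binding protein of the EIF4E family, had 0.79 ± 0.126 CPM (SD, n = 2 clones) in GRHL3-expressing EJ28 clones and 10.5 ± 7.44 CPM (SD, n = 3) in EJ28 mock clones, and 24.5 ± 3.2 CPM (SD, n = 3) against 8.31 ± 4.24 CPM (SD, n = 3) in SCaBER. BMF had 0.598 ± 0.597 CPM (SD, n = 2) against 6.54 ± 4.65 CPM (SD, n = 3) in EJ28, and held 1612 counts against 13 in SCaBER, a ratio of 107 (95% interval 62.2 to 201). In EJ28 the log2 fold changes were −5.18 (SE 2.05) for TMEM98, −3.73 (SE 1.07) for EIF4E3 and −3.50 (SE 1.10) for BMF, with adjusted p of 0.676, 0.627 and 0.65 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.271, 0.0041 and 0.0783 from DESeq2. The value of TMEM98 was −7.42 without GRHL3-expressing clone 2, −4.29 without clone 3 and −5.78 without mock clone 82, and that of BMF was −5.17 without GRHL3-expressing clone 2 and −2.69 without clone 3. In SCaBER they were 1.55 (SE 0.45) for EIF4E3 and 6.53 (SE 0.68) for BMF. The adjusted p of EIF4E3 was 0.926 from edgeR, and DESeq2 gave 0.334 for EIF4E3 and 5.54e-15 for BMF. Without the library labelled SCaBER mock clone 28 edgeR gave 1.21 (SE 0.32) for EIF4E3 and 6.24 (SE 0.77) for BMF. BMF was 7.23 without SCaBER mock clone 44. TMEM98 was below edgeR's count filter in SCaBER and had an adjusted p of 0.0498 from DESeq2, and without the library labelled SCaBER mock clone 28 edgeR gave it −5.54 (SE 0.70). The difference between the lines in the response to GRHL3 was 5.27 for EIF4E3 and 10.03 (SE 1.34) for BMF, with adjusted p of 0.86 and 0.117 from edgeR and 0.00212 and 7.4e-10 from DESeq2. Without EJ28 mock clone 43 that of BMF was 10.51, with an adjusted p of 0.0185 from edgeR. Transcripts with identifier version 1 are 1 of 9 for TMEM98, 1 of 10 for EIF4E3 and 3 of 10 for BMF. TMEM98 lies on chromosome 17 of GRCh38 from 32927910 to 32945106 (plus strand), EIF4E3 on chromosome 3 from 71675414 to 71754773 and BMF on chromosome 15 from 40087890 to 40108892 (both minus strand).

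**Figure D3:**
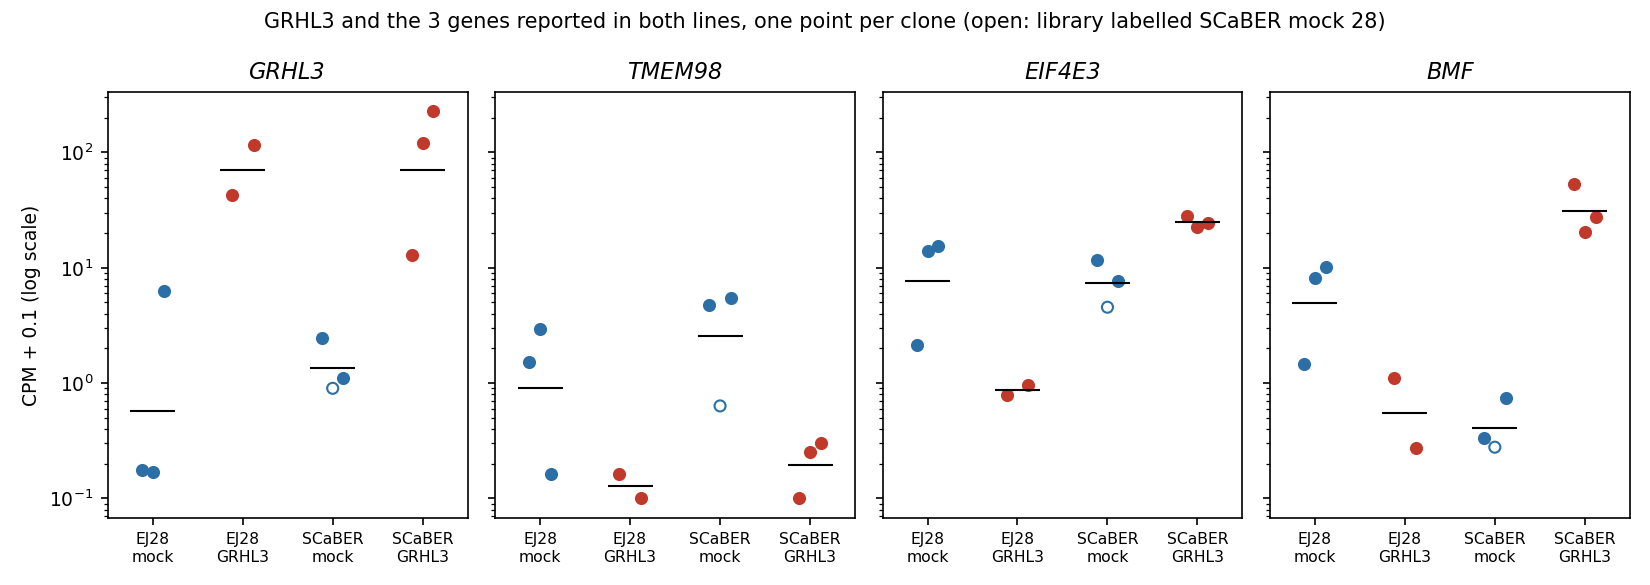
CPM + 0.1 on a log scale of GRHL3, TMEM98, EIF4E3 and BMF, 1 point per clone, in mock and GRHL3-expressing clones of EJ28 and SCaBER, with lines at the geometric mean of each group and an open point for the library labelled SCaBER mock clone 28. EIF4E3 and BMF lie lower in GRHL3-expressing than in mock clones of EJ28 and higher in SCaBER, and TMEM98 lies lower in GRHL3-expressing SCaBER clones and, in EJ28, at the level of mock clone 82.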

*EIF4E3* was confirmed to be upregulated in a set of *n* = 5 independent SCaBER single‐cell clones overexpressing *GRHL3* as compared to *n* = 4 independent mock clones, whereas downregulation missed significance in EJ28 *GRHL3* clones (Fig. 6D).

**Fig. 6:**
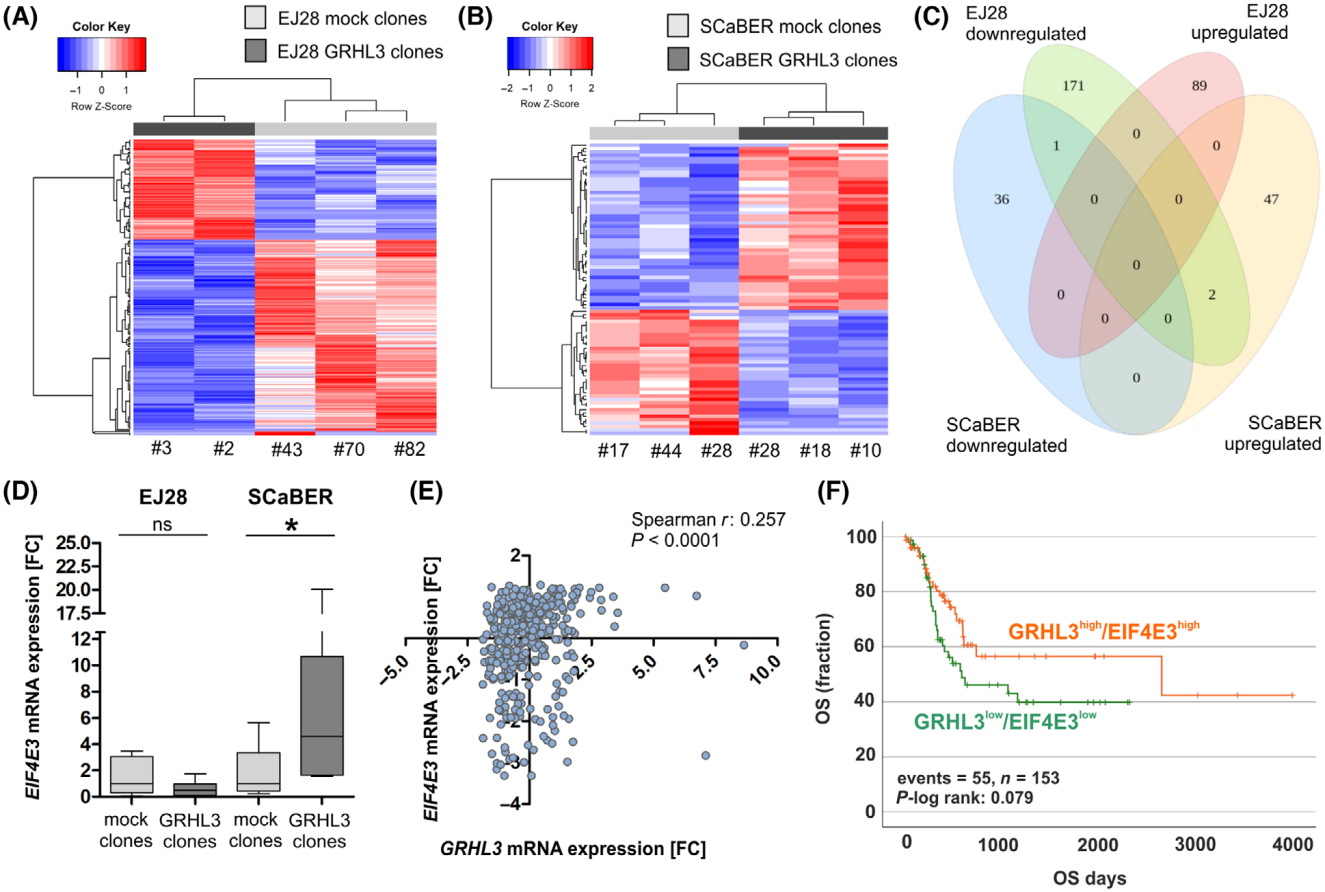
Downstream consequences of GRHL3 reveal subtype‐specific gene expression patterns. (A, B) Heatmaps illustrate GRHL3‐associated differentially expressed gene sets (DEGs) (*P*adj < 0.05) for EJ28 (*n* = 5) and SCaBER (*n* = 6) clones. Comparison of gene expression profiles is based on independent GRHL3‐expressing and mock single‐cell clones (red: upregulated; blue: downregulated). (C) Venn diagram illustrates exclusive and overlapping genes of the EJ28 and SCBER clone DEGs. (D) Confirming co‐ and inverse regulation between *GRHL3* and *EIF4E3* mRNA expressions in EJ28 and SCaBER clones expressing GRHL3 (each *n* = 5) compared to control clones (each *n* = 4) using RT‐qPCR. *P < 0.05 (Mann–Whitney *U* tests). (E) Spearman correlation analyses illustrate significant co‐expression of GRHL3 and EIF4E3 mRNA expressions in bladder cancer (TCGA data set). (F) GRHL3‐EIF4E3 expression axis tends to predict favorable prognosis of bladder cancer patients. Kaplan–Meier survival curves illustrate overall survival (OS) of patients with high *GRHL3‐EIF4E3* mRNA expression (orange curve) compared to low *GRHL3‐EIF4E3* mRNA expression (green curve) based on TCGA BLCA data sets. For all illustrated box plots: Horizontal lines: grouped medians. Boxes: 25–75% quartiles. Vertical lines: range, maximum and minimum.

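The 21 bases GAAACCAGCCTGACAGGATTG occur once in GRCh38, on chromosome 3 from 71715827 to 71715847 on the minus strand, which is the strand of EIF4E3. On that strand the site with 30 bases on each side reads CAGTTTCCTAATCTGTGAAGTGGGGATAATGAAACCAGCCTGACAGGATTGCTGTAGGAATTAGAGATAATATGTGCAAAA. In the MANE Select transcript of EIF4E3, which has 7 exons, the site lies in intron 1, which spans 71710485 to 71725191 (14707 bases). In 6 other transcripts of EIF4E3 it lies in intron 2 and in 3 others in intron 1, each from 71710485 to 71728475 (17991 bases). The site is also within the annotated bounds of an overlapping gene, ENSG00000285708. The annotation places no exon of EIF4E3 there.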

A putative binding site for *GRHL3* was found in intron 5 (GAAA**C**CA**G**CCTGA**C**AG**G**ATTG) of the *EIF4E3* gene comprising the characteristic GRHL binding motifs, that is, two adjacent repeats of Grainyhead consensus sequences with two tandem core CNNG motifs set apart by five bases [5]. Co‐regulation of *GRHL3* and *EIF4E3*, a putative tumor suppressor [53], was then verified by Spearman rank correlation in the TCGA BLCA data set (Spearman *r* = 0.257, *P* < 0.001, Fig. 6E). Of clinical relevance, increased expression of the *GRHL3‐EIF4E3* axis tends to predict prolonged overall survival of patients with bladder cancer as compared to those with low expression of *GRHL3‐EIF4E3*, pointing to a pathophysiological impact of this co‐regulation in bladder cancer (Fig. 6F).

## 4 Discussion

In the present study, we show evidence for a dual role of GRHL3 in the context of histological and molecular subtypes of cancers arising from the urothelium. Our comprehensive expression study provides insights into subtype‐specific *GRHL3* expression associated with different clinicopathological associations and patients' outcomes. Previously, Wezel et al. [22] provided insight into the potential role of GRHL3 in urothelial carcinomas, with a special focus on urothelial growth patterns focusing on a papillary and invasive urothelial model. They also showed that luminal non‐invasive RT4 tumor cells seem more aggressive when downregulating GRHL3, while overexpression slightly impaired cell migration and invasion in T24 cells [22], hence postulating a generally tumor‐suppressive function of GRHL3 in urothelial carcinomas (UC). However, GRHL3 expression was determined in cell lines only. Here, we determined GRHL3 mRNA and protein expression considering more than 600 human tissue samples and 314 TCGA samples identifying high GRHL3 mRNA and protein levels associated with increased tumor stage and a trend toward shorter recurrence‐free survival in UC. We demonstrated that loss of GRHL3 expression was abundant and associated with increased tumor stage and unfavorable prognosis in squamous bladder cancers. The correlation of GRHL3 and tumor stage was previously shown by Yuan et al. [54] in colorectal cancer. In breast cancer, Xu et al. [10] reported subtype‐specific expression of GRHL3 with lower levels in triple‐negative breast cancer, and persistent GRHL3 expression was generally associated with longer overall survival of patients with lymph node metastases.

Consistent with these findings, our *in vitro* models provide functional evidence that *GRHL3* is closely associated with a distinct molecular background of cells depending on histological differentiation. Overexpression in urothelial EJ28 and J82 cells drives oncogenic features, whereas squamous‐differentiated SCaBER cells cause opposite, that is, tumor‐suppressive, functions mediated by GRHL3. In fact, GRHL3 expression fostered cell growth, colony formation, cell migration, and invasion in EJ28 clones and increased colony formation in J82 cells. Contrary to that, GRHL3 overexpressing SCaBER clones were characterized by impaired cell growth and effectively suppressed migration, invasion, and the clonogenic potential. So far, opposed roles of grainyhead‐like proteins have been shown between various tumor entities [6], and suppressive functions have been often observed in squamous‐like cancer types. Loss of GRHL3 expression was first described in SCC of the skin [11, 55] associated with tumor‐suppressive properties. In head and neck SCC, Saffarzadeh et al. [56] also demonstrated downregulation of GRHL3, whereas oncogenic properties of *GRHL3* were described in colorectal cancer [13, 54] and diffuse large B‐cell lymphoma [14].

A rationale for the divergent role of the *GRHL* gene family might be its function as a pioneer transcription factor, directly binding to chromatin, especially regulating epithelial gene expression. Klein et al. [57] observed specific binding of *GRHL3* at distinct enhancers and promotors depending on the differentiation status of keratinocytes. They demonstrated that the chromatin relocates *GRHL3* binding and enhancers to regulate the irreversible commitment of progenitor keratinocytes to differentiation and a reversible transition to migration. Thus, accessible DNA regions in individual cells may coin the downstream consequences of GRHL3 activity as observed in our urothelial EJ28 and squamous SCaBER model. This context‐specific regulation of gene sets by GRHL3 is mirrored by a marginal overlap of significant gene expression patterns between our models. 

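BMF and NDST2 had the smallest adjusted p for a difference between the lines in the response to GRHL3, and FYN, a SRC family kinase gene, and PDE4D, a cAMP phosphodiesterase gene, were among those that DESeq2 called. The difference, as SCaBER minus EJ28, was 3.48 (SE 0.45) for NDST2 by edgeR, with an adjusted p of 0.117 from the quasi-likelihood test with Benjamini-Hochberg adjustment, and −3.09 for FYN and 4.86 for PDE4D by DESeq2. No gene of 15587 passed in edgeR, 341 were higher and 552 lower at an unadjusted p under 0.05, and DESeq2 called 19 higher and 3 lower, or 37 higher and 17 lower without the library labelled SCaBER mock clone 28. Without EJ28 mock clone 43 edgeR called 1 gene. Across the 11831 genes tested in both lines, the log2 fold changes of SCaBER and EJ28 had a Pearson correlation of −0.01 and a Spearman correlation of −0.03, over genes that are not independent replicates. Of 100 splits of the clones, 73 gave a correlation as far from 0. The correlation was −0.04 without the library labelled SCaBER mock clone 28. The paper states that regulation of gene sets by GRHL3 depends on the context and is reflected in the small overlap of significant genes between its models, and it proposes that the accessible DNA regions of the individual cells shape the consequences of GRHL3 activity.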

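By camera with a preset correlation, genes of sterol synthesis were higher in GRHL3-expressing EJ28 clones and lower in GRHL3-expressing SCaBER clones. No list was called in either line with an estimated correlation. IDI1, which encodes isopentenyl diphosphate isomerase, had 97 ± 7.45 CPM (SD, n = 2 clones) against 61.1 ± 4.29 CPM (SD, n = 3) in EJ28 mock clones, and 28.2 ± 4.98 CPM (SD, n = 3) against 51 ± 15.5 CPM (SD, n = 3) in SCaBER. LSS, which encodes lanosterol synthase, had log2 fold changes of 0.51 (SE 0.18) in EJ28 and −0.97 (SE 0.30) in SCaBER. Over 24 sterol genes in EJ28 the median was 0.35 (camera, adjusted p = 6.36e-05, and adjusted p = 0.449 with an estimated correlation), and over 26 in SCaBER it was −0.53 (adjusted p = 2.53e-07, and adjusted p = 0.506 with an estimated correlation). Genes of the ATF4 and amino acid response were lower in both lines, with medians of −0.70 over 46 genes in EJ28 (adjusted p = 1.54e-19, and adjusted p = 0.506 with an estimated correlation) and −0.44 over 44 genes in SCaBER (adjusted p = 0.000165, and adjusted p = 0.427 with an estimated correlation). ASNS, which encodes asparagine synthetase, had 182 ± 64.8 CPM (SD, n = 2) against 366 ± 33.8 CPM (SD, n = 3) in EJ28, and PYCR1, which encodes an enzyme of proline synthesis, had a log2 fold change of −1.12 (SE 0.33) in SCaBER. Genes of urothelial differentiation had medians of −0.30 over 15 genes in EJ28 (adjusted p = 0.0482, and adjusted p = 0.506 with an estimated correlation) and 0.57 over 20 genes in SCaBER (adjusted p = 0.0055, and adjusted p = 0.763 with an estimated correlation). Single genes of these 3 lists that passed in edgeR over all genes numbered 0 in both lines. In EJ28, 5 sterol genes were higher and 1 lower, 23 ATF4 genes lower and 3 urothelial genes lower at an unadjusted p under 0.05, and adjusted over the list alone 15 ATF4 genes and 2 urothelial genes were lower. DESeq2 called IDI1, 10 ATF4 genes, RXRA and UPK3BL1 among them. In SCaBER, 8 sterol genes and 6 ATF4 genes were lower and 1 urothelial gene was higher and 1 lower at an unadjusted p under 0.05, with none adjusted over the list alone or by DESeq2. When the library labelled SCaBER mock clone 28 was left out, 1 urothelial gene was higher adjusted over the list alone and DESeq2 called KLF5 and UPK3BL2 higher. These were the 3 lists called in both lines, of 7 called in EJ28 and 11 in SCaBER among 29 tested in both, where independent lists give 2.66. The SCaBER medians without the library labelled SCaBER mock clone 28 were −0.54 for sterol synthesis, −0.49 for the ATF4 response and 0.34 for urothelial differentiation (adjusted p = 8.94e-08, 9.17e-06 and 0.192), and with an estimated correlation sterol synthesis had an adjusted p of 0.561 and the ATF4 response of 0.442. The urothelial call also ended without SCaBER GRHL3-expressing clone 10 (0.0525) and in EJ28 without each clone but mock clone 70 (0.071 to 0.192) and with RLE or library size scaling (0.0503 and 0.0588).

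**Figure D4:**
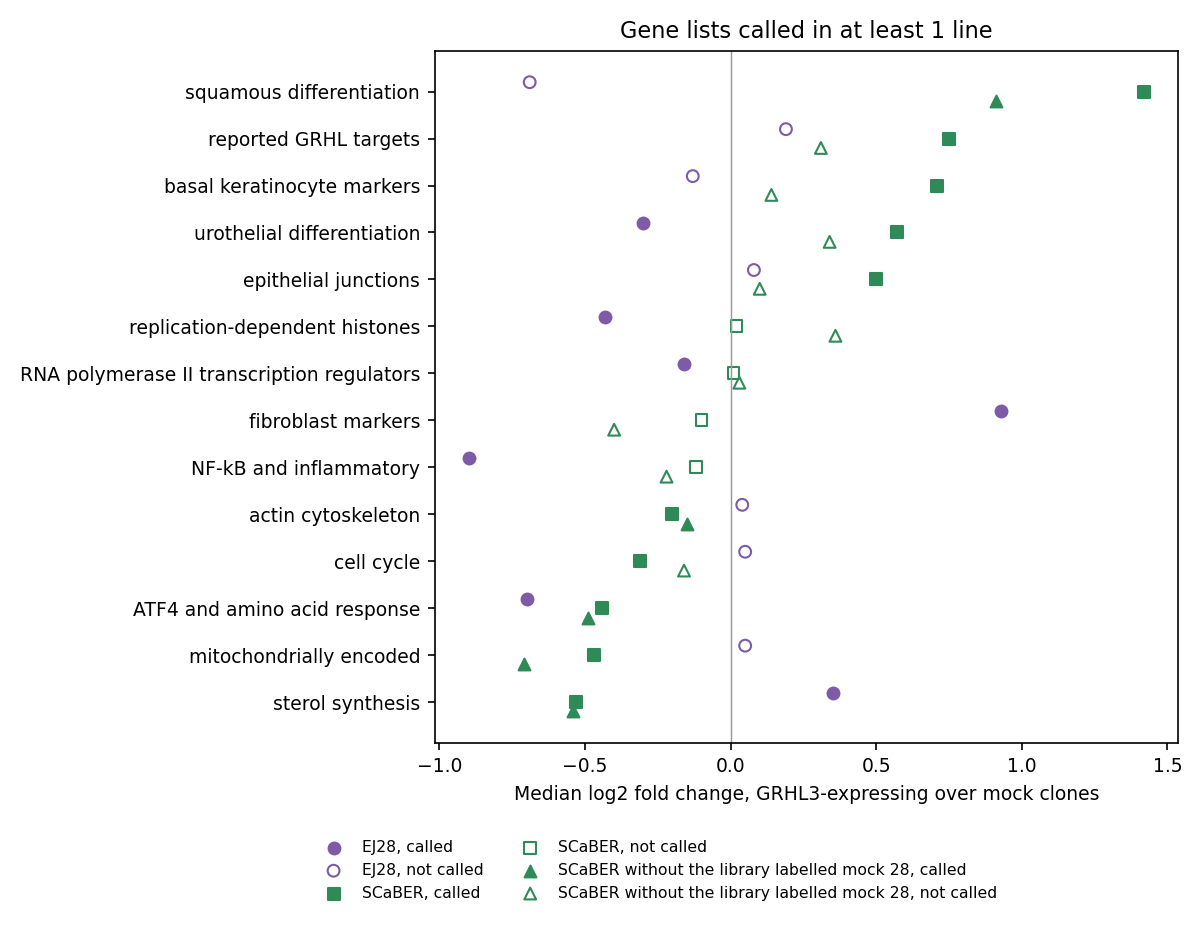
Median log2 fold change, GRHL3-expressing over mock clones, of gene lists called by camera in at least 1 line, for EJ28 (circles), SCaBER (squares) and SCaBER without the library labelled SCaBER mock clone 28 (triangles), filled where the list was called and open where it was not. Sterol synthesis lies at 0.35 in EJ28 and −0.53 in SCaBER, and the ATF4 and amino acid response at −0.70 and −0.44.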

Interestingly, affected biological processes showed greater similarity, whereas underlying sets of enriched genes mostly vary, which might be a basis for the reversely functional outcome of GRHL3 expression in the urothelial and squamous *in vitro* model. In both lines, GO analyses suggest that epithelial‐to‐mesenchymal transition (EMT) might be affected, which is consistent with previous studies potentially each with a different outcome for cell behavior. During the progression of various tumor entities, GRHL transcription factors appear to mediate the broad spectrum of involved players of the EMT process modulating EMT/MET dynamics [58]. A decisive role of GRHL3 in tumor development is also attributed to cell adhesion [59] as demonstrated in our bladder cancer models. Overall, we observed changes in cell–matrix interactions, both functionally and on the expression level of distinct surface receptors such as integrins confirmed by the modulated assembly of FA sites.

In single‐migrating EJ28 cells, GRHL3 re‐expression increased with the FA size and number. This finding emphasizes an impact of GRHL3 on cell–matrix adhesion‐mediated motility, similar to other studies dealing with FA and showed that size predicts migration speed, for instance, in highly invasive fibrosarcoma cells [60]. This notion was functionally supported by increased cell migration, cell–matrix adhesion, and invasiveness of GRHL3‐expressing EJ28 clones. The impact of GRHL3 on wound healing and cell migration was first described in epidermis, and modulated cell adhesion potential of tumor cells triggered by GRHL3 was demonstrated [61, 62, 63]. *ARHGEF19* (RhoGEF19) was previously identified as a target gene of *GRHL2* and *GRHL3* affecting the maintenance of epidermal differentiation by activating RHOA and regulating the planar cell polarity signaling pathway in epidermal wound repair [63, 64]. Consistent with these findings, we revealed modulated RHO GTPase activity in bladder cancer cells. In EJ28 cells, slight effects on RHOA activity could be the outcome of a dynamic turnover between RHO and RAC signaling causative for higher cellular motility, as mesenchymal migration is characterized by RAC activity at the leading edge, whereas RHO is active toward the cell rear, together resulting in a lamellipodium at the leading edge [65]. In turn, activity loss of RHOA in SCaBER cells suggests a substantial imbalance of underlying processes. However, squamous SCaBER cells form generally less actin stress fibers associated with collective cell migration capacities. Hence, the impact of retarded RHO activation on cytoskeleton and FA remodeling remains unclear. Since RHO GTPases are known to control various processes like cell–cell adhesion, vesicle trafficking, cell cycle, or collective cell polarization [66], implications of RHO activity loss caused by GRHL3 expression in squamous cancer cells might be multifactorial and should be further addressed in future studies.

## 5 Conclusion

In conclusion, our comprehensive expression data of GRHL3 in different bladder cancer subtypes are associated with distinct prognostic implications. The functional outcomes *in vitro* argue for a histological subtype‐specific impact of GRHL3, that is, a tumor‐suppressive effect of GRHL3 in sq‐BLCA and, in contrast, a more oncogenic property in urothelial carcinomas with a putative role of the *GRHL3‐EIF4E3* expression axis involving integrin and actin‐associated processes and pathways and factors like *ARHGEF19*. Since *ARHGEF19* (RhoGEF19) is known to activate RHOA [62], while RHOE has been postulated as antagonist of RHOA [67] and affects EIF4E family members by impairing their cap‐dependent translational functions [68], a putative interdependent feedback between these is conceivable but remains speculative at this stage. Bearing in mind that Wezel et al. observed tumor‐suppressive effects in urothelial T24 cells, the configuration of the molecular context such as chromatin structures might be finally crucial for GRHL3 function. Thus, our study along with prior research efforts gain further insights into role of GRHL3 transcription factor helping to further decipher the clinically important pathways of bladder cancer subtypes.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

MR, NTG, and EN were involved in conception and design. FCL and JW performed expression data and conducted *in vitro* models. FCL, JP, and JW were involved in functional experiments. FCL, SL, TS, and RK were involved in collecting cohorts and immunohistochemical analyses. EN, FF, and YH carried out immunofluorescence analyses. LG performed RNA‐seq and analyzed data. MR, NTG, RW, JM, and DDJ discussed and/or supervised the project. FCL wrote the original draft. MR, NTG, EN, FF, and LG edited the manuscript. All authors critically read, reviewed, and agreed to the submitted version of the manuscript.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13623.

## Supporting information

**Fig. S1.** Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3.
**Fig. S2.** Principal component analysis (PCA) of transcriptomic data sets.
**Fig. S3.** GRHL3 overexpression affects colony formation in urothelial J82 cancer cells.
**Fig. S4.** Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D).
**Fig. S5.** Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells.
**Fig. S6.** Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells.
**Fig. S7.** GRHL3 causes downregulation of RHOG in squamous bladder cancer cells.
**Table S1.** Clinicopathological parameters of patients with urinary bladder cancer (*n* = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study.
**Table S2.** Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; *n* = 107 cases, *n* = 46 patients) analyzed in this study.
**Table S3.** Primer sequences and PCR conditions.
**Table S3.1.** Primer sequences for RNA analyses.
**Table S3.2.** Mastermix for qPCR.
**Table S3.3.** Cycle conditions of qPCR.
**Table S3.4.** Mastermix for cDNA synthesis.
**Table S3.5.** Cycle conditions of cDNA synthesis.
**Table S4.** Clinicopathological parameters in relation to *GRHL3* expression of UC in patient cohort.
**Table S5.** Clinicopathological parameters in relation to *GRHL3* expression of sq‐BLCA in patient cohort.
**Table S6.** Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort.
**Table S7.** Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort.
**Table S8.** Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC).
**Table S9.** Gene set enrichment analyses of GRHL3‐expressing clones.
**Table S10.** GRHL3 regulated differential expressed gene (DEG) set (adjusted *P* ≤ 0.05) identified in EJ28 clones.
**Table S11.** GRHL3 regulated differential expressed gene (DEG) set (adjusted *P* ≤ 0.05) identified in SCaBER clones.

## Data Availability

The data that support the findings of this study are openly available in genomics data repository Gene Expression Omnibus (GEO accession: GSE241298; reviewer access token: wjafkmacpjybxqh): https://eur02.safelinks.protection.outlook.com/?url=https%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fgeo%2Fquery%2Facc.cgi%3Facc%3DGSE241298&data=05%7C01%7C%7C8e98826dd1ab4c6d403908dba4bced43%7C5a6d5ee56edf4a26ba93f5872dbb9614%7C0%7C0%7C638284903564485035%7CUnknown%7CTWFpbGZsb3d8eyJWIjoiMC4wLjAwMDAiLCJQIjoiV2luMzIiLCJBTiI6Ik1haWwiLCJXVCI6Mn0%3D%7C3000%7C%7C%7C&sdata=6%2FdZoZ0ofTSVVJclUJX1HQv2XO8UXDhDgO670WpEYc0%3D&reserved=0.

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623

# **Supplementary Figure 1:**

Illustration of western blot raw data

-

GRHL3/GAPDH/ $\beta$ -actin and Rho

# EJ28 WB image #1: GRHL3

Original as presented in the manuscript

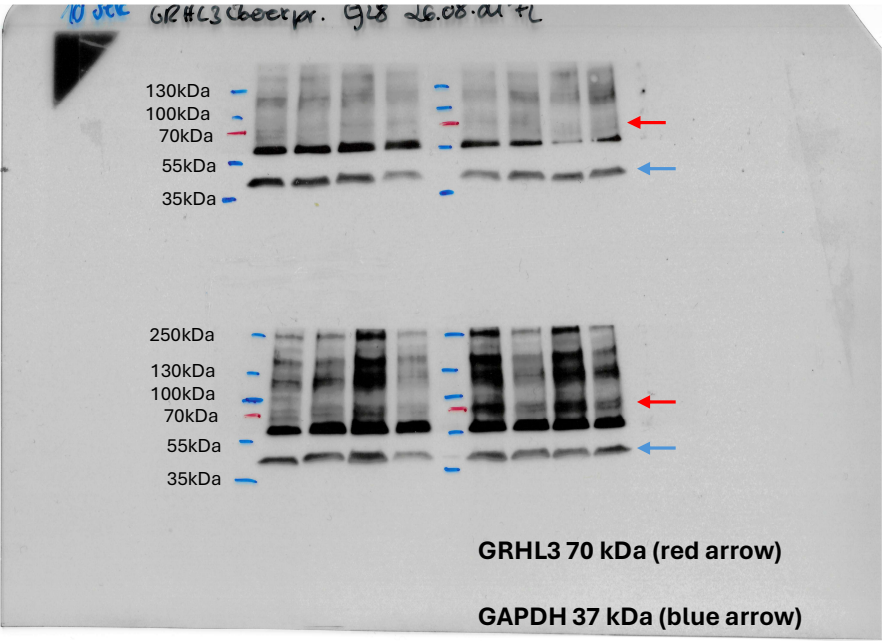

left

M#12 M#25 M#70 M#82

right

V#2 V#4 V#7 V#13

Original for documentation

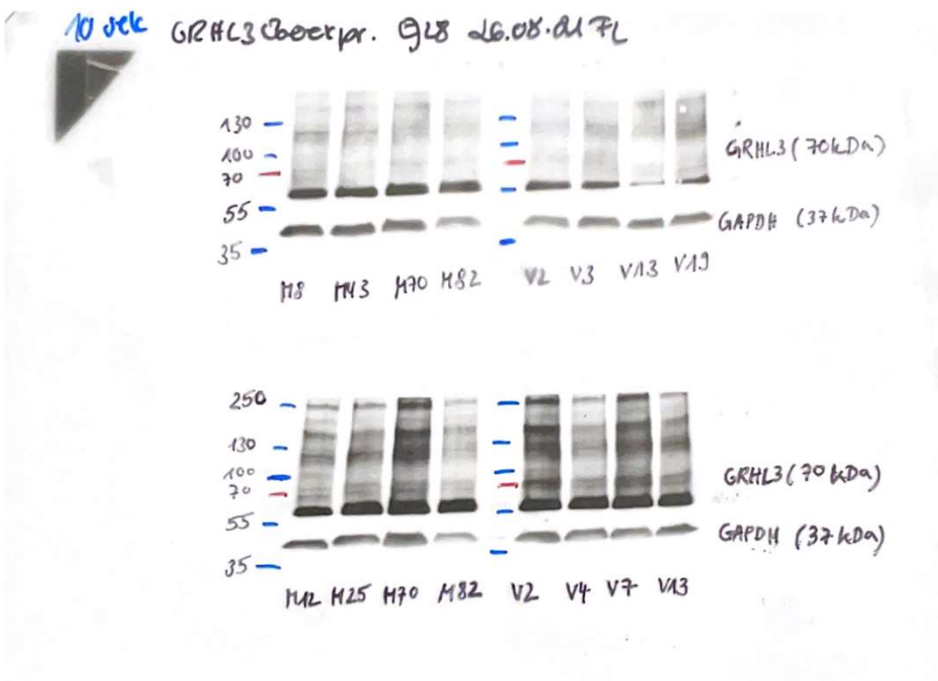

# EJ28 WB image #2: GAPDH

Original as presented in the manuscript

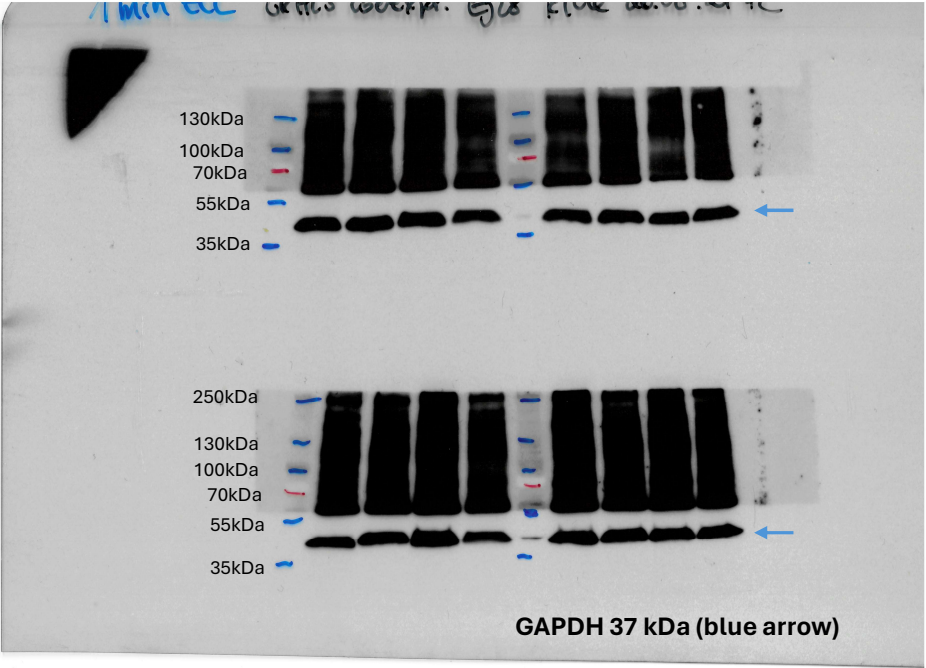

Original for documentation

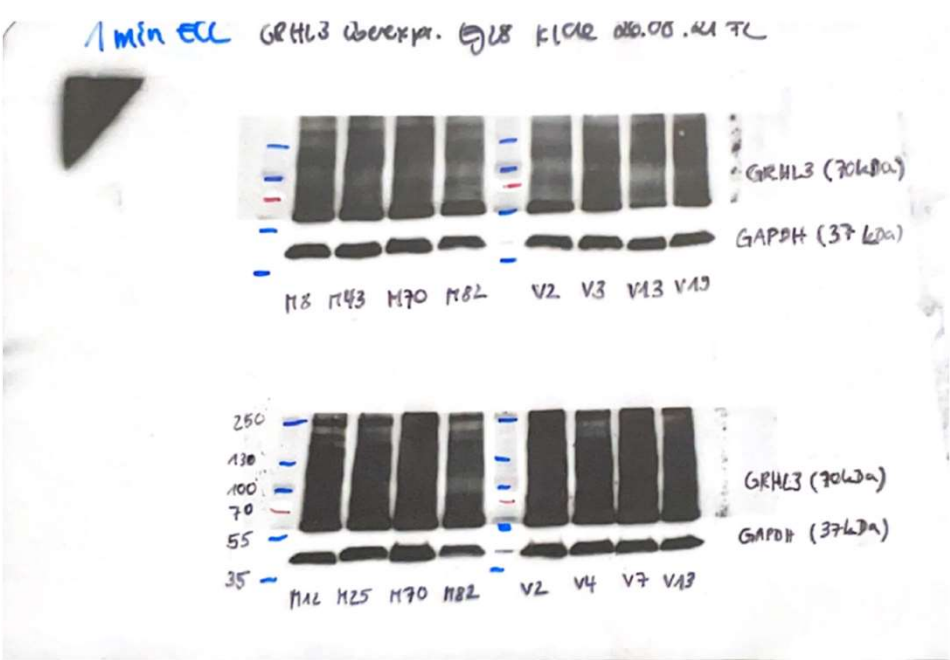

left  
M#12 M#25 M#70 M#82

right  
V#2 V#4 V#7 V#13

# SCaBER WB image #1: GRHL3

Original as presented in the manuscript

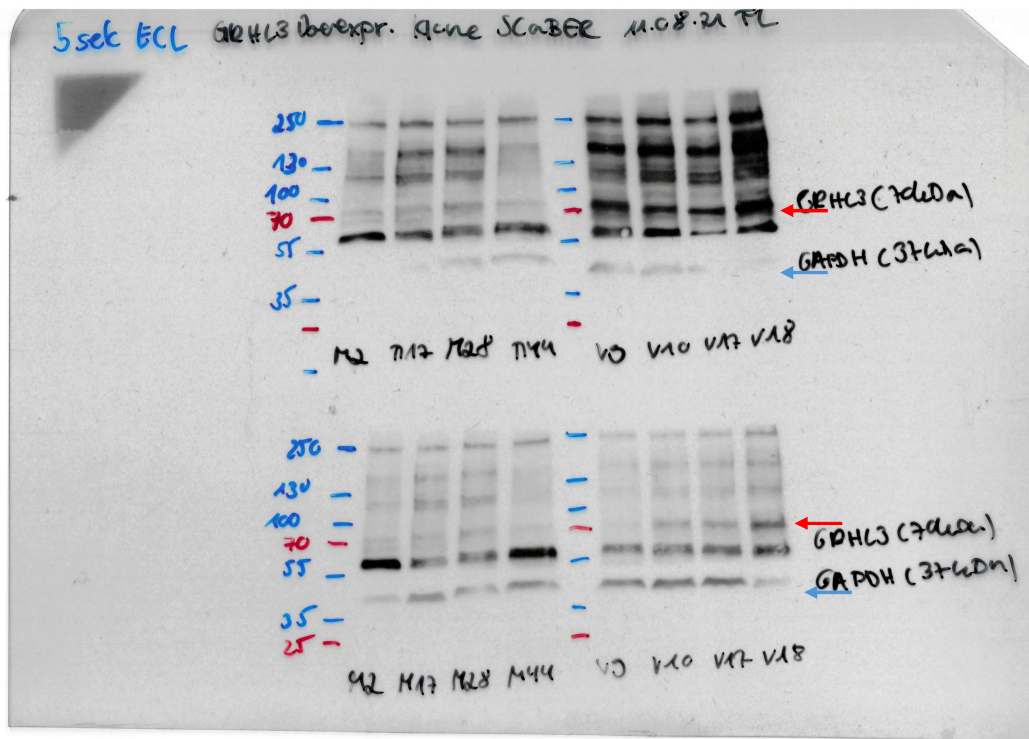

left  
M#2 M#17 M#28 M#44

right  
V#9 V#10 V#17 V#18

GRHL3 70 kDa (red arrow)

GAPDH 37 kDa (blue arrow)

# SCaBER WB image #2: GAPDH

Original as presented in the manuscript

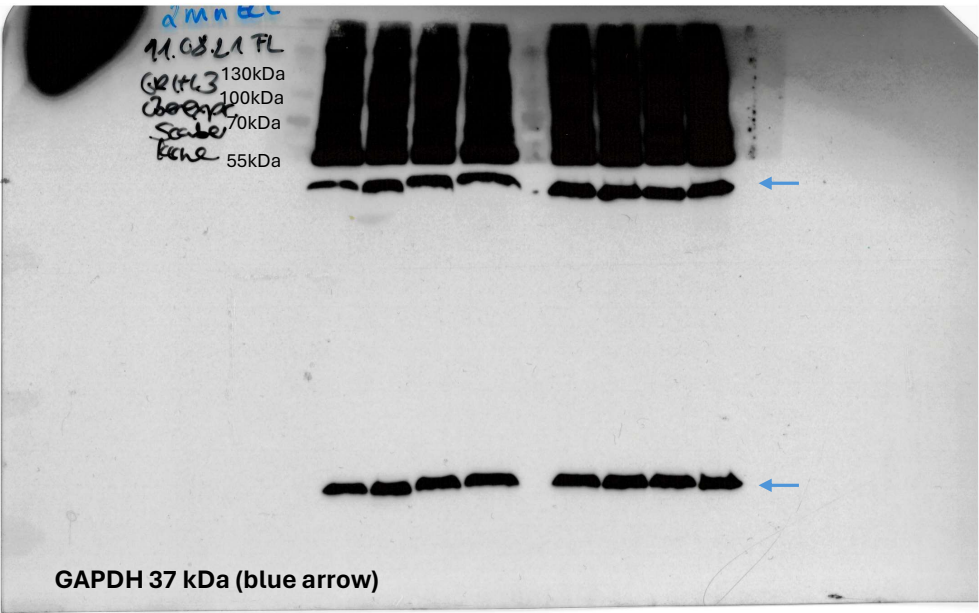

left  
M#2 M#17 M#28 M#44

right  
V#9 V#10 V#17 V#18

Original for documentation

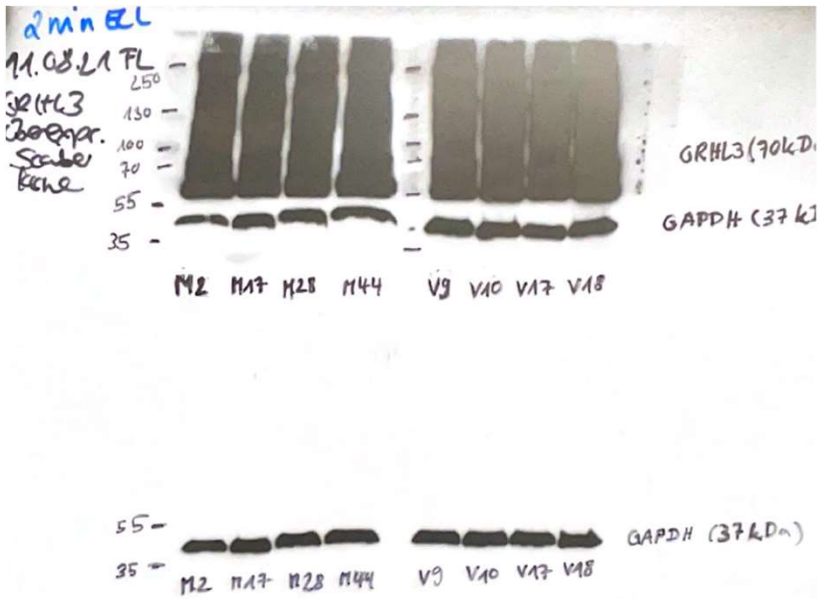

55 -  
35 -  
M#2 M#17 M#28 M#44 V#9 V#10 V#17 V#18  
GAPDH (37 kDa)

# SCaBER/Ej28 WB images after Rho-pulldown (see Figure 5)

SCaBER

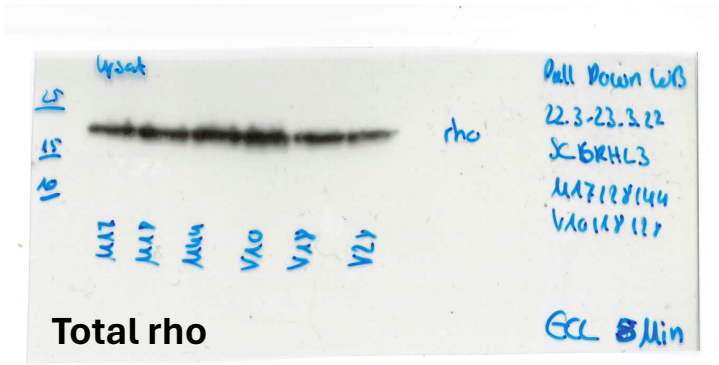

Ej28

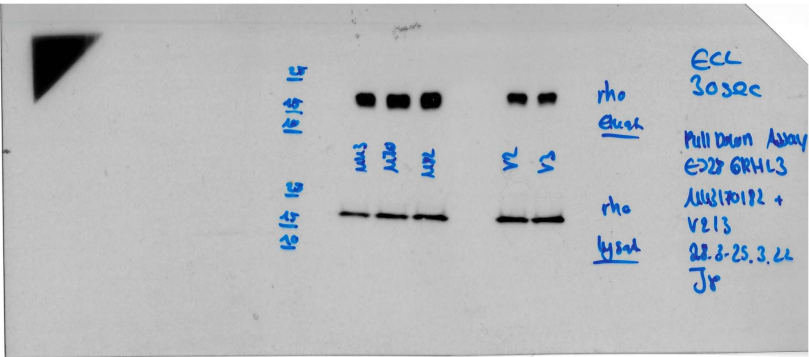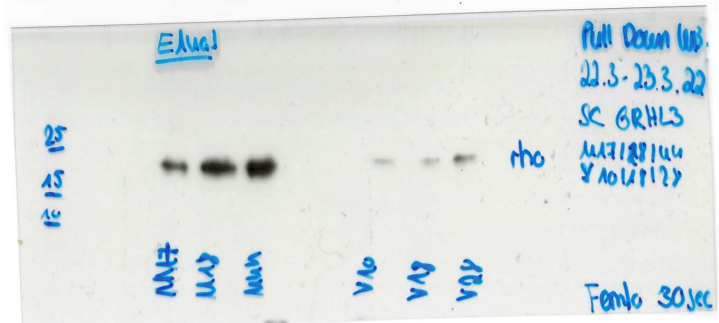

Original as presented in the manuscript

Different transient batches of J82 cells:  
GRHL3 and empty vector (mock) transfections

## J82 WB images

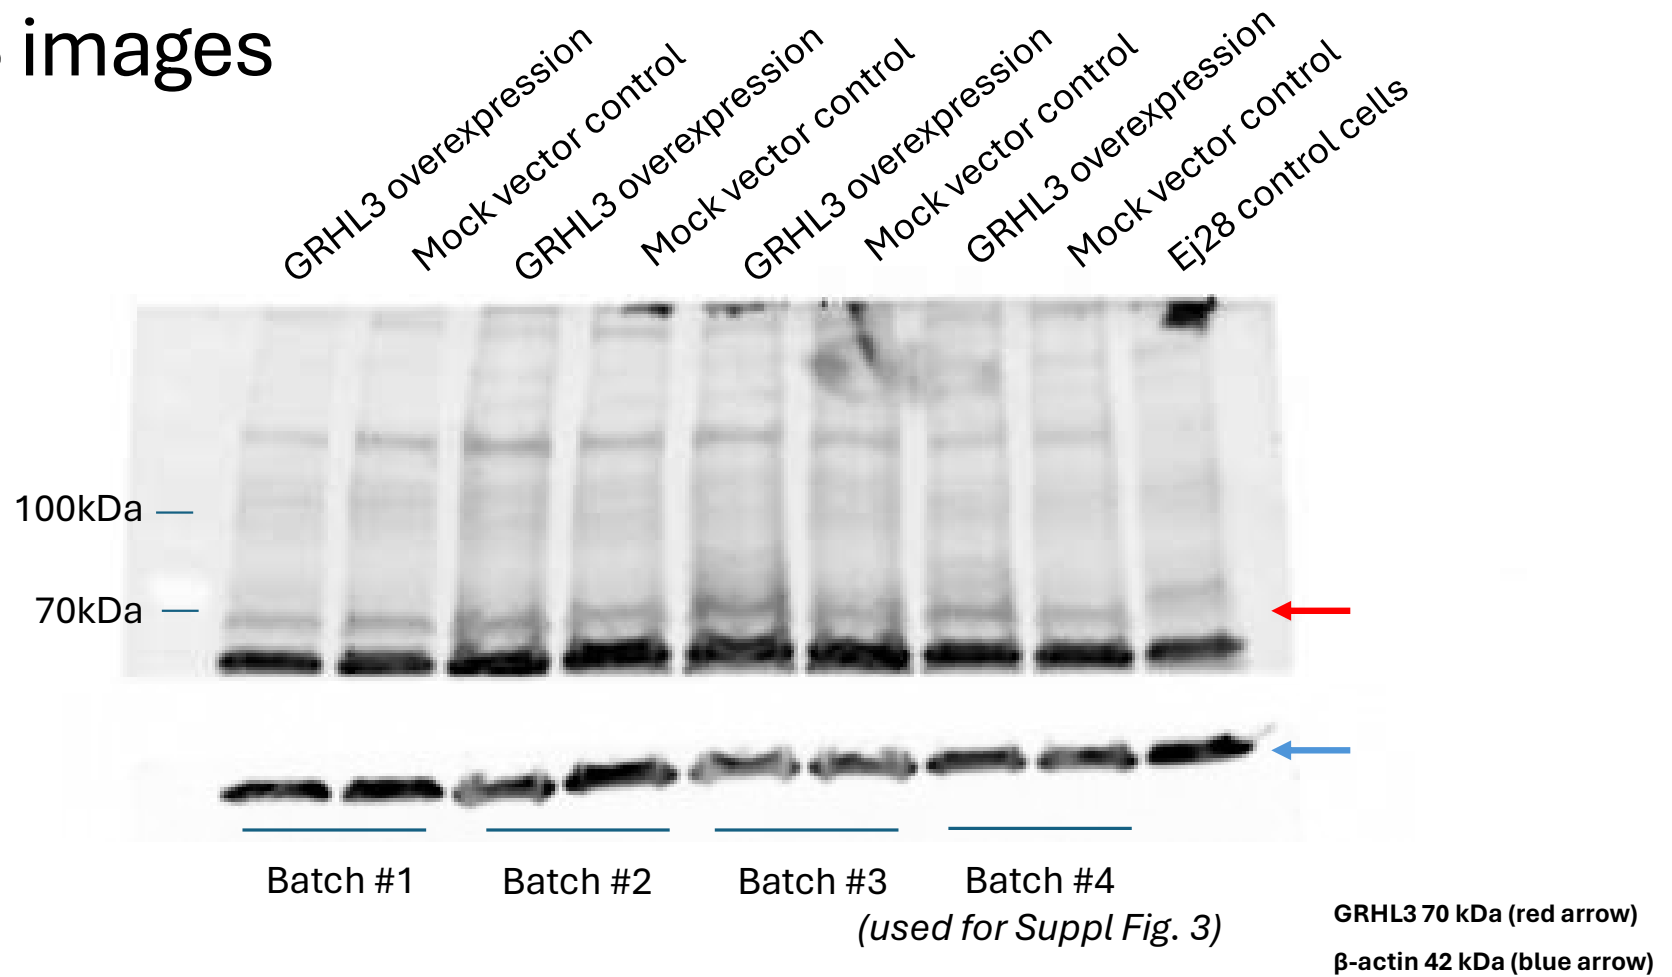

**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

**Supplementary Figures 2-7:**

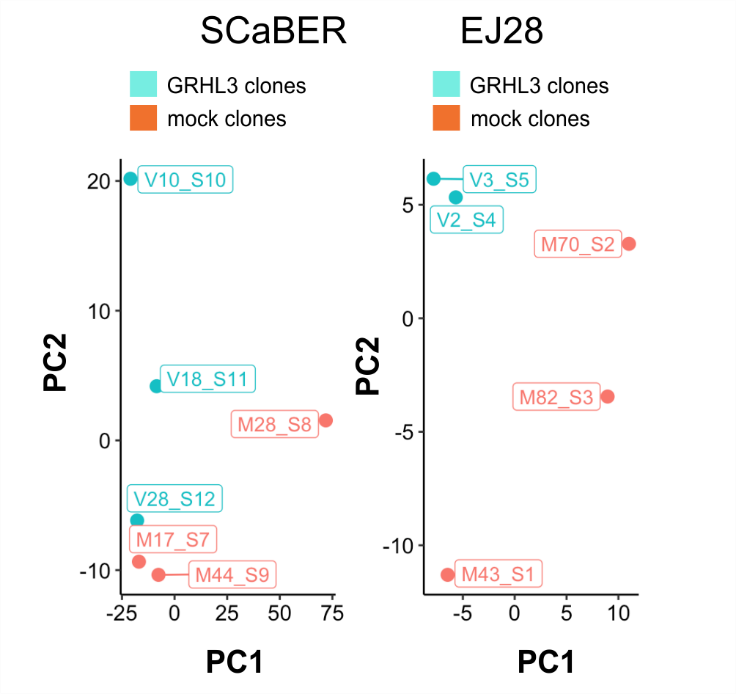

**Supplementary Figure 2. Principal component analysis (PCA) of transcriptomic data sets.** PCA plots were generated by VST (variance stabilizing transformation), normalized for all genes excluding genes with count lower than 5 in all samples which were filtered out.

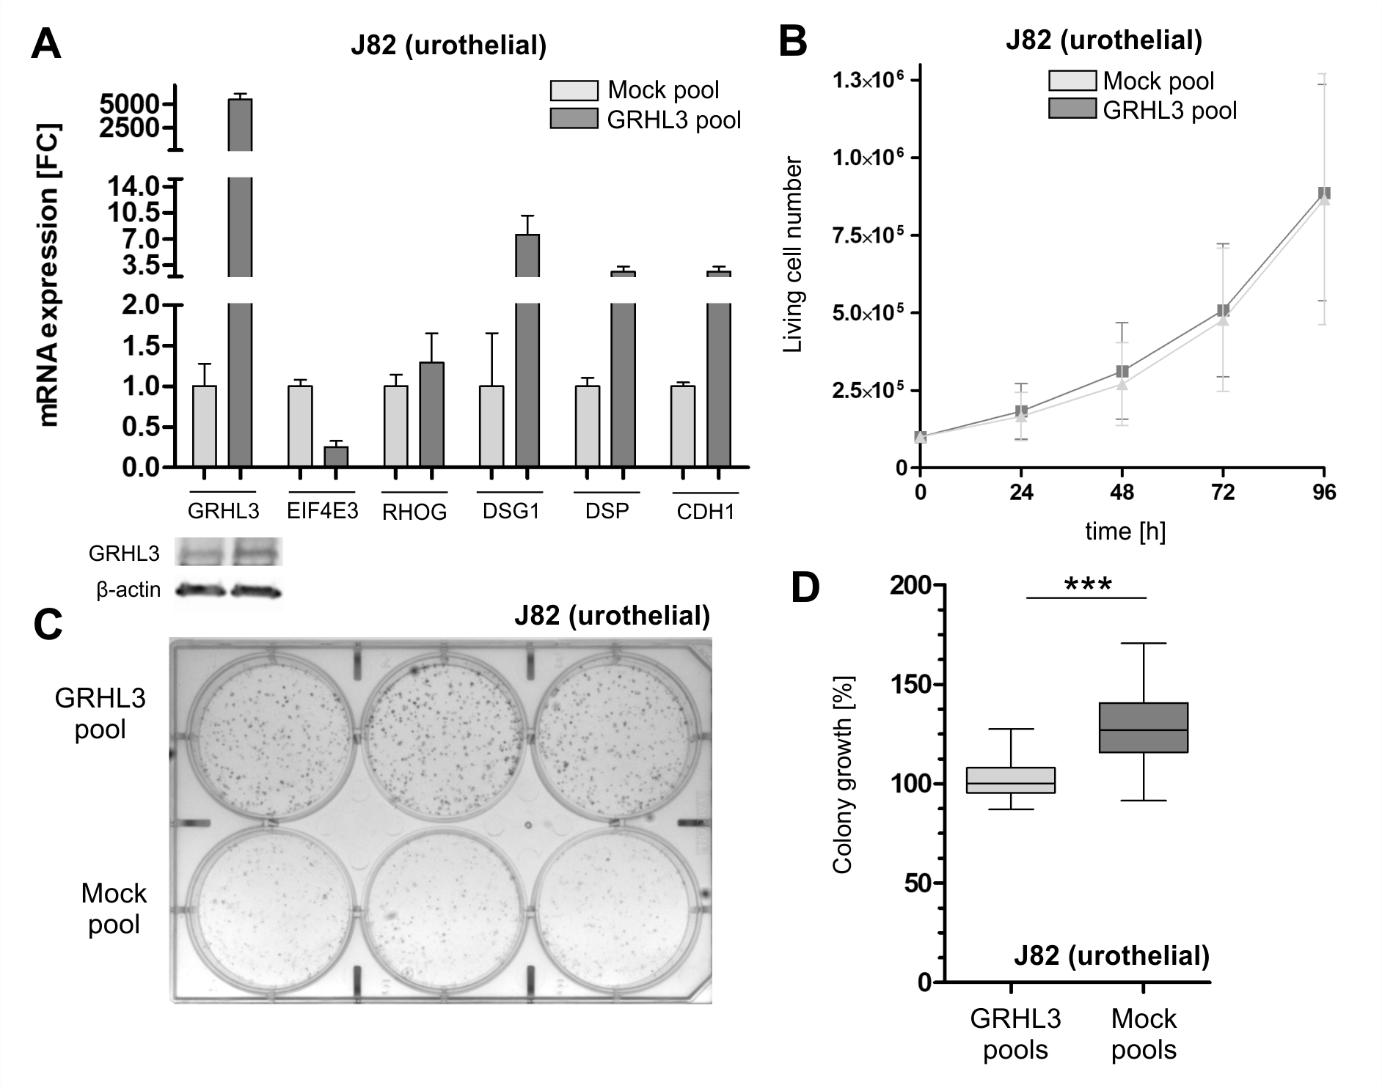

**Supplementary Figure 3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells.** **(A)** GRHL3 overexpression and putative targets genes in J82 cell line. *Top*: Relative *GRHL3* mRNA expression and target genes (*EIF4E, RHOG, DSG1, DSP, CDH1*) based on real-time PCR comparing mock and stable GRHL3 J82 pools. *Bottom*: Immunoblotting confirms GRHL3 (70 kDa) protein expression in stable GRHL3 J82 pools. β-actin expression served as loading control. **(B)** Short-term cell count assay (n = 4 independent assays) did not show differences in cell proliferation due to GRHL3 expression. **(C-D)** Colony formation assay (n = 5 independent CFAs). (C) Representative colony formation assay of J82 mock and GRHL3 pools. (D) Box plot analyses of colony formation of J82 GRHL3 pools compared to mock pools. ****p < 0.001*. Horizontal lines: grouped medians. Boxes: 25 – 75% quartiles. Vertical lines: range, maximum and minimum.

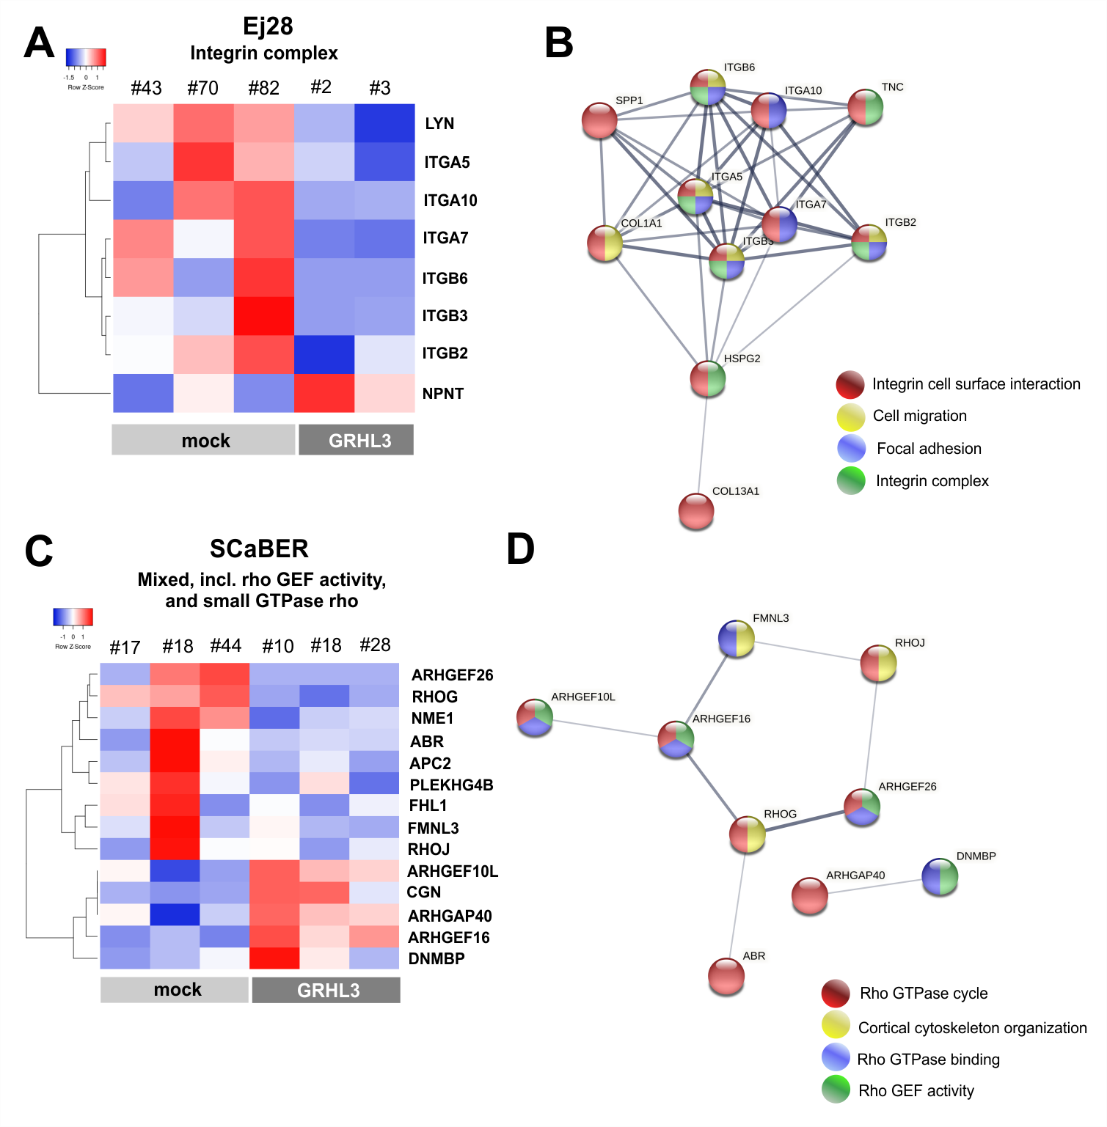

**Supplementary Figure 4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A-B) and in actin cytoskeleton in SCaBER clones (C-D).** Heatmaps (A, C) highlight mRNA expression of gene sets in analyzed single cell clones of the urothelial and squamous in vitro models. Prediction of putative interaction networks for integrin-mediated cell adhesion (B) and actin cytoskeleton (D) are visualized based on gene sets of heatmaps using the string database.

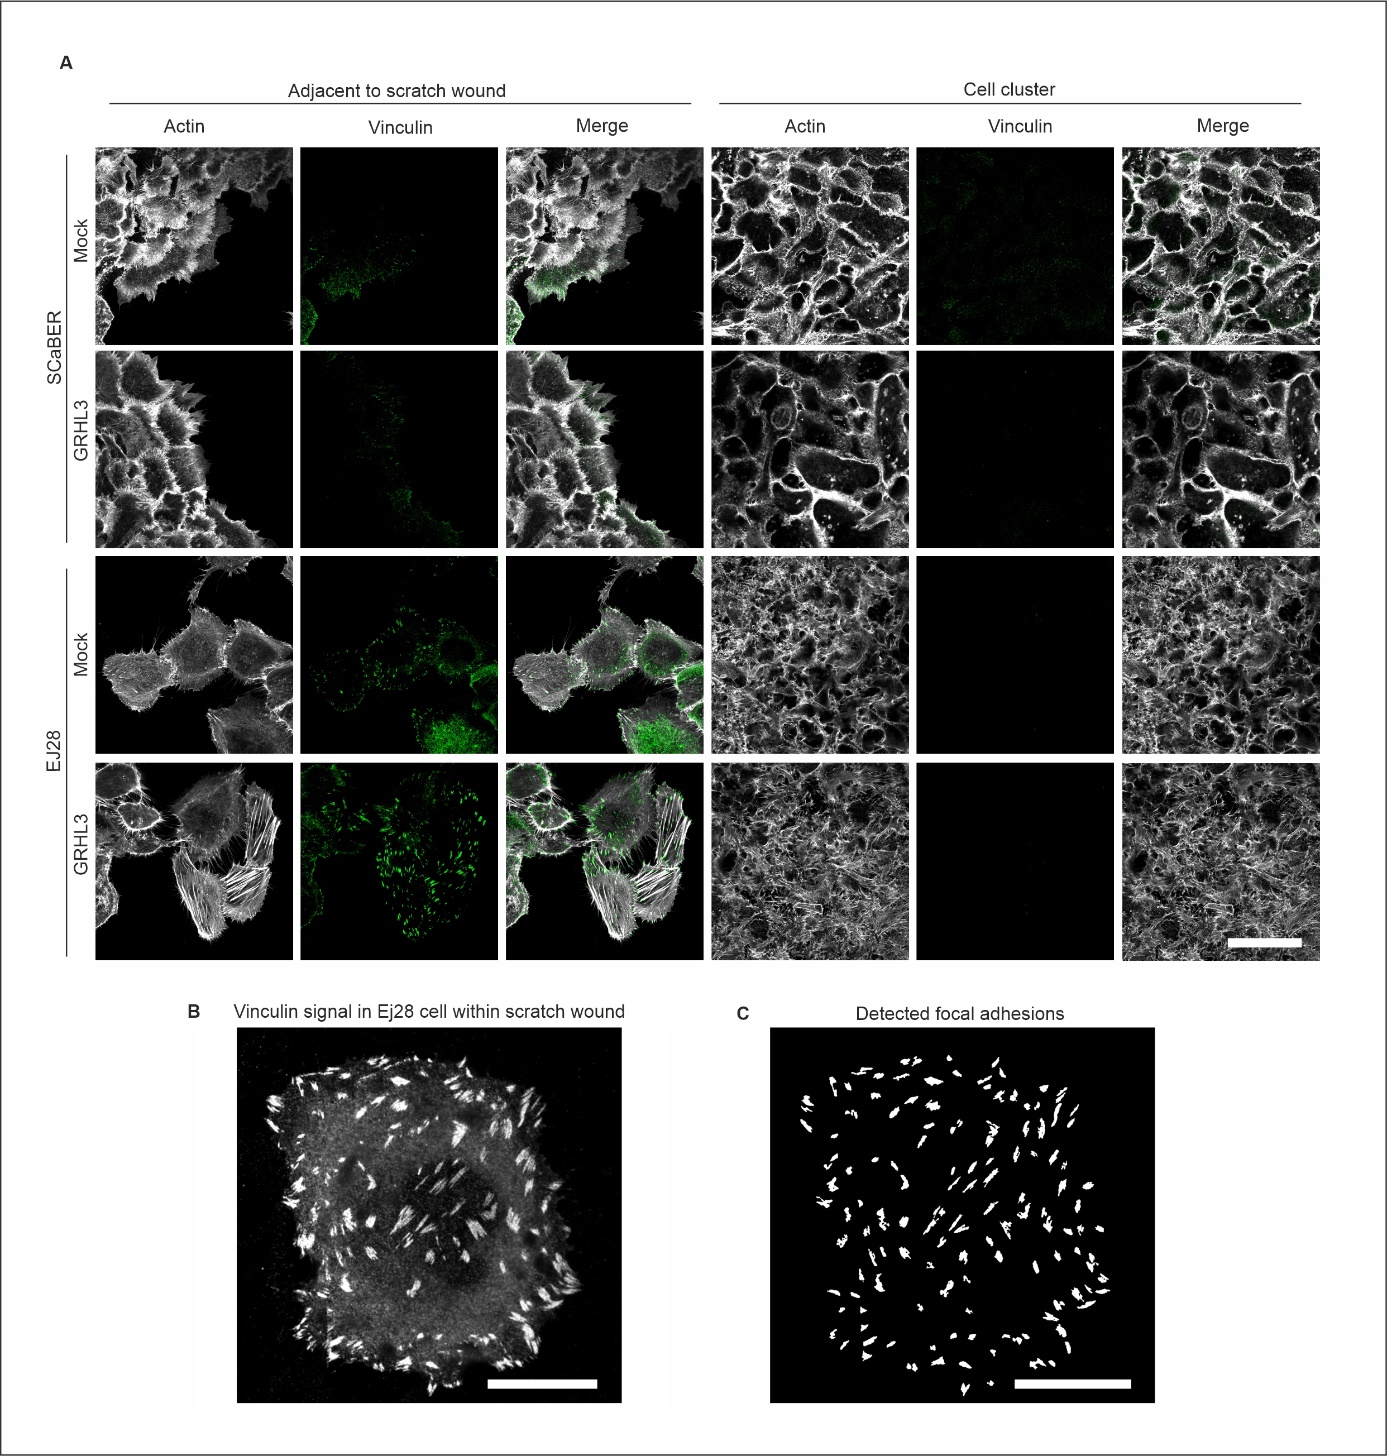

**Supplementary Figure 5:** Epithelial cell-matrix adhesion pattern in GRHL3 expressing SCaBER and EJ28 cells. Cells were fixed and immunostained 16 hours after a scratch wound was applied to confluent cell layers. **(A)** The representative confocal images demonstrate focal adhesion (vinculin, green) formation and co-localization with the actin cytoskeleton (phalloidin, white) at areas of unaffected cell clusters and the edge of the applied scratch Scale bar = 50 µm. **(B)** Micrograph illustrates a single EJ28 cell used to automatically detect and quantify (cf. Figure 5B) focal adhesion number, size and intensity per cell (vinculin, white). **(C)** Corresponsive focal adhesion pattern extracted from the vinculin signal in (B). Scale bars = 20 µm.

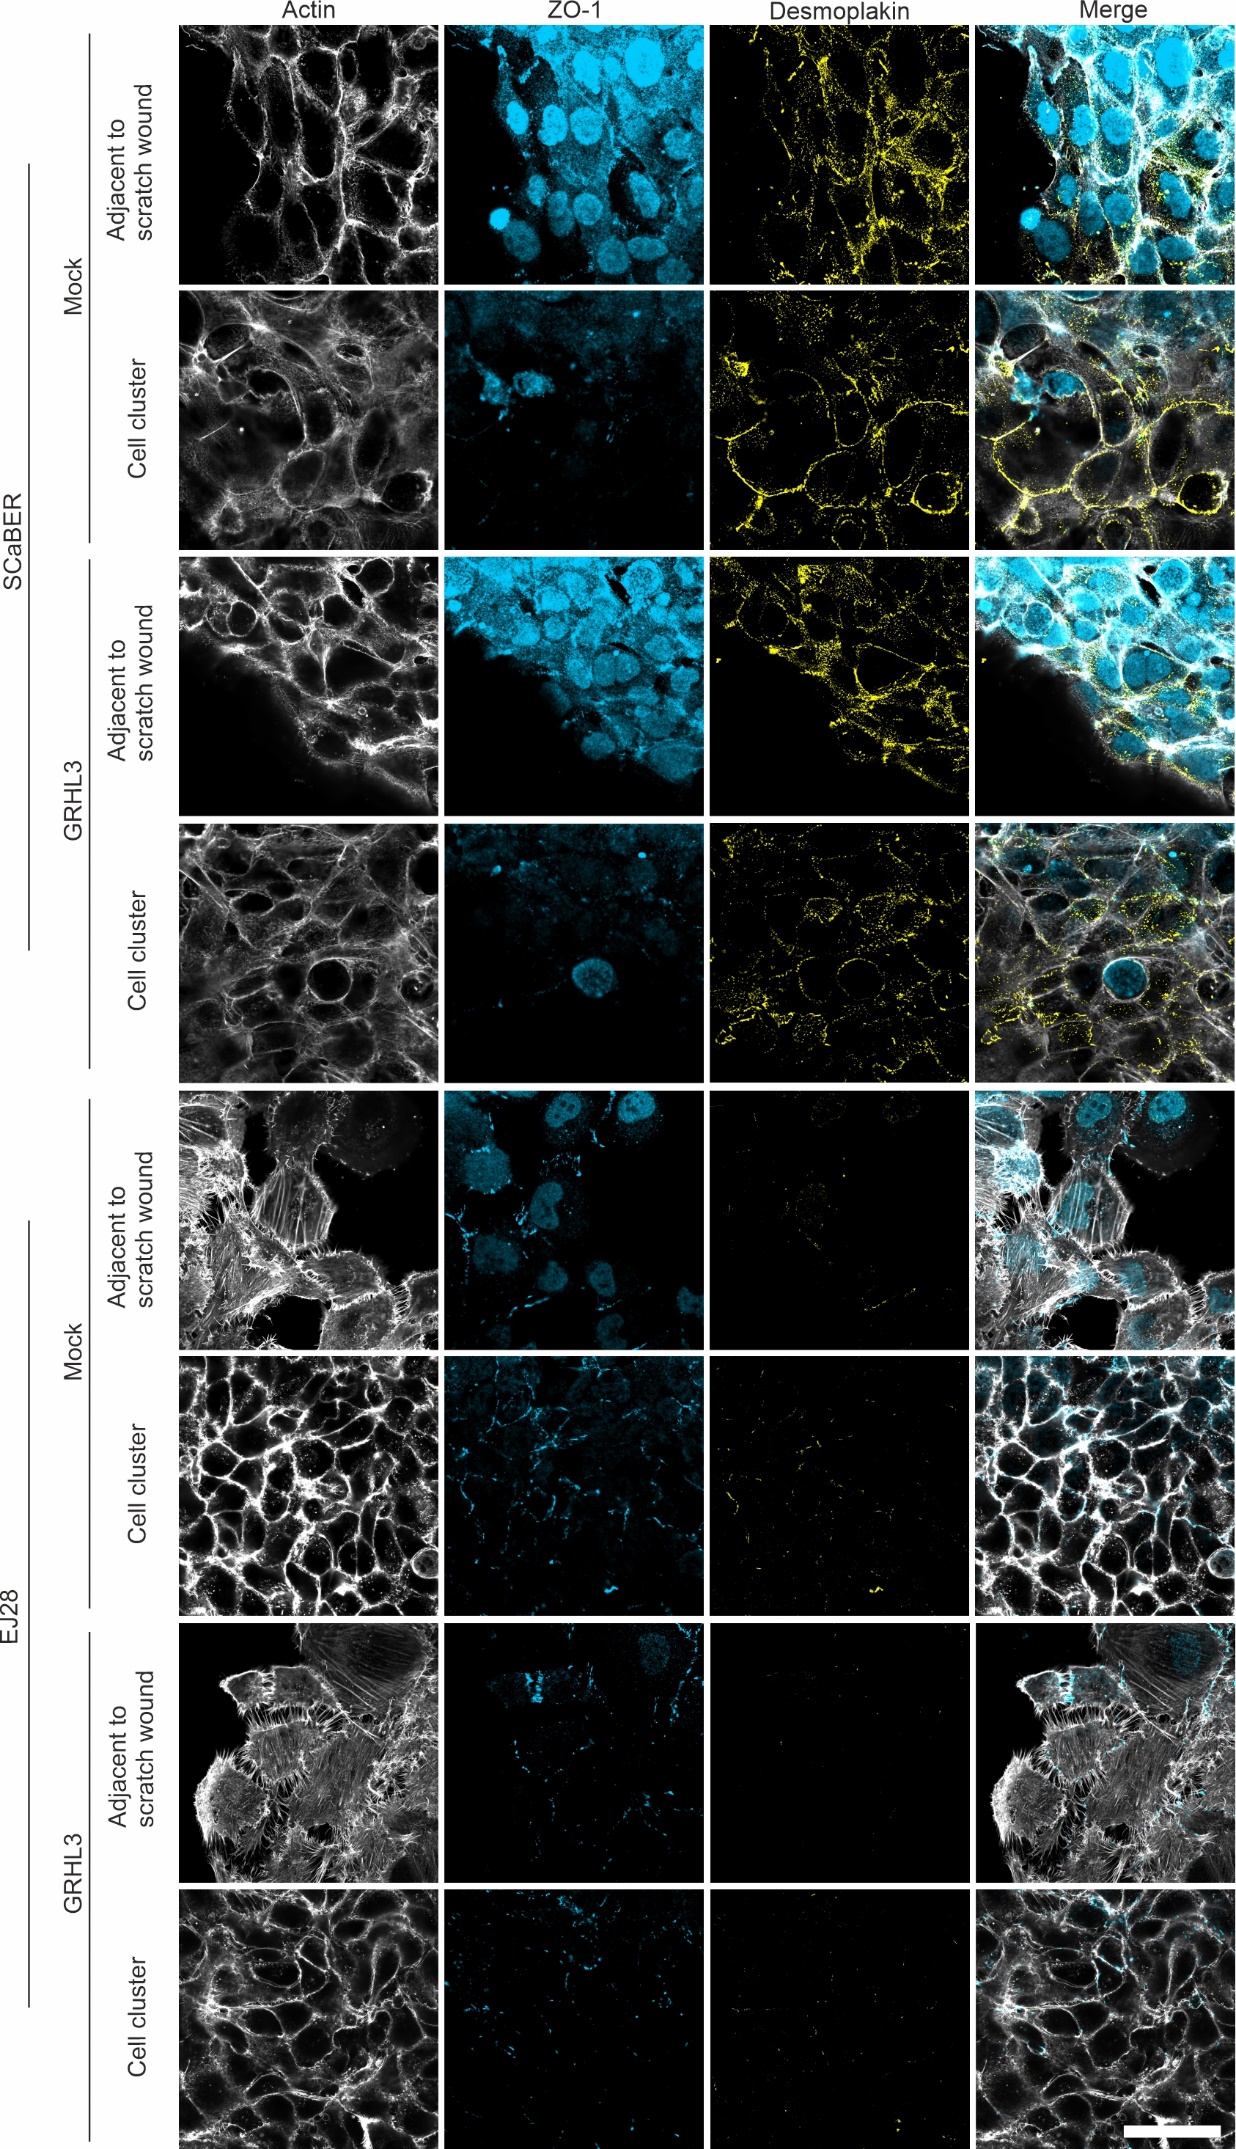

**Supplementary Figure 6:** Epithelial cell-cell adhesion pattern in GRHL3 expressing SCaBER and EJ28 cells. Cells were fixed and immunostained 16 hours after a scratch wound was applied to confluent cell layers. Representative confocal images demonstrate tight junctions (ZO-1, cyan) and desmosomes (desmoplakin, yellow) in conjunction with the actin cytoskeleton (phalloidin, white) at areas of unaffected cell clusters and the edge of the applied scratch. Scale bar = 50 µm.

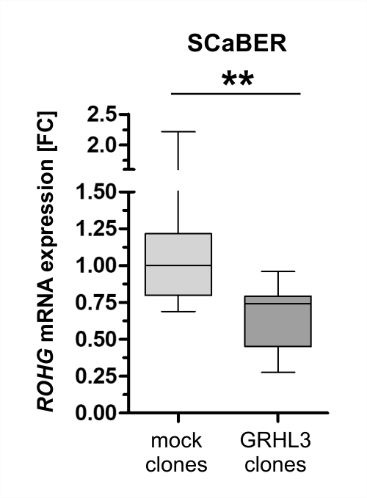

**Supplementary Figure 7:** GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Inverse regulation between *GRHL3* and *RHOG* mRNA expression in SCaBER single cell clones expressing GRHL3 (each n = 5) compared to control mock clones (each n = 4) using qPCR.

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

**Supplementary Table 1:** Clinico-pathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study.

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

**Supplementary Table 2:** Clinico-pathological parameters of patients with non-muscle-invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study.

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

**Supplementary Table 3:** Primer sequences and PCR conditions

**Table 3.1:** Primer sequences for RNA analyses

| Gene | Orientation | Primer sequences  5’ 🡪 3’ | Annealing temperature | Product size |  |
| --- | --- | --- | --- | --- | --- |
| *GAPDH* | fwd  rev | GAAGGTGAAGGTCGGAGTCA  AATGAAGGGGTCATTGATGG | 60  56 | 20  20 |  |
| *GRHL3* | fwd  rev | AGAGTGTGGTGATGGTTGTCT  TGCTCCACAGTGTTGAAGTT | 59  56 | 21  20 |  |
| *RHOG* | fwd  rev | GTCCAGAAGAGAGAGGAGGC  GATGAGCAGGCACGTCTTG | 60  60 | 20  19 |  |

**Table 3.2:** Mastermix for qPCR

| Substances | Volume [µl] |
| --- | --- |
| iQ5 SYBR-Green PCR Mix | 5 |
| Primer Mix:  10 µl Primer rev [10M]  10 µl Primer fwd [10M]  80 µl H_2_O | 0.5 |
| DNase/RNase free H_2_O | 3,5 |
| over all | **9** |

PCR-reaction volume of 10 µl over all, consisting of 9 µl Mastermix and 1 µl cDNA.

**Table 3.3:** Cycle-Conditions of qPCR

| Cycle | Repetitions | Time | Temperature [°C] |
| --- | --- | --- | --- |
| 1 | 1 | 30 sec | 95,0 |
| 2 | 40 | 5 sec | 95,0 |
| 3 | 40 | 30 sec | Tm |
| 4 | 1 | 5 sec | 65,0 |
| 5 | 1 | 0,5°C/cycle | 95,0 |
| 6 | 1 | hold | 4,0 |

**Table 3.4:** Mastermix for cDNA synthesis

| Substances | Volume [µl] |
| --- | --- |
| MgCl_2_ [25 mM] | 4 |
| Reverse Transkriptase Puffer [10x] | 2 |
| Oligo-dT Nukleotide [500 g/l] | 1 |
| dNTP-Mix [10 mM] | 2 |
| Random Primer | 1 |
| AMV-Reverse Transkriptase | 0.6 |
| RNase-Inhibitor [40 U/l] | 0.5 |

**Table 3.5:** Cycle-Conditions of cDNA-Synthesis

| Cycle | Time | Temperature [°C] |
| --- | --- | --- |
| 1 | 10 | 70 |
| 🡪 adding Mastermix after incubation of 10 min | | |
| 2 | 10 | 25 |
| 3 | 15 | 42 |
| 4 | 5 | 95 |
| 5 | 5 | 4 |

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

| **Supplementary Table 4:** | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Clinico-pathological parameters in relation to *GRHL3* expression of UC in patient cohort** | | | | | | |
|  |  |  |  |  |  |  |
|  | | **GRHL3 expression^b^** | | | |  |
|  | | **n**^a^ | **low** | **high** | **p-value**^c^ | **Spearman r** |
| ***Parameter:*** | | | | |  |  |
| Gender | | | | |  |  |
|  | female | 8 | 1 | 8 | 0.375 | -0.136 |
|  | male | 30 | 7 | 22 |  |  |
| Tumor stage^d^ | |  |  |  |  |  |
|  | pT1-pT2 | 17 | 8 | 9 | **0.004** | 0.489 |
|  | pT3-pT4 | 20 | 1 | 19 |  |  |
| Grading^d^ | |  |  |  |  |  |
|  | G2 | 1 | 0 | 1 | 0.763 | -0.092 |
|  | G3 | 37 | 9 | 28 |  |  |
| pN status^d^ | |  |  |  |  |  |
|  | pN negative | 9 | 1 | 8 | 0.692 | -0.033 |
|  | pN positive | 15 | 2 | 13 |  |  |
| NAC^e^ | |  |  |  |  |  |
|  | no | 13 | 0 | 13 | 0.065 | -0.570 |
|  | yes | 5 | 2 | 3 |  |  |
| ^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; ^e^Neoadjuvant chemotherapy (NAC); Significant p-values are marked in bold face. | | | | | | |
|  |  |  |  |  |  |  |

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

| **Supplementary Table 5:** | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Clinico-pathological parameters in relation to *GRHL3* expression of sq-BLCA in patient cohort** | | | | | | |
|  |  |  |  |  |  |  |
|  | | **GRHL3 expression^b^** | | | |  |
|  | | **n**^a^ | **low** | **high** | **p-value**^c^ | **Spearman r** |
| ***Parameter:*** | | | | |  |  |
| Gender | | | | |  |  |
|  | female | 47 | 10 | 37 | 0.222 | 0.129 |
|  | male | 21 | 7 | 14 |  |  |
| Tumor stage^d^ | |  |  |  |  |  |
|  | pT1-pT2 | 22 | 5 | 17 | 0.506 | -0.040 |
|  | pT3-pT4 | 38 | 10 | 28 |  |  |
| Grading^d^ | |  |  |  |  |  |
|  | G2 | 22 | 8 | 14 | 0.149 | 0.166 |
|  | G3 | 43 | 9 | 34 |  |  |
| pN status^d^ | |  |  |  |  |  |
|  | pN negative | 22 | 5 | 17 | 0.443 | -0.089 |
|  | pN positive | 13 | 4 | 9 |  |  |
| NAC^e^ | |  |  |  |  |  |
|  | no | 39 | 11 | 28 | 1.000 | -0.029 |
|  | yes | 3 | 1 | 2 |  |  |
| ^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; ^e^Neoadjuvant chemotherapy (NAC); Significant p-values are marked in bold face. | | | | | | |
|  |  |  |  |  |  |  |

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

| **Supplementary Table 6:** | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Clinico-pathological parameters in relation to GRHL3 expression of UC in patient cohort** | | | | | | |
|  |  |  |  |  |  |  |
|  | | **GRHL3 expression IRS^b^** | | | |  |
|  | | **n**^a^ | **low** | **high** | **p-value**^c^ | **Spearman r** |
| ***Parameter:*** | | | | |  |  |
| Gender | | | | |  |  |
|  | female | 15 | 10 | 5 | 0.375 | 0.142 |
|  | male | 48 | 24 | 24 |  |  |
| Tumor stage^d^ | |  |  |  |  |  |
|  | pT1-pT2 | 30 | 7 | 23 | 0.106 | -0.230 |
|  | pT3-pT4 | 31 | 14 | 17 |  |  |
| Grading^d^ | |  |  |  |  |  |
|  | G2 | 5 | 0 | 5 | 0.162 | -0.209 |
|  | G3 | 56 | 20 | 36 |  |  |
| pN status^d^ | |  |  |  |  |  |
|  | pN negative | 29 | 6 | 23 | 0.066 | -0.285 |
|  | pN positive | 21 | 10 | 11 |  |  |
| NAC^e^ | |  |  |  |  |  |
|  | no | 44 | 6 | 38 | 0.391 | -0.135 |
|  | yes | 3 | 1 | 2 |  |  |
| Age | |  |  |  |  |  |
|  | <77.98 | 51 | 19 | 32 | 0.516 | 0.101 |
|  | >77,99 | 12 | 3 | 9 |  |  |
| ^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; ^e^Neoadjuvant chemotherapy (NAC); Significant p-values are marked in bold face. | | | | | | |
|  |  |  |  |  |  |  |

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

| **Supplementary Table 7:** | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Clinico-pathological parameters in relation to GRHL3 expression of NMIBC in patient cohort** | | | | | | |
|  |  |  |  |  |  |  |
|  | | **GRHL3 expression IRS^b^** | | | |  |
|  | | **n**^a^ | **low** | **high** | **p-value**^c^ | **Spearman r** |
| ***Parameter:*** | | | | |  |  |
| Gender | | | | |  |  |
|  | female | 11 | 8 | 3 | **0.004** | 0.320 |
|  | male | 84 | 22 | 62 |  |  |
| Tumor stage^d^ | |  |  |  |  |  |
|  | pTa | 88 | 27 | 61 | 1.000 | -0.007 |
|  | pT1 | 19 | 6 | 13 |  |  |
| Grading^d^ | |  |  |  |  |  |
|  | G2 | 35 | 17 | 18 | **0.008** | 0.268 |
|  | G3 | 72 | 16 | 56 |  |  |
| LG/HG^d^ | |  |  |  |  |  |
|  | LG | 8 | 5 | 3 | 0.104 | 0.195 |
|  | HG | 99 | 28 | 71 |  |  |
| ^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; Significant p-values are marked in bold face. | | | | | | |
|  |  |  |  |  |  |  |

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

| **Supplementary Table 8:** | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Clinico-pathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC)** | | | | | | |
|  |  |  |  |  |  |  |
|  | | **GRHL3 expression IRS^b^** | | | |  |
|  | | **n**^a^ | **low** | **high** | **p-value**^c^ | **Spearman r** |
| ***Parameter:*** | | | | |  |  |
| Gender | | | | |  |  |
|  | female | 13 | 13 | 18 | 0.130 | 0.123 |
|  | male | 135 | 37 | 98 |  |  |
| Tumor stage^d^ | |  |  |  |  |  |
|  | pTa | 90 | 27 | 63 | 0.879 | -0.018 |
|  | pT1 | 23 | 5 | 18 |  |  |
|  | pT2 | 22 | 7 | 15 |  |  |
|  | pT3 | 28 | 10 | 18 |  |  |
|  | pT4 | 14 | 4 | 10 |  |  |
| Grading^d^ | |  |  |  |  |  |
|  | G2 | 41 | 17 | 24 | 0.077 | 0.146 |
|  | G3 | 132 | 34 | 98 |  |  |
| LG/HG^d^ | |  |  |  |  |  |
|  | LG | 9 | 6 | 3 | **0.021** | 0.238 |
|  | HG | 100 | 27 | 73 |  |  |
| ^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; Significant p-values are marked in bold face. | | | | | | |
|  |  |  |  |  |  |  |

# Supplementary material for: Dual role of GRHL3 in bladder carcinogenesis depending on histological subtypes
**Source:** Mol Oncol. 2024 Mar 2;18(6):1397–416. doi: 10.1002/1878-0261.13623
**Supplement:** Supplementary file 1 — Fig. S1. Raw data and uncropped images of western blots presented in Figs 3, 5, and Fig. S3. Fig. S2. Principal component analysis (PCA) of transcriptomic data sets. Fig. S3. GRHL3 overexpression affects colony formation in urothelial J82 cancer cells. Fig. S4. Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A, B) and in actin cytoskeleton in SCaBER clones (C, D). Fig. S5. Epithelial cell–matrix adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S6. Epithelial cell–cell adhesion pattern in GRHL3‐expressing SCaBER and EJ28 cells. Fig. S7. GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Table S1. Clinicopathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study. Table S2. Clinicopathological parameters of patients with non‐muscle‐invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study. Table S3. Primer sequences and PCR conditions. Table S3.1. Primer sequences for RNA analyses. Table S3.2. Mastermix for qPCR. Table S3.3. Cycle conditions of qPCR. Table S3.4. Mastermix for cDNA synthesis. Table S3.5. Cycle conditions of cDNA synthesis. Table S4. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S5. Clinicopathological parameters in relation to GRHL3 expression of sq‐BLCA in patient cohort. Table S6. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort. Table S7. Clinicopathological parameters in relation to GRHL3 expression of NMIBC in patient cohort. Table S8. Clinicopathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC). Table S9. Gene set enrichment analyses of GRHL3‐expressing clones. Table S10. GRHL3 regulated differential expressed gene (DEG) set (adjusted P ≤ 0.05) identified in EJ28 clones. Table S11. GRHL3 regulated differential expresse

# Supporting Information

# Supplementary Tables:

**Supplementary Table 1:** Clinico-pathological parameters of patients with urinary bladder cancer (n = 264) of the archive of the Institute of Pathology RWTH Aachen analyzed in this study.

**Supplementary Table 2:** Clinico-pathological parameters of patients with non-muscle-invasive bladder cancer (NMIBC; n = 107 cases, n = 46 patients) analyzed in this study.

**Supplementary Table 3:** Primer sequences and PCR conditions

**Table 3.1:** Primer sequences for RNA analyses

**Table 3.2:** Mastermix for qPCR

PCR-reaction volume of 10 µl over all, consisting of 9 µl Mastermix and 1 µl cDNA.

**Table 3.3:** Cycle-Conditions of qPCR

**Table 3.4:** Mastermix for cDNA synthesis

**Table 3.5:** Cycle-Conditions of cDNA-Synthesis

**Supplementary Table 4:** Clinico-pathological parameters in relation to *GRHL3* expression of UC in patient cohort.

^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; ^e^Neoadjuvant chemotherapy (NAC); Significant p-values are marked in bold face.

**Supplementary Table 5:** Clinico-pathological parameters in relation to *GRHL3* expression of sq-BLCA in patient cohort.

^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; ^e^Neoadjuvant chemotherapy (NAC); Significant p-values are marked in bold face.

**Supplementary Table 6:** Clinico-pathological parameters in relation to GRHL3 expression of UC in patient cohort.

^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; ^e^Neoadjuvant chemotherapy (NAC); Significant p-values are marked in bold face.

**Supplementary Table 7:** Clinico-pathological parameters in relation to GRHL3 expression of NMIBC in patient cohort.

^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; Significant p-values are marked in bold face.

**Supplementary Table 8:** Clinico-pathological parameters in relation to GRHL3 expression of UC in patient cohort (NMIBC and MIBC)

^a^Only patients with primary bladder cancer were included; ^b^dichotomized at 25% quartile; ^c^Fisher’s exact test; ^d^According to WHO 2004 classification; Significant p-values are marked in bold face.

**Supplementary Table 9:** Gene set enrichment analyses of GRHL3 expressing clones

**Supplementary Table 10:** GRHL3 regulated differential expressed gene (DEG) set (adjusted p ≤ 0.05) identified in EJ28 clones

**Supplementary Table 11:** GRHL3 regulated differential expressed gene (DEG) set (adjusted p ≤ 0.05) identified in SCaBER clones

**Supplementary Figures:**

**Supplementary Figure 1:** Raw data and uncropped images of western blots presented in Figure 3, 5 and Supplementary Figure 3.

**Supplementary Figure 2: Principal component analysis (PCA) of transcriptomic data sets.** PCA plots were generated by VST (variance stabilizing transformation), normalized for all genes excluding genes with count lower than 5 in all samples which were filtered out.

**Supplementary Figure 3: GRHL3 overexpression affects colony formation in urothelial J82 cancer cells.** **(A)** GRHL3 overexpression and putative targets genes in J82 cell line. *Top*: Relative *GRHL3* mRNA expression and target genes (*EIF4E, RHOG, DSG1, DSP, CDH1*) based on real-time PCR comparing mock and stable GRHL3 J82 pools. *Bottom*: Immunoblotting confirms GRHL3 (70 kDa) protein expression in stable GRHL3 J82 pools. β-actin expression served as loading control. **(B)** Short-term cell count assay (n = 4 independent assays) did not show differences in cell proliferation due to GRHL3 expression. **(C-D)** Colony formation assay (n = 5 independent CFAs). **(C)** Representative colony formation assay of J82 mock and GRHL3 pools. **(D)** Box plot analyses of colony formation of J82 GRHL3 pools compared to mock pools. ****p< 0.001*. Horizontal lines: grouped medians. Boxes: 25 – 75% quartiles. Vertical lines: range, maximum and minimum.

**Supplementary Figure 4: Visualization of enrichment of gene sets involved in integrin complexation in urothelial EJ28 (A-B) and in actin cytoskeleton in SCaBER clones (C-D).** Heatmaps **(A, C)** highlight mRNA expression of gene sets in analyzed single cell clones of the urothelial and squamous in vitro models. Prediction of putative interaction networks for integrin-mediated cell adhesion **(B)** and actin cytoskeleton **(D)** are visualized based on gene sets of heatmaps using the string database.

**Supplementary Figure 5:** Epithelial cell-matrix adhesion pattern in GRHL3 expressing SCaBER and EJ28 cells. Cells were fixed and immunostained 16 hours after a scratch wound was applied to confluent cell layers. **(A)** The representative confocal images demonstrate focal adhesion (vinculin, green) formation and co-localization with the actin cytoskeleton (phalloidin, white) at areas of unaffected cell clusters and the edge of the applied scratch Scale bar = 50 µm. **(B)** Micrograph illustrates a single EJ28 cell used to automatically detect and quantify (cf. Figure 5B) focal adhesion number, size and intensity per cell (vinculin, white). **(C)** Corresponsive focal adhesion pattern extracted from the vinculin signal in **(B)**. Scale bars = 20 µm.

**Supplementary Figure 6:** Epithelial cell-cell adhesion pattern in GRHL3 expressing SCaBER and EJ28 cells. Cells were fixed and immunostained 16 hours after a scratch wound was applied to confluent cell layers. Representative confocal images demonstrate tight junctions (ZO-1, cyan) and desmosomes (desmoplakin, yellow) in conjunction with the actin cytoskeleton (phalloidin, white) at areas of unaffected cell clusters and the edge of the applied scratch. Scale bar = 50 µm.

**Supplementary Figure 7:** GRHL3 causes downregulation of RHOG in squamous bladder cancer cells. Inverse regulation between *GRHL3* and *RHOG* mRNA expression in SCaBER single cell clones expressing GRHL3 (each n = 5) compared to control mock clones (each n = 4) using qPCR. Horizontal lines: grouped medians. Boxes: 25 - 75% quartiles. Vertical lines: range, maximum and minimum. ***p < 0.01.*

How the deposited data were processed for this re-analysis (not part of the article)

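RNA-seq was analysed for 11 single-cell clones of the bladder cancer cell lines EJ28 and SCaBER, carrying a GRHL3 vector or an empty vector (mock), with 2 GRHL3-expressing and 3 mock clones in EJ28 and 3 of each in SCaBER. The clones of a group are independent clones of 1 line, so the spread between them holds clonal differences, and the lines were grown in different media. By the paper's methods and the submitters' processing notes, libraries were made with a directional mRNA kit, reads went through the nf-core RNA-seq pipeline and were trimmed with Trim Galore 0.6.7 and aligned with STAR 2.7.9a to GRCh38, genes were assigned with featureCounts and transcripts quantified with Salmon 1.5.2.

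The authors deposited 1 table of estimated counts per gene, not normalized, with a column for each clone, and the fractional values have the form that Salmon gives. They were rounded to whole numbers. The table has 55522 genes by versioned Ensembl identifier, of which 55217 have a name and 44 are second copies of pseudoautosomal genes, which were kept as genes of their own. Columns were matched to clones by their names and every column of values belonged to 1 of the 11 clones. Library totals ran from 10926675 to 17648117 counts, and a gene with a few counts per library has a counting error as large as many of the differences reported.

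Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, within each line, GRHL3-expressing against mock clones, with TMM scaling, filterByExpr with a minimum count of 10, robust dispersion and Benjamini-Hochberg adjustment at 0.05. The SE of a log2 fold change is its size divided by the square root of the F statistic. Counts of genes in both lines were set beside the product of both lists' sizes over the genes tested in both. The difference between the lines in the response to GRHL3 and that between the mock clones came from 1 fit of all 11 libraries. CPM levels use TMM factors, and log2 CPM, for an alternative to the principal components, a prior count of 2. Principal components used variance stabilized counts of the 500 most variable genes after genes under 5 counts in all libraries of the line were left out. Ratios of pooled counts carry exact 95% intervals that cover counting error only.

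Gene lists numbered 32, of which 2 are not reported here and the others are for EMT and its transcription factors, integrin subunits, collagen receptors, focal adhesion, extracellular matrix, actin cytoskeleton, myosins, junctions, squamous, urothelial and basal differentiation, reported GRHL targets, cap binding, the ATF4 response, cell cycle, growth arrest, the BCL2 family, sterol synthesis, HOX genes, RNA polymerase II regulators, Mediator, chromatin, NF-kB, other cell types, mitochondrial and ribosomal genes, and histones. The lists, the rule for named genes and the alternatives were written before the data were examined, but after Tables S10 and S11 had been read, and the EMT list was written from memory of the hallmark set. A list is therefore not independent of the paper's tables where it holds genes from them. Lists with at least 3 tested genes were compared with all other genes by camera (limma 3.58.1) with a preset correlation of 0.01, and p were adjusted over all 60 pairs of list and line. Camera with an estimated correlation, fry and a camera test without regard to direction were run beside it. Genes at 0 in one group occurred in 6 of the 60 pairs of list and line. Setting them at the bound that 3 counts over the group allow moved no list's median, which so few genes could hardly move.

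The rule for named genes took every gene the paper names for these models or draws in Fig. S4 (1 is not reported here), genes past the threshold without overlap of the clones (at most 10 in each direction), up to 4 members of each list with the smallest p, and for the difference between the lines the 5 with the smallest p in each direction. As few genes passed, list members with the smallest unadjusted p are named, which was decided after the values were seen. The alternatives were DESeq2 1.42.0, limma-voom, RLE and library size scaling, a filter of 5 counts in 1 library, no filter, a joint fit, the earlier form of the quasi-likelihood test, and leaving out each clone in turn. DESeq2 without the library labelled SCaBER mock clone 28, the overlap of both lines at an unadjusted p under 0.05 without it and camera on the difference between the lines were added after the data were seen.

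The tests were tested on simulated counts drawn from the means and totals of these libraries and edgeR's dispersions, with 50 genes at each fold change. At a 4-fold change edgeR called 46% of the changed genes in EJ28, 20% in SCaBER and 50% in SCaBER without the library labelled SCaBER mock clone 28, and at a 16-fold change 94%, 74% and 86%. Of the 13396, 13340 and 14004 genes simulated for these comparisons, the unchanged genes called numbered 16, 8 and 10, and by DESeq2 73, 51 and 56. DESeq2 called 18, 29, 43 and 48 of 50 changed genes at 2-, 4-, 8- and 16-fold in EJ28. The numbers were 3, 22, 41 and 47 in SCaBER, and 5, 37, 43 and 44 without the library labelled SCaBER mock clone 28. Unchanged genes thus made up a larger share of the calls than the adjusted p threshold allows, in these counts more so by DESeq2 than by edgeR. As the dispersions were edgeR's own, this does not rank edgeR and DESeq2. The DESeq2 calls given here are subject to this error, whose size in the real data is not known. In each comparison, camera with the preset correlation called 3 of 3 shifted lists and 0 of 27 unshifted lists. With an estimated correlation it called 3, 2 and 0 of the shifted lists. Counts drawn from means and totals carry no correlation between genes of a list, so these calls do not test the preset correlation. In the real data the estimated correlation ran from −0.318 (endothelial markers, EJ28) to 0.886 (mitochondrially encoded genes, SCaBER). The binding site in EIF4E3 was located by an exact match of its 21 bases on both strands of GRCh38, and gene positions come from the annotation of that build. The enrichment results of Table S9, the RT-qPCR, functional, J82 and patient data were not analysed here.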

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

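The tests on the library labelled SCaBER mock clone 28, the tests on genes missing from the table, the splits of clones for DEG and the camera tests of the difference between the lines were chosen after the results were seen, whereas the tests on the ATF4 list and the splits for gene lists were set before.

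The response to GRHL3 differed between the lines, by camera on the difference in 1 fit of all libraries, for 11 gene lists (adjusted p from 4.84e-09 to 0.0415). As median of SCaBER minus EJ28 on the log2 scale, it was higher in SCaBER for squamous differentiation (2.69), basal keratinocyte markers (1.61), reported GRHL targets (1.03), epithelial junctions (0.46), HOX genes (0.41), urothelial differentiation (0.38), NF-kB and inflammatory genes (0.22) and RNA polymerase II regulators (0.07). In the EJ28 fit 4, 8 and 13 genes of the first 3 of these lists passed the count filter, against 34, 20 and 30 in the fit of all libraries. For most of their genes the EJ28 side of the difference therefore rests on counts below that filter. The response was lower in SCaBER for sterol synthesis (−0.93), mitochondrially encoded genes (−0.51) and cell cycle genes (−0.29). With an estimated correlation none was called, with an adjusted p of 0.316 for sterol synthesis and from 0.504 to 0.702 for the other 10 lists. Without the library labelled SCaBER mock clone 28, 7 lists passed, and among them were 4 of these 11, with differences of −0.77 for sterol synthesis, −0.77 for mitochondrial genes, 0.54 for urothelial differentiation and 0.79 for NF-kB genes, and the lists of actin (−0.22) and ribosomal proteins (−0.18). With an estimated correlation none of these 7 was called (adjusted p from 0.363 to 0.736).

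Lists outside the integrin, actin and transcription terms that the paper's text gives for its RNA-seq data were called in EJ28 with medians of −0.70 for the ATF4 and amino acid response, 0.35 for sterol synthesis, −0.43 for replication-dependent histones, −0.90 for NF-kB and inflammatory genes, 0.93 for fibroblast markers and −0.30 for urothelial differentiation. In SCaBER such medians were 1.42 for squamous differentiation, −0.53 for sterol synthesis, 0.71 for basal keratinocyte markers, 0.50 for epithelial junctions, −0.44 for the ATF4 response, −0.31 for cell cycle, −0.47 for mitochondrially encoded genes and 0.57 for urothelial differentiation. The paper stains junction proteins in these clones and names urothelial differentiation as background. With an estimated correlation none of these was called (adjusted p from 0.427 to 0.797). Without the library labelled SCaBER mock clone 28 the SCaBER lists of basal markers, junctions, cell cycle and urothelial differentiation were not called (medians 0.14, 0.10, −0.16 and 0.34, adjusted p = 0.394, 0.0582, 0.236 and 0.192). In EJ28 the call ended without GRHL3-expressing clone 2 or mock clone 70 or 82 for NF-kB genes (adjusted p = 0.256, 0.121 and 0.299), without GRHL3-expressing clone 3 or mock clone 43 or 82 for histones (0.731, 0.675 and 0.0718), without GRHL3-expressing clone 2 or mock clone 43 for fibroblast markers (0.371 and 0.294) and without any clone but mock clone 70 for urothelial differentiation (0.071 to 0.192). In SCaBER it ended without GRHL3-expressing clone 18 or mock clone 17 or 44 for mitochondrial genes (0.136 to 0.329), without mock clone 44 for cell cycle (0.0701) and without GRHL3-expressing clone 10 for urothelial differentiation (0.0525).

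The library labelled SCaBER mock clone 28 correlated better with the EJ28 libraries than with the SCaBER libraries. All 38 genes expressed in the other libraries of 1 line alone (100%) lay nearer the EJ28 mean in it, which goes with RNA of EJ28 cells under this label. Of these genes 36 were SCaBER-only, and they would be low in any library without SCaBER RNA. The 2 EJ28-only genes, PAX2 and PPP1R9A, stood at 31.6% and 68.6% of their EJ28 mean. The library correlated at 0.937 to 0.955 with the EJ28 libraries, which correlated at 0.963 to 0.978 with each other. SCaBER-only genes stood at a median of 2.27% of their level in the other SCaBER libraries. This argues against mostly SCaBER RNA with a smaller part of EJ28 RNA. In the EJ28 libraries that median was from 0 to 0.172%, so a small part of SCaBER RNA in this library is not excluded. Of the 5 EJ28 libraries 0 lay nearer SCaBER, which argues against an exchange with any of them. Of 4 measures of depth and RNA quality 0 lay outside the range of the other 10 libraries, which argues against low depth or RNA quality. A wrong label and an exchange with a clone outside these 11 stay open, and no biological explanation was tested. The paper authenticated its cell lines by SNP typing, checked GRHL3 in its clones by PCR and western blot and shows mock clone 28 as a SCaBER clone in the wound healing and actin images of Figs 4A and 5A, measures that go with the label but do not settle where this library came from, and its Fig. S2 also shows 1 SCaBER library apart from the rest.

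Genes that most cells express highly, such as FTL and JUN, are missing from the table used here, or nearly so, such as EEF1A1. Of genes with 1 annotated transcript, 27.2% were present where the transcript identifier carries a version above 1, against 97.8% at version 1, which is consistent with a loss of transcripts with a later version before the values were summed per gene. A filter on low counts is argued against by the 27198 genes with a total of 0 in the table. Single genes went the other way, as JUN, with 2 transcripts at version 1, was missing and PHLDA1, with 0, held 149646 counts. The versions come from the annotation used here, which need not be the authors'. Levels of genes with several transcripts may therefore leave out part of their RNA, and the comparison between clones would then rest on the transcripts that were kept.

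Of the 46 ATF4 and amino acid response genes tested in EJ28, 40 had a negative log2 fold change. Without each mock clone in turn the median was −0.56 or lower, with all libraries thinned to the lowest total it was −0.76, and over the split of mock clones 70 and 82 against the other 3 clones it was 0.09, values that argue against 1 mock clone, the depth of the GRHL3 libraries and that spread of the clones as the cause. A lower ATF4 response with GRHL3 stays a hypothesis. It rests on 2 GRHL3-expressing clones, its adjusted p was 0.506 with an estimated correlation, and the split of mock clones 43 and 82 against the other 3 gave a median of 0.61.

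In SCaBER the real split called 0 genes by edgeR, with 532 at an unadjusted p under 0.05 and 23 by DESeq2, and the highest other split called 0 (1029 at an unadjusted p under 0.05). With 0 genes in the real split all 10 of 10 splits call as many whatever the data, so this comparison says nothing about chance. For the mock clones of both lines the real split called 1884 genes and the highest other 9 (1 of 10 splits as large), and for gene lists in SCaBER the real split called 11 and the highest other 9 (1 of 10). With 10 splits a share under 0.05 is not possible. In EJ28, with 2 clones against 3, the real split called 2 genes, and the split of mock clones 70 and 82 against the rest called 40, which points to a structure among the EJ28 clones. For gene lists in EJ28 the real split called 7, and other splits called as many or more, with 9 for GRHL3-expressing clone 2 and mock clone 82 against the rest, 8 for mock clones 43 and 82 and 7 for mock clones 70 and 82.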

How the results depend on the processing

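No paired analysis was possible because the clones are independent and no pairing of GRHL3-expressing with mock clones is stated. Clone number 28 occurs in both SCaBER groups but is not stated to mark a pair. The DESeq2 fits without the library labelled SCaBER mock clone 28 and the camera tests of the difference between the lines were chosen after seeing the data. Without 1 GRHL3-expressing EJ28 clone that group has 1 clone, which is assumed to vary like the mock clones. Counting error and the spread between clones limit what these depths show: the biological coefficient of variation was 0.342 in EJ28, 0.581 in SCaBER and 0.432 in SCaBER without that library.

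The count of DEG in EJ28 was 2 with RLE and with library size scaling and 3 without a filter. It was 142 by DESeq2, 0 by limma-voom, 0 in the joint fit, 0 with the earlier quasi-likelihood test, 1 with a filter of 5 counts in 1 library, and from 0 (without GRHL3-expressing clone 3 or mock clone 82) to 3 (without mock clone 43) leaving out 1 clone. In SCaBER it was 23 by DESeq2, 81 by DESeq2 without the library labelled SCaBER mock clone 28, from 0 to 3 (without that library, by edgeR) leaving out 1 clone, and 0 in all other settings. The difference between the lines gave 22 genes by DESeq2, 54 by DESeq2 without that library, and from 0 to 1 (without EJ28 mock clone 43) leaving out 1 clone. The difference between the mock clones gave 3091 genes by DESeq2, 72 by limma-voom, 6826 by DESeq2 without that library, and from 2 (without EJ28 mock clone 43) to 6611 (without that library) leaving out 1 clone. The overlap of DEG was 1 by DESeq2, 1 by DESeq2 without that library, and 0 elsewhere. GRHL3 in SCaBER passed with DESeq2 (log2 fold change 6.35) and with DESeq2 without that library (6.02). The correlation of fold changes ran from −0.08 (without GRHL3-expressing EJ28 clone 2) to 0.01. Leaving out a clone leaves fewer clones to test, and for the other changes the cause was not tested.

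Gene lists called numbered 18 over both lines, 7 in EJ28 and 11 in SCaBER. With an estimated correlation they were 0, 0 and 0, and with fry 1, 1 and 0 (urothelial differentiation in EJ28). They were 16 to 17 under other scalings and filters and 14 to 18 leaving out 1 clone. Camera on the difference between the lines called 11, and 7 without the library labelled SCaBER mock clone 28. Without regard to direction 10 lists were called, and from 5 (without GRHL3-expressing EJ28 clone 2) to 18 (without EJ28 mock clone 70) leaving out 1 clone. In EJ28 these ran from 3 to 14 without the same 2 clones, and in SCaBER from 2 to 6 (without that library), 7 without a filter and 1 with fry's mixed test. Ribosomal proteins in EJ28 turned direction, with medians from −0.16 (without GRHL3-expressing clone 3) to 0.09 (without clone 2, adjusted p = 0.00501). The first principal component in EJ28 held 34.8% with log2 CPM, 35.7% with all genes and from 43.3% to 50.5% leaving out 1 clone, and in SCaBER from 39.2% (without that library) to 88.2%. The causes were not tested.

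Over single named genes, 298 results under all alternatives kept their direction and side of the threshold 4070 times, gained the call 64 times, lost it 38 times, and changed sign 61 times where neither value was called and 0 times where one was. The 60 list results, read by the direction of camera and not of the median, stayed 547 times, gained the call 17 times, lost it 72 times, and changed direction 52 times where neither was called and 1 time where one was.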

Differences from the paper's values

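The paper's numbers of DEG are 263 in EJ28 and 86 in SCaBER at an adjusted p of 0.05 from its DESeq2 fit, and the values here were 2 and 0 from edgeR at the same threshold. The paper names featureCounts and Salmon without stating which gave the counts of that fit. Those counts may therefore differ from the deposited values tested here, and whether this accounts for the differences in this section was not tested. The paper's text gives 174 lower and 69 higher genes in EJ28, and its Table S10 holds 89 higher genes, where the values here were 1 lower and 1 higher. The 174 and 69 of the text do not add up to its total of 263, whereas 174 and the 89 of Table S10 do. In SCaBER the paper gives 37 lower and 49 higher genes, and the values here were 0 and 0. The paper's overlap of both lines is 3 genes and the value here was 0. Of the alternatives set before the data were examined, DESeq2 alone came within 1.5 times of one of these values. It called 50 genes higher in EJ28 against the 69 of the text, but was not that near the 89 of Table S10. The other alternatives did not reach any of the paper's values, and DESeq2 called 142 and 23 genes in all, with an overlap of 1. An alternative chosen after seeing the values, DESeq2 without the library labelled SCaBER mock clone 28, called 81 genes in SCaBER (58 higher, 23 lower), but 24 of the paper's 86 genes were among them and 62 were not.

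The paper's log2 fold change of BMF in SCaBER in Table S11 is 3.40 (SE 0.72) and the value here was 6.53 (SE 0.68), and it differed under every alternative set before the data were examined (from 6.05 to 7.23).

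Directions matched for most genes of the paper's tables. The paper selected these genes as significant in the same clones, so such matches are largely given in advance and are no independent check. Of 250 genes of Table S10 that were tested here, 249 had the paper's direction, 216 an unadjusted p under 0.05, 92 were called by DESeq2 and 1 by edgeR. Of 75 genes of Table S11 tested, 75 had the paper's direction, 70 an unadjusted p under 0.05, 19 were called by DESeq2 and 0 by edgeR. Among the 3 genes the paper finds in both lines, DESeq2 called EIF4E3 in EJ28 (adjusted p = 0.0041) and BMF and TMEM98 in SCaBER (5.54e-15 and 0.0498), and edgeR called TMEM98 in SCaBER without the library labelled SCaBER mock clone 28. RHOG in SCaBER was called by DESeq2 (adjusted p = 0.00312) with and without that library.

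The paper reports enrichment of EMT genes and of integrin complexes. With a direction neither list was called over all clones in either line. The paper chose its gene sets without regard to direction and by unadjusted p, whereas calls here use adjusted p. By camera without regard to direction, both lists were called in EJ28 (adjusted p = 0.0374 and 0.00143) and neither in SCaBER (0.178 and 0.332). Their unadjusted p from that test were 0.0056 and 7.16e-05 in EJ28 and 0.0654 and 0.166 in SCaBER. The mixed test of fry called neither in EJ28 (adjusted p = 0.127 and 0.222) or in SCaBER (0.40 and 0.495). The EJ28 call of EMT genes ended without GRHL3-expressing clone 2 (0.236) and that of integrin subunits without GRHL3-expressing clone 2 or 3 or mock clone 82 (0.0771, 0.0848 and 0.252), and EMT genes in SCaBER passed without GRHL3-expressing clone 10 or mock clone 44 (0.0215 and 0.0437). With a direction EMT genes passed in EJ28 without mock clone 82 and in SCaBER without GRHL3-expressing clone 18, mock clone 44 or the library labelled SCaBER mock clone 28, and integrin subunits passed in EJ28 without mock clone 43. The paper also reports enrichment of collagen receptor activity, of the myosin complex in SCaBER and of chromatin binding in EJ28. Camera with a direction did not call the lists here for these terms over all clones. The medians were −0.18 in EJ28 and −0.28 in SCaBER for collagen receptors, −0.11 for myosins and 0.02 for chromatin regulators, and collagen receptors passed in EJ28 without mock clone 43 (adjusted p = 0.000817). The mixed test of fry called chromatin regulators in EJ28 (adjusted p = 0.0424). It did not call collagen receptors in EJ28 or SCaBER (0.40 and 0.495) or myosins in SCaBER (0.346). Camera without regard to direction called none of these lists. Its unadjusted p were 0.052 and 0.202 for collagen receptors in EJ28 and SCaBER, 0.0137 for myosins and 0.383 for chromatin regulators. These lists are not the gene sets the paper used. Its actin cytoskeleton in SCaBER and RNA polymerase II regulation in EJ28 were called here with a direction, both lower in GRHL3-expressing clones (medians −0.20 and −0.16). By camera without regard to direction RNA polymerase II regulation was called (adjusted p = 0.0031) and actin was not (0.161). The mixed test of fry gave the same calls (adjusted p = 0.0142 and 0.332). Both calls with a direction were lost with an estimated correlation (adjusted p = 0.506 for each). That of actin was also lost without GRHL3-expressing clone 10 or 18 or mock clone 17 or 44 (from 0.0543 to 0.18) and with a filter of 5 counts in 1 library (0.0551). The paper places the putative GRHL3 site in another intron of EIF4E3 than the annotation used here, which puts it in intron 1 of the MANE Select transcript and of 3 others and in intron 2 of 6 others.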

Other observations

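Genes of squamous differentiation were higher as a group in GRHL3-expressing SCaBER clones. FOXN1, a transcription factor gene of keratinocyte differentiation, had 14.7 ± 11.4 CPM (SD, n = 3 clones) in GRHL3-expressing clones and 0.966 ± 0.874 CPM (SD, n = 3) in mock clones, and SPRR1A, which encodes a precursor of the cornified envelope, had 21.3 ± 10 CPM (SD, n = 3) against 2.75 ± 3.07 CPM (SD, n = 3). The keratin gene KRT1 had a log2 fold change of 3.52 (SE 0.95). Of 26 such genes tested 24 had a positive log2 fold change, 6 were higher at an unadjusted p under 0.05, edgeR called 0 over all genes and 1 higher adjusted over the list alone, and DESeq2 called KRT9. With the library labelled SCaBER mock clone 28 left out, DESeq2 called FOXN1 (log2 fold change 3.33, adjusted p = 0.00528), SPRR1A (2.33, adjusted p = 0.026), ABCA12 and KRT9 higher and KLK7 lower, and edgeR 1 higher and 1 lower adjusted over the list alone. The median was 1.42 (camera, adjusted p = 1.35e-15, and adjusted p = 0.506 with an estimated correlation), and without the library labelled SCaBER mock clone 28 it was 0.91 over 33 genes (adjusted p = 8.94e-08, and adjusted p = 0.506 with an estimated correlation). Reported GRHL targets (26 genes, median 0.75, adjusted p = 7.36e-05, and adjusted p = 0.751 with an estimated correlation), epithelial junctions (39 genes, 0.50, adjusted p = 9.79e-05, and 0.751) and basal keratinocyte markers (20 genes, 0.71, adjusted p = 1.54e-05, and 0.756) were called in SCaBER as well. FAT2, an atypical cadherin gene among the basal markers, had 11.7 ± 1.42 CPM (SD, n = 3) against 2.58 ± 1.43 CPM (SD, n = 3), and NECTIN4, an adhesion gene, had a log2 fold change of 2.49 (SE 0.90). Without the library labelled SCaBER mock clone 28 the medians were 0.31, 0.10 and 0.14 and none of the 3 lists was called (adjusted p = 0.175, 0.0582 and 0.394). Mitochondrially encoded genes were lower in SCaBER, all 13 with a negative log2 fold change and a median of −0.47 (adjusted p = 0.00342, and adjusted p = 0.78 with an estimated correlation), and −0.71 without that library (adjusted p = 1.12e-09, and adjusted p = 0.561 with an estimated correlation). The call was lost without GRHL3-expressing clone 18 or mock clone 17 or 44 (adjusted p from 0.136 to 0.329, medians from −0.34 to −0.22). Cell cycle genes had a median of −0.31 in SCaBER over 51 genes, 42 of them negative and 0 at an unadjusted p under 0.05 (adjusted p = 0.00255, and adjusted p = 0.756 with an estimated correlation), and were not called without that library (−0.16, adjusted p = 0.236) or without mock clone 44 (−0.26, 0.0701).

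In EJ28, ADM2, a target of ATF4, had 5.88 ± 0.868 CPM (SD, n = 2 clones) in GRHL3-expressing clones and 32.4 ± 7.47 CPM (SD, n = 3) in mock clones, and the tRNA synthetase genes YARS1 and EPRS1 had log2 fold changes of −1.73 (SE 0.29) and −1.05 (SE 0.23). Among 17 NF-kB and inflammatory genes, 2 were higher and 7 lower at an unadjusted p under 0.05, edgeR called 0 over all genes and 1 higher adjusted over the list alone, and DESeq2 called CCL28 higher and IRAK4 lower. The chemokine gene CCL28 had 9.47 ± 2.29 CPM (SD, n = 2) against 2 ± 0.359 CPM (SD, n = 3), and LIF, a cytokine gene, had a log2 fold change of −1.48 (SE 0.44). The median was −0.90 (adjusted p = 0.0364, and adjusted p = 0.506 with an estimated correlation), and the call was lost without GRHL3-expressing clone 2 or mock clone 70 or 82 (adjusted p = 0.256, 0.121 and 0.299, medians from −0.71 to −0.68). Histone genes (20, median −0.43, adjusted p = 0.011, and adjusted p = 0.797 with an estimated correlation) encode messages that end without a poly(A) tail in dividing cells, and their call was lost under both other filters (−0.38) and without GRHL3-expressing clone 3 (0.03) or mock clone 43 (−0.07) or 82 (−0.38). Of 3 fibroblast markers COL1A1 had a log2 fold change of 1.85 and ACTA2 −0.55, and FBLN1 lay at the median (0.93, adjusted p = 0.0399, and adjusted p = 0.506 with an estimated correlation), and without a filter the median was −0.55 and not called, nor was the list without GRHL3-expressing clone 2 (0.31) or mock clone 43 (0.94). Cell cycle genes had 7 of 53 higher and 0 lower at an unadjusted p under 0.05, with RRM2, a ribonucleotide reductase gene, at 251 ± 1.2 CPM (SD, n = 2) against 149 ± 18.1 CPM (SD, n = 3), and a median of 0.05. That list had an adjusted p of 0.0542, and 0.0405 without a filter and 0.0294 without GRHL3-expressing clone 2 (medians 0.05 and 0.07), from camera.

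Other lists were not called by camera with a direction. The mixed test of fry called growth arrest in EJ28 (adjusted p = 0.0142) and the BCL2 family in SCaBER (0.0303) among them. In EJ28 medians were 0.04 for actin cytoskeleton (71 genes), 0.15 for myosins (25), 0.08 for epithelial junctions (28), −0.69 for squamous differentiation (4), −0.13 for basal markers (8), 0.19 for reported GRHL targets (13), −0.03 for cap binding (17), −0.20 for growth arrest (13), −0.06 for the BCL2 family (12), −0.14 for HOX genes (18), −0.32 for EMT transcription factors (4), 0.19 for endothelial markers (3), 0.05 for mitochondrially encoded genes (13) and −0.02 for ribosomal proteins (77), with adjusted p from 0.152 to 0.959. In SCaBER they were −0.02 for cap binding (17), 0.02 for growth arrest (13), −0.07 for the BCL2 family (14), 0.10 for HOX genes (19), −0.12 for NF-kB genes (24), −0.10 for fibroblast markers (5), −0.06 for ribosomal proteins (77) and 0.02 for histones (17), with adjusted p from 0.104 to 0.998. HOX genes in EJ28 were called without GRHL3-expressing clone 2 (−0.44, adjusted p = 0.00573) and EMT transcription factors without mock clone 70 (−0.57, 0.00952). Ribosomal proteins in SCaBER were called without the library labelled SCaBER mock clone 28 (−0.18, adjusted p = 0.00146, and adjusted p = 0.80 with an estimated correlation), GRHL3-expressing clone 28 (−0.14, 0.0145) or mock clone 17 (−0.11, 0.0457). None of 23 immune cell markers passed the count filter in either line, nor did enough endothelial markers or EMT transcription factors in SCaBER to test. Median and mean had opposite signs for EMT, extracellular matrix, actin, myosins and junctions in EJ28 and for myosins, the BCL2 family, HOX genes, RNA polymerase II regulators, chromatin and histones in SCaBER, and NF-kB genes and fibroblast markers in SCaBER had a negative median and mean and an upward camera statistic.

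The following genes that the paper names were not called in either line by edgeR or DESeq2. In EJ28 the log2 fold changes were 0.20 (SE 0.21) for RHOA, −0.16 (SE 0.16) for VCL, which encodes vinculin, −0.04 (SE 0.24) for TJP1, which encodes the tight junction protein ZO-1, 0.35 (SE 0.21) for DSP, which encodes desmoplakin, −0.17 (SE 0.36) for RND3, 0.38 (SE 0.30) for ARHGEF19 and 0.59 (SE 0.16) for EIF4E. The corresponding values in SCaBER were −0.34 (SE 0.35), −0.19 (SE 0.29), 0.50 (SE 0.38), 0.64 (SE 0.51), 0.49 (SE 0.55), 0.36 (SE 0.30) and −0.21 (SE 0.24). Of these, EIF4E in EJ28 alone had an unadjusted p under 0.05 (0.009). The SCaBER values without the library labelled SCaBER mock clone 28 were −0.17 for RHOA, −0.38 for VCL, 0.17 for TJP1, 0.21 for DSP, 0.07 for RND3, 0.23 for ARHGEF19 and −0.15 for EIF4E. Signs changed without GRHL3-expressing EJ28 clone 2 for RND3 (0.31), without GRHL3-expressing EJ28 clone 3 for TJP1 (0.15), without EJ28 mock clone 43 for TJP1 (0.20) and without SCaBER mock clone 17 for VCL (0.05), and VCL in EJ28 lay at 0.00 without GRHL3-expressing clone 3. CDH1, the E-cadherin gene, had 1.43 (SE 1.04) in SCaBER, 0.93 without the library labelled SCaBER mock clone 28 and 3.96 without mock clone 17, and like GRHL2 was below the count filter in EJ28. GRHL1, UPK2 and DSG1 were below the count filter in both lines.

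The mock clones of both lines differed at 1884 of 15587 genes, 1459 higher and 425 lower in SCaBER, by edgeR. The desmosome gene DSC3 and the hemidesmosome gene COL17A1 were higher in SCaBER (adjusted p = 0.00378 and 0.00599 from edgeR), RIMS1, a gene of synaptic vesicle release, was lower (adjusted p = 0.000133 from edgeR), and SHF, an adaptor protein gene, had a log2 difference of −2.49 (SE 0.29). At an unadjusted p under 0.05 they differed at 5055 genes. The count of 1884 moved by over 1.5 times without any 1 of the 11 clones. It was 2, 36 and 18 without EJ28 mock clone 43, 70 or 82, 441 and 490 without SCaBER mock clone 17 or 44, 6611 without the library labelled SCaBER mock clone 28, and from 999 to 1183 without 1 GRHL3-expressing clone, whose spread enters the same fit. DSC3, COL17A1 and SHF had an adjusted p of 0.0682 without EJ28 mock clone 43, and DSC3 and COL17A1 0.0579 and 0.0622 without mock clone 82, from edgeR. The lines were grown in different media, so a difference of line and one of medium were not separated.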
